# Global assessment of organ specific basal gene expression over a diurnal cycle with analyses of gene copies exhibiting cyclic expression patterns

**DOI:** 10.1186/s12864-020-07202-9

**Published:** 2020-11-11

**Authors:** Yuan Lu, Mikki Boswell, William Boswell, Raquel Ybanez Salinas, Markita Savage, Jose Reyes, Sean Walter, Rebecca Marks, Trevor Gonzalez, Geraldo Medrano, Wesley C. Warren, Manfred Schartl, Ronald B. Walter

**Keywords:** *Xiphophorus*, Organ, Gene expression profiling, Profiling, Light response, Basal level gene expression, Paralog, Genome duplication, Evolution

## Abstract

**Background:**

Studying functional divergences between paralogs that originated from genome duplication is a significant topic in investigating molecular evolution. Genes that exhibit basal level cyclic expression patterns including circadian and light responsive genes are important physiological regulators. Temporal shifts in basal gene expression patterns are important factors to be considered when studying genetic functions. However, adequate efforts have not been applied to studying basal gene expression variation on a global scale to establish transcriptional activity baselines for each organ. Furthermore, the investigation of cyclic expression pattern comparisons between genome duplication created paralogs, and potential functional divergence between them has been neglected. To address these questions, we utilized a teleost fish species, *Xiphophorus maculatus,* and profiled gene expression within 9 organs at 3-h intervals throughout a 24-h diurnal period.

**Results:**

Our results showed 1.3–21.9% of genes in different organs exhibited cyclic expression patterns, with eye showing the highest fraction of cycling genes while gonads yielded the lowest. A majority of the duplicated gene pairs exhibited divergences in their basal level expression patterns wherein only one paralog exhibited an oscillating expression pattern, or both paralogs exhibit oscillating expression patterns, but each gene duplicate showed a different peak expression time, and/or in different organs.

**Conclusions:**

These observations suggest cyclic genes experienced significant sub-, neo-, or non-functionalization following the teleost genome duplication event. In addition, we developed a customized, web-accessible, gene expression browser to facilitate data mining and data visualization for the scientific community.

## Background

There are over 33,000 described fish species, comprising the largest vertebrate group. Teleost fishes make up 96% of all extant fish species and exhibit extreme biodiversity that is thought to be a result of the *teleost specific whole genome duplication* (TGD) event that is estimated to have occurred ≈375 million years ago [1–4]. This duplication, accompanied with further retention of duplicated gene copies (i.e., neo-, sub-, non-functionalization, and chromosomal structural change), shaped the genomes of the teleost common ancestor and allowed each species to tailor its genome to best fit their particular environmental niche [5–8]. Studies of whole genome duplication (WGD) events have provided data to support the ability to track changes in gene function by comparing post-WGD duplicated allele pairs to pre-WGD single genes [9].

It is well known that gene expression does not remain at a steady state over a daily light/dark cycle but is dynamically responsive to a variety of environmental stimuli [10–12]. The dynamic nature of gene expression leads to transcriptional profiles in each organ that reflect complex time-of-day expression patterns that are tuned to properly regulate physiological demands. Genes known to follow cyclic ebbs and flows in their expression patterns serve as examples of the complex homeostatic genetic regulatory networks, yet these cycles only account for one aspect of many potentially differing oscillating gene expression patterns [13]. There are many other instances where basal gene expression at first appear to exhibit random patterns, yet later are shown to actually reflect a dynamic response to an extrinsic temporal stimuli, such as light-dark switching, feeding and other subtle adaptations to environmental conditions [14–19].

Circadian oscillation of gene expression has been shown for all vertebrate organisms thus far studied and is known to affect physiology in different model systems [20]. It is also well known that a group of genes (i.e., circadian genes) have expression patterns that coincide with discrete physiological changes in the diurnal cycle [21–23]. Even Mexican blind cavefish and Antarctic blackfin icefish encode circadian genes in their genomes [24, 25]. Although the blind cavefish do not exhibit *per1* circadian rhythm in the wild, it can be entrained in the lab with light. Although it is observed that different members of the same circadian gene family may exhibit different expression patterns, how gene duplicates, especially those originating from a WGD event (i.e., Ohnologs) behave transcriptionally has not yet been studied [26, 27]. This critical piece of missing information may be useful to infer the molecular evolution of rhythmicity.

The resolution of duplicated genomes in teleost fishes is hypothesized to have taken place soon following the duplication (i.e., 70–80 million years following the duplication), and most genes resolved down to a single copy during that period. However, the genomes of different extant teleost species may contain ≈3–20% of their genes in a duplicated condition when compared to basal actinopterygians (i.e., fishes that did not experience TGD), or tetrapods [8, 9, 28, 29]. Functional analyses showed a majority of the paralogs developed new functions compared to the molecular ancestor. We hypothesize that most paralogs of genes exhibiting cyclic patterns are differentiated into different expression patterns following genome duplication. In this report, we use cyclic expression patterns as a function to compare paralog functions.

It is possible to track WGD event and re-construct the ancestral teleost chromosomes that are hypothesized to share similar structures to those in tetrapods, including human [9, 28]. It has also been shown that teleost genomes represent excellent models to study molecular evolution. We chose *Xiphophorus* as the model for this study for several reasons: 1. *X. maculatus* is a new world, live-bearing vertebrate with an inbred (i.e., 115 generations of sibling matings) pedigree, 2. *Xiphophorus* fishes represent a well-established biomedical model for studies aimed at determining the genetics underlying melanoma development [30], 3. *Xiphophorus* genomes (i.e., *X. maculatus*, *X. couchianus* and *X. hellerii*) represent some of the best-assembled vertebrate genomes in existence, in terms of chromosome contiguity, sequence gaps and unassembled contigs [31, 32]. Also, availability of genomes from three distinct species within the same genus allows inter-species comparative genomic and transcriptomic studies to be performed [17, 33–35]; 4. *Xiphophorus* belongs to teleost fishes that have retained portions of their genomes in duplicated form, enabling the investigation of genomic molecular evolution [4, 29]; 5. A unique feature of *Xiphophorus* fishes is the ability to produce viable interspecies hybrids. This attribute presents researchers with a hybridization model that allows genetic interactions between divergent alleles that are artificially brought together in the interspecies hybrids to be studied [33–35].

Collectively, this study collects a comprehensive list of organ-specific genes exhibiting cyclic expression patterns (i.e., cyclic genes). In addition, comparing the paralog expression patterns forwards our understanding of the molecular evolution of these genes.

## Results

### Gene expression profiling statistics

Gene expression for 9 organs (brain, eye, gills, ovary, testis, heart, liver, muscle, and skin) was profiled every 3 h over a 24-h period from two fish at each time point using RNA-Seq. 

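The deposited counts analysed here come from skin of male *X. maculatus* Jp 163 A, an inbred line of platyfish. The authors deposited the number of reads counted on each of 24209 gene models, without normalization, for 24 skin libraries, 1 from each fish. The sample labels place these libraries in 2 collections. The earlier collection, called the first collection here, holds 16 libraries, 2 at each of the 8 time points, and the second collection holds 8 libraries, 2 at each of Zt 0.5, 6.5, 12.5 and 18.5. The labels give an age of 24 months for the fish of the first collection and of 12 months for those of the second, whereas the paper gives 12 months. The 2 fish at each time point that the paper describes were taken to be those of the first collection. These 16 libraries gave the amplitudes printed in Supplement Table 3 for 933 of its 935 skin genes (tolerance 0.01) when 1% of a gene's mean was added to its highest and lowest value, a definition found only after the values were seen. Values over the libraries of the first collection are given first and values over all 24 libraries beside them. The paper does not speak of 2 collections and does not say which libraries it used. The inbred generation and the age of 12 months that it gives for its fish are carried only by the labels of the second collection. That its skin values rest on the first collection is therefore an inference from the matched values.

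Reads counted on genes in the first collection ranged from 25736825 to 36066368 per library, with a median of 32714728. They were 35676159 and 36066368 at Zt 0.5, 32226295 and 33087358 at Zt 3.5, 33584494 and 34505670 at Zt 6.5, and 25736825 and 31770551 at Zt 9.5. In the later libraries of that collection they were 34107265 and 32879301 at Zt 12.5, 31890844 and 30430584 at Zt 15.5, 32550154 and 31071542 at Zt 18.5, and 30643944 and 34888488 at Zt 21.5. The 8 libraries of the second collection had a median of 27193974. Replicates A and B of the second collection held 26446018 and 28167345 counted reads at Zt 0.5, 29385115 and 26081822 at Zt 6.5, 27892315 and 25927255 at Zt 12.5, and 27995028 and 26495633 at Zt 18.5.

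The authors trimmed and filtered the paired-end reads by quality, mapped them with Tophat2 and counted them on Ensembl gene models with FeatureCount. The treatment of reads that map to several genes, and of strand, is not given in the sources used here. Counts of near-identical paralogs, including recent duplicates among the Ohnologs, and of overlapping or antisense genes are therefore uncertain. From the counts, CPM were computed with the total count of each library, and the 2 libraries of a time point were averaged, as the paper describes. A mean over 2 libraries has an SD with a single degree of freedom, and a single deviating library can move a peak. At Zt 9.5, replicate A differed from the other libraries of the first collection over many genes, with 3981 of 11091 genes below 0.5 times their median over these libraries.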

Overall, 87.9–92.2% of 46.1–51.8 million (M) filtered sequencing reads were mapped to the *X. maculatus* reference genome v5.0, with an average sequencing depth within exonic regions of 98.2–110.3 × in different organs (Table 1). This dataset was further processed as library size-normalized read counts (i.e., cpm). 

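For skin, the paper's average of mapped reads is 42.4 M per library, and the reads counted on genes averaged 32.6 M in the 16 libraries of the first collection. The CPM values take the counted reads as the library size. A gene without counts in a library could still hold up to 3 counts, which allows 0.0832 to 0.117 CPM depending on the library. These limits, and the confidence intervals of shares, cover counting error only.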

Visualization and data mining of this dataset can be accessed by https://www.xiphophorus.txstate.edu/Gene-Expression-Browser.html.

**Table 1:** RNA-Seq statistics

Organ	Average filtered reads (M)	Average mapped reads (M)	Average mapping rate (%)	Average depth (×)
Brain	46.1	41.9	90.8	98.2
Eye	51.8	46.5	89.8	110.3
Ovary	50.6	46.1	91.2	107.7
Testis	49.6	45.6	92.1	105.6
Heart	49.7	43.6	87.9	105.7
Liver	48.6	43.2	88.8	103.5
Muscle	51.5	45.2	87.9	109.6
Skin	46.8	42.4	90.5	99.7

*M* Million

### Expression patterns of circadian master regulator families

The *Xiphophorus* genome encodes 3 *arntl* genes (one *arntl1a*, two *arntl2*), 2 *clock* genes, 4 *per* genes (one *per1b,* one *per2*, one *per3*, and one *per2* paralog named *period circadian regulator 2*) and 7 *cry* genes [three *cry1*, one *cry2*, one *cry-dash, cry5* (*6,4 photolyase*) and CPD photolyase zgc:66475] (Fig. 1). All, except for *cry-dash* and *cry5*, showed circadian expression patterns as expected. These findings serve as a positive control and validate cyclic gene discovery presented in this study: known circadian master regulator genes show cyclic expression patterns and peak expression times at similar zeitgeber time (Zt) in all 9 organs although testis and ovary exhibited smaller amplitude for all circadian master regulator genes (Fig. 1). 

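Over the libraries of the first collection, 8 of the 16 genes drawn in Fig. 1 had a p under 0.01 in the rank test for cyclic expression in skin. These were *arntl1*, *arntl2*-Ohnolog2, *clocka*, *clockb*, *per1b*, *per3*, *cry1ab*-Ohnolog1 and *cry1ab*-Ohnolog2, with rank test p from 0.00272 to 0.00326. The rank test gave 0.0158 for *per2*-Ohnolog1, 0.0271 for *per2*-Ohnolog2 and 0.0306 for *arntl2*-Ohnolog1. It gave 0.166 for *cry1ba*, 0.352 for *cpd photolyase* and 1 for *cry2*. With all 24 libraries 7 genes passed, since *arntl2*-Ohnolog2 did not. Adjusted over the list alone, 11 of the 16 genes had a Benjamini-Hochberg adjusted rank test p under 0.05, while adjusted over all expressed genes none did, and 11 had an unadjusted p under 0.05. The edgeR cosinor, a quasi-likelihood test of a 24-h sine and cosine on the counts, gave an adjusted p under 0.05 for 11 of the 16 genes. The tally rested in part on single libraries. Without Zt 9.5 replicate B it fell to 4 genes, with *arntl1*, *clocka*, *clockb* and *cry1ab*-Ohnolog2 no longer called. Without Zt 6.5 replicate D, *clocka* and *per1b* were no longer called, which left 6 genes. Without Zt 9.5 replicate A, *per2*-Ohnolog1 and *cry-dash* were called in addition, which made 10 genes.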

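In skin, the mean CPM of *arntl1*, *clocka* and *clockb* was highest at Zt 12.5, the last time point of the light phase, and that of *arntl2*-Ohnolog2 at Zt 15.5. The mean CPM of *per1b*, *per3* and *cry1ab*-Ohnolog1 was highest at Zt 21.5, the last time point of the dark phase. These times were the same over all 24 libraries for *arntl1*, *clocka*, *per1b*, *per3* and *cry1ab*-Ohnolog1, whereas *arntl2*-Ohnolog2 was highest at Zt 12.5. For *clockb* the means over all 24 libraries at Zt 9.5 and 12.5 were level. Its libraries at Zt 9.5 had 43.8 and 114 CPM, so no change of its peak time can be read from them. At the 4 time points sampled in the second collection alone, *arntl1*, *arntl2*-Ohnolog2 and *clocka* were highest at Zt 12.5, *per3* and *cry1ab*-Ohnolog1 at Zt 0.5 and *per1b* at Zt 18.5, which were also the highest of these 4 time points in the first collection. Among these 4 time points, *clockb* was highest at Zt 12.5 in the first collection. In the second it had 64.4 ± 0.544 CPM (SD, n = 2) at Zt 6.5 and 63.4 ± 9.27 CPM at Zt 12.5, a difference within the spread between fish. *cry1ab*-Ohnolog2 was highest at Zt 6.5 in the second collection and at Zt 0.5 in the first. The paper reasons that, since known circadian master regulators were cyclic and peaked at similar times in its organs, they serve as a positive control for the cyclic genes found in the same way. It also assessed *arntl1*, *cry1ab*, *clocka* and *clockb* of skin by NanoString nCounter, and these measurements were not analysed here.

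**Figure D1:**
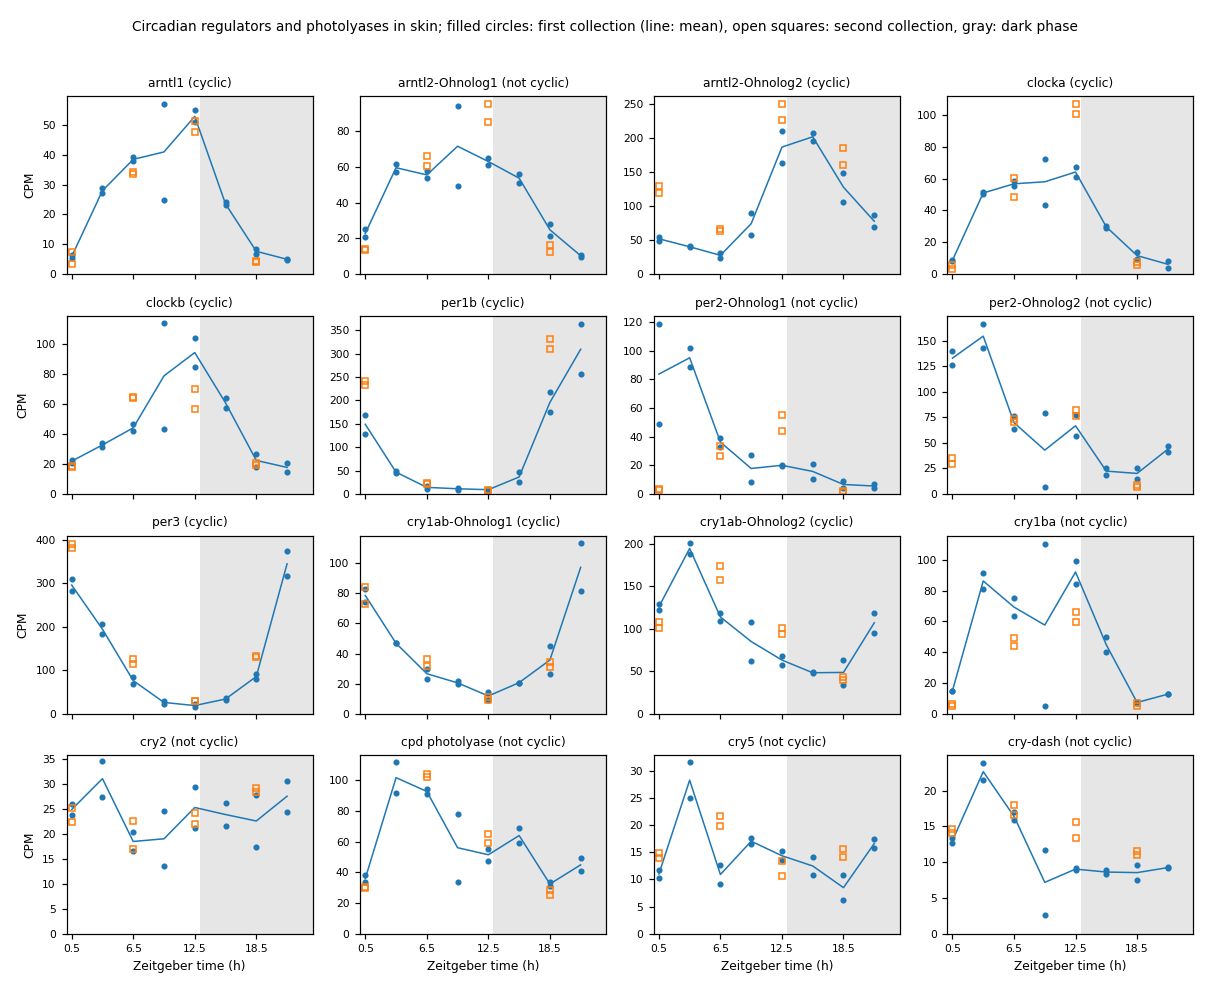
CPM of the 16 circadian regulators and photolyases of Fig. 1 in skin against zeitgeber time in hours, with 1 panel per gene. Filled circles are the libraries of the first collection (2 per time point, joined at their mean by the line), open squares are the libraries of the second collection, and gray marks the dark phase. The *per2* genes at Zt 0.5 are low in the second collection and high in the first collection, and the 2 libraries of the first collection at Zt 9.5 lie far apart for several genes, among them *cry1ba* and *clockb*.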

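In skin, *cry-dash* (ENSXMAG00000009285) had the highest mean at Zt 3.5, in the light phase, with 22.7 ± 1.70 CPM (SD, n = 2), and lay between 8.54 and 9.24 CPM at the dark phase means of Zt 15.5, 18.5 and 21.5. Its lowest mean, 7.18 ± 6.36 CPM (SD, n = 2) at Zt 9.5, came from libraries of 2.68 and 11.7 CPM. An exact permutation test over the orders of the 8 time points gave p = 0.181 for a rise and fall, and the rank test over all 24 libraries gave 0.358. The edgeR cosinor gave an adjusted p of 0.0390. The gene *cry5* (ENSXMAG00000017096) was also highest at Zt 3.5, with 28.3 ± 4.64 CPM (SD, n = 2), and lowest at Zt 18.5, with 8.48 ± 3.30 CPM. Its exact permutation p was 1, its rank test over all 24 libraries gave 0.134, and its edgeR cosinor adjusted p was 0.242. In the libraries of the second collection both genes were highest at Zt 6.5, with 17.2 ± 0.993 CPM (SD, n = 2) for *cry-dash* and 20.8 ± 1.29 CPM for *cry5*, while Zt 3.5 was not sampled.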

The *cry-dash* and *cry5* genes do not show cyclic expression pattern, but exhibited peak expression in light-phase. The *cry-dash* gene exhibited statistically different expression between early light and late dark phase in skin, brain and eye; and *cry5* in brain, eye, and muscle (Fig. 1d; Supplement Table 1). 

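The text of the paper does not name the time points of early light and late dark phase. Zt 0.5 and 3.5 were set against Zt 18.5 and 21.5, with 4 libraries of the first collection on each side, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 18277 genes. In skin, *cry-dash* averaged 17.8 ± 5.66 CPM (SD, n = 4) in early light and 8.89 ± 0.945 CPM in late dark, and every early light library was above every late dark library. The log2 change was 1.08 (standard error 0.23, adjusted p = 0.525 from edgeR). Adjusted over the list alone, that is over the genes of Fig. 1, the edgeR p of *cry-dash* was 0.00500. DESeq2 over all genes gave an adjusted p of 0.00657, and the alternatives gave adjusted p from 0.00657 to 0.896 with log2 changes from 0.60 to 1.45. For *cry5*, the means were 19.6 ± 10.3 and 12.5 ± 5.11 CPM (SD, n = 4 each), a log2 change of 0.72 (standard error 0.42, adjusted p = 0.573 from edgeR), and it was called under none of 18 alternatives.

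Over all genes the test called 2, both higher in early light, and 1681 had an unadjusted p under 0.05. DESeq2 called 86. With all 8 time points fitted, edgeR called 19 genes, without *cry-dash* (adjusted p = 0.177 from edgeR), so the number called depends in part on the pooling. The first of the 2 genes was *per2*-Ohnolog1, with 89.3 ± 29.7 CPM (SD, n = 4) in early light, 6.07 ± 2.36 CPM in late dark and a log2 change of 3.94 (standard error 0.38, adjusted p = 0.0209 from edgeR). The second was *TTC39B* (ENSXMAG00000010134), with 59.3 ± 14.9 against 11.6 ± 2.83 CPM and a log2 change of 2.42 (standard error 0.24, same adjusted p). In 6 of the 8 fits that left out 1 library no gene was called. Without Zt 0.5 replicate D 1 gene was called, and without Zt 18.5 replicate D 8 genes. With the libraries of the second collection added and the collection as a term, 32 genes were called and *cry-dash* had a log2 change of 0.87 (standard error 0.19, adjusted p = 0.0857 from edgeR). Without that term 4 genes were called, and *per2*-Ohnolog1 was not among them (adjusted p = 0.220 from edgeR).

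The fold changes in Supplement Table 1 matched another grouping, Zt 3.5 and 6.5 against Zt 21.5 and 0.5, which was chosen after those values were seen. With it, edgeR called 2910 genes, 1540 higher and 1370 lower in light, none of them among the 2 genes above. The log2 change of *cry-dash* was then 0.83 (standard error 0.21, adjusted p = 0.0295 from edgeR), that of *cry5* 0.55 (standard error 0.37, adjusted p = 0.355) and that of *per2*-Ohnolog1 0.55 (standard error 0.93, adjusted p = 0.742).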

Their expression patterns suggest they are light-inducible genes (Fig. 1d).

**Fig. 1:**
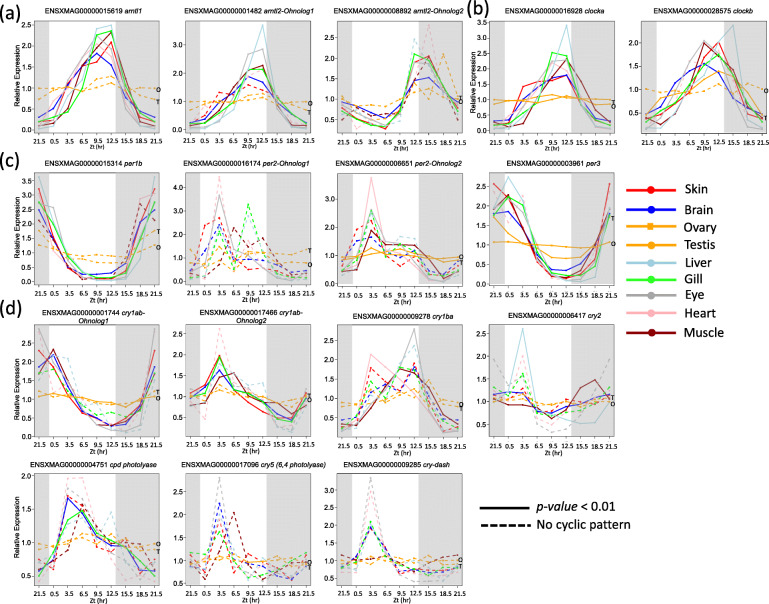
Master circadian regulator gene expression throughout a diurnal cycle As a technical control, each member of known circadian master regulator gene families in the *X. maculatus* genome was tested for a cyclic gene expression pattern. These genes include **a**: The *arntl* gene family, **b**: The *clock* gene family, **c**: The *per* gene family, and **d**: The *cry* gene family. For each gene, relative expression values that were calculated by normalizing average absolute expression to daily expression average are plotted against zeitgeber times to from an organ-specific expression pattern. Expression patterns of 9 organs are plotted, with colors represented organ, and line types represented if a gene exhibit cyclic expression pattern. Gray and white areas represent dark and light phases respectively

### Identification of genes exhibiting cyclic expression patterns in 9 *Xiphophorus* organs (skin, brain, liver, gills, testis, ovary, heart, eye and muscle)

Gene expression profiling was performed on 9 organs throughout a 24 h cycle, at a 3 h intervals. 

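In skin, the rank test called 935 genes cyclic at p under 0.01 over the libraries of the first collection, which is 5.51% of the expressed genes. Their p ranged from 0.00162 to 0.00774. Of the 40320 possible orders of 8 different values, 512 (1.27%) give such a p, so that 215 genes would be called if the order of the time points were random. The smallest Benjamini-Hochberg adjusted p of the rank test over expressed genes was 0.0640, so no gene had an adjusted p under 0.05, while 2930 genes had an unadjusted rank test p under 0.05. The edgeR cosinor called 289 of 19212 genes tested at an adjusted p under 0.05 and 3981 at an unadjusted p under 0.05, and 129 of the 935 genes were among its calls. The DESeq2 likelihood ratio test of the cosinor called 1692 of 19212 genes. With single libraries as replicates the rank test called 2563 genes, and 3639 with its exact null distribution, which was chosen after seeing the data. When all 24 libraries were used, 905 genes were called, of which 287 were shared with the libraries of the first collection. Without Zt 9.5 replicate A 553 genes were called, 389 of them shared.

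The ratio of highest to lowest mean CPM of the 935 genes had a median of 2.12 and quartiles of 1.73 and 2.84. Among those with a lowest mean of at least 1 CPM and an edgeR cosinor call, *ciarta* (ENSXMAG00000022811) had the largest ratio, 56.4, from 56.4 ± 12.3 CPM (SD, n = 2) at Zt 21.5 to libraries of 0.427 and 1.57 CPM at Zt 9.5. Its ratio and place rested on these, with a ratio of 35.9 without Zt 9.5 replicate A and a lowest mean under 1 CPM without replicate B. Next was *dbpb* (ENSXMAG00000012054), with a ratio of 55.3, from 302 ± 59.8 CPM at Zt 18.5 to 5.46 ± 1.66 CPM at Zt 12.5. It was followed by *nr1d4b* (ENSXMAG00000002339), with a ratio of 39.2, from 230 ± 38.3 CPM at Zt 15.5 to 5.88 ± 2.03 CPM at Zt 3.5. After *per1b* came *nfil3-5* (ENSXMAG00000005127), with a ratio of 33.1, whose highest mean at Zt 9.5 rested on libraries of 2.37 and 103 CPM against 1.59 ± 0.297 CPM at Zt 18.5. The ratio was 64.7 without Zt 9.5 replicate A and 21.7 without replicate B, and without the latter the rank test did not call the gene. All of these were also called over all 24 libraries.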

Genes exhibiting cyclic expression pattern were subsequently identified (*p*-value < 0.01; normalized gene expression value, cpm, is larger than 1 in at least two time points; skin: 935; brain: 731; ovary: 224; heart: 659; muscle: 2076; eye: 4033; gill: 1740; liver: 1039; testis: 294; Fig. 2; Supplement Tables 2 and 3). There are 34 opsin genes encoded in the *X. maculatus* genome. 

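In skin, *opn7a* (ENSXMAG00000016993) had 16 counts in the 16 libraries of the first collection together, and its highest mean at a time point was 0.125 CPM, close to the level that a count of 0 allows. It had 27 counts in all 24 libraries. The gene *parietopsin* (ENSXMAG00000026933) had 2 counts in the first collection, with a highest mean of 0.0310 CPM. Its counts in all 24 libraries were 44, 32 of them in 1 library of the second collection, Zt 0.5 replicate A, where it reached 1.21 CPM. The highest count of *opn7a*, 10, was in the same library. That library had counts on 22316 genes, the most of the 24 libraries, and the cause was not tested.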

Except *opn6,* expressed in all tested organs, and universally unexpressed *opn7a*, *opn1sw1*, *tmtops3a* and *parietopsin*, each organ exhibits a different opsin expression profile (Supplement Figure 5a). Although eye expressed most opsin genes (i.e., 28 of the 34) and showed the largest number of cyclic genes (Supplement Figure 5a; Supplement Table 2), the number of opsin genes expressed in any organ is not correlated to the number of cyclic genes. However, *lws2*, *opn6b*, *rrh*, *parapinoopsin* and *lws4* are only expressed in eyes. 

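In skin, *rrh* (ENSXMAG00000015414) had 1 count in the libraries of the first collection, a highest mean of 0.0154 CPM, and 7 counts in all 24 libraries, with at most 3 counts in any library.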

Considering that cyclic genes are the most abundant in the eyes, it implies that these genes may be related to the higher ocular representation of cyclic genes.

**Fig. 2:**
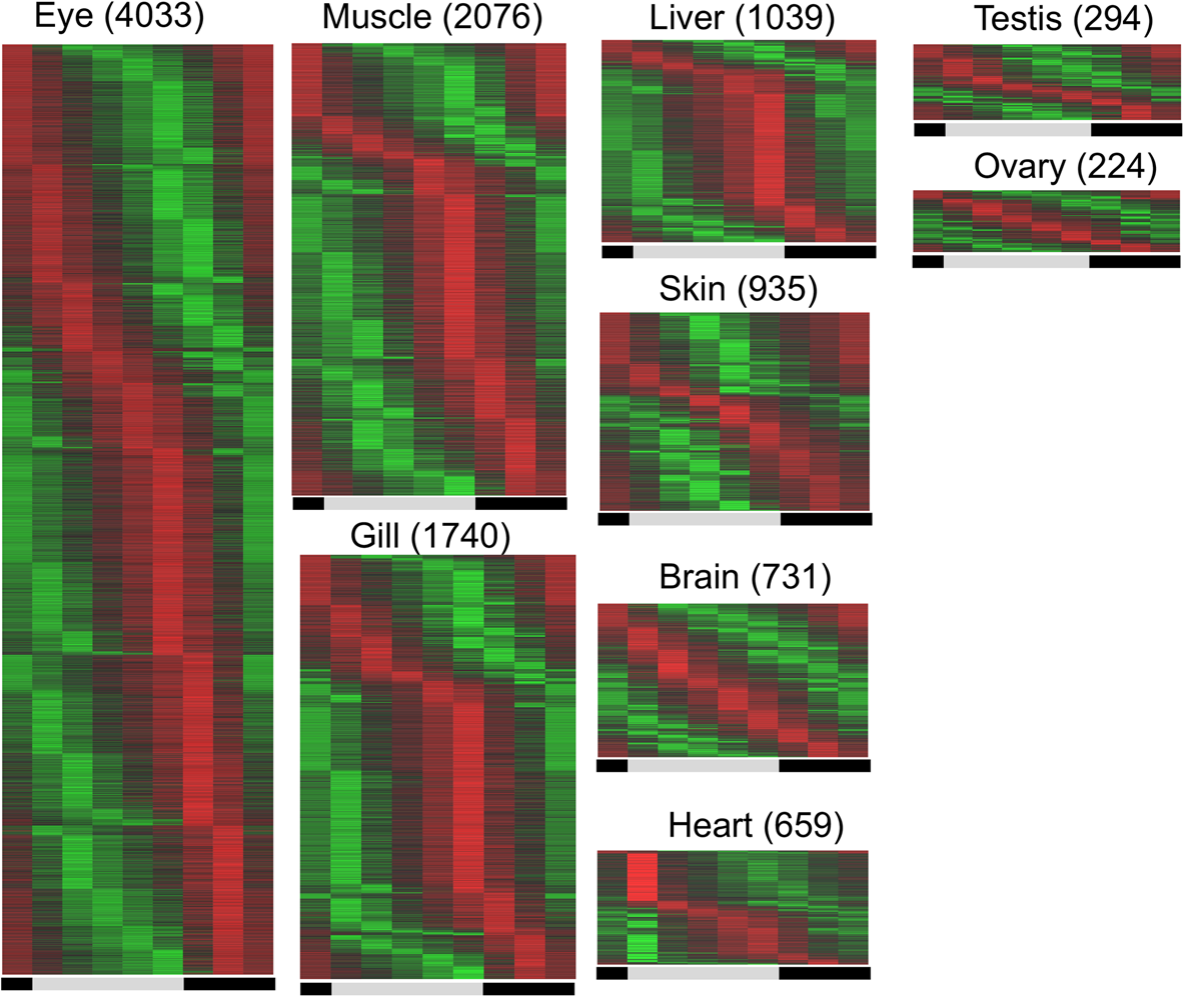
Cyclic genes in each organ: Circadian genes within each organ were identified by rain algorithm (*p-*value < 0.01). Each heatmap represents the circadian gene expression patterns of all genes in that organ over a 24-h period. Lists of circadian gene names and expression levels for each time point are provided in Supplemental Table 3). Gene expression read counts were first normalized to library size to generate CPM values. Mean of CPM values between biological replicates were subsequently calculated to represent expression level of a gene in an organ at a particular Zt, followed by scaling of gene expression at each Zt to the mean expression of a gene throughout a day. The scaled expression levels were represented by color (i.e., red: higher expression; green: lower expression). Circadian genes were ordered by peak expression time and length of time for a gene to reach the minimum expression

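Of the 935 genes called cyclic in skin, 493 (52.7%) were in none of the lists that Supplement Table 3 gives for 7 other organs, and 442 (47.3%, exact 95% interval 44.0 to 50.5%) were in at least 1. The paper's lists for eye shared 250 of the skin genes, muscle 144, gill 118, brain 82, liver 79, testis 25 and ovary 22. Of the skin genes, 292 were in exactly 1 other list and 4 in all 7. Heart was left out because 658 of the paper's 659 genes of that list were at hand. Only the skin calls were made from counts, and the lists of the other organs are the paper's. Together these 7 lists hold 7617 different genes, while 16963 genes were expressed in skin. Genes drawn at random would thus also be found in them often, and that share was not computed. By themselves, the 47.3% therefore do not measure shared rhythm, nor the 52.7% organ specificity. With the edgeR cosinor in place of the rank test for skin, the shared part was 75.1% of 277 expressed genes.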

Genes showing the cyclic expression patterns were mostly organ specific (Supplement Figure 5b). This remains true even among comparisons that exclude testis and ovary, that exhibited the fewest cyclic genes and therefore showed smallest overlap with the circadian gene sets of other organs.

### Identification of Ohnologs and singletons *Xiphophorus* compared to the spotted gar genome

The *X. maculatus* genome (assembly version 5.0; Ensembl release v94) encodes a total of 24,209 genes. We have identified 1886 *Xiphophorus* genes that show 2:1 relationship to gar (i.e., 943 Ohnolog pairs; Fig. 3; Supplement Table 4), and 10,952 *X. maculatus* genes that show 1:1 to gar (i.e., singletons; Supplement Table 5). Therefore, a total of 12,838 *Xiphophorus* genes (53%) can be tracked through the TGD using gar genome as a bridge. For example, among the *Xiphophorus arntl, cry, per* and *clock* gene families, *per2* and period circadian regulator 2, *cry1ab* and crypthochrome-1-like, and two *arntl2* genes are duplication products of unnamed gar genes ENSLOCG00000004441, *cry1ab*, and *arntl2*, respectively (Supplement Figure 6).

**Fig. 3:**
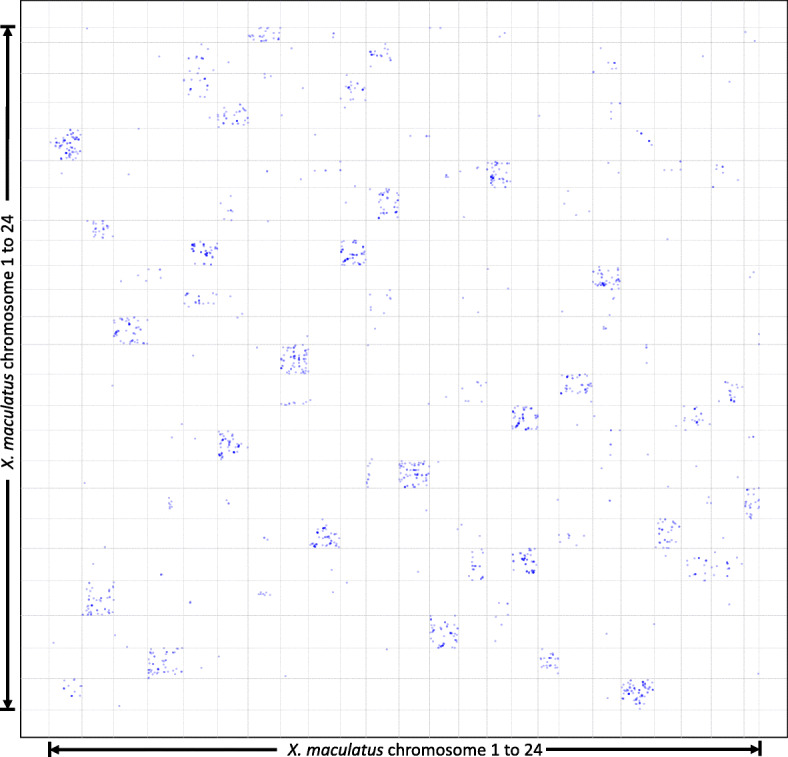
Gene duplication in *X. maculatus* genome compared to gar Chromosome plots showing all genomic locations of 943 Ohnolog pairs. X and Y axis represent chromosome lengths. Each spot on the graph represents one Ohnolog pair that are both orthologs to a single gar gene. The X- and Y- coordinates of each point correspond to the genomic location of each paralog gene on the *Xiphophorus* chromosome

An average of 65.2% of the cyclic genes from the different organs can be traced to singletons or Ohnologs (Supplement Table 6). It is hypothesized herein that two Ohnologs preserve the ancestral function, meaning in most cases both Ohnologs should exhibit the same spatial and temporal cyclic based expression pattern. However, it was observed to be very rare for both Ohnologs to exhibit cyclic based expression patterns (i.e., average of only 1.6% of genes; Supplement Table 6) regardless of the expression pattern tested. Therefore, most post-TGD duplicates exhibit neo- (i.e., molecular ancestor exhibit no cyclic cycle, one or both Ohnologs exhibit cyclic cycle) or sub-functionalization (i.e., molecular ancestor exhibit cyclic expression, one Ohnolog lost it, or both Ohnologs exhibit cyclic cycles, but expression patterns do not overlap), instead of superfunctionalization (i.e., both Ohnologs showed the same cyclic expression pattern).

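Supplement Table 4 pairs 1885 different Ohnologs in 943 pairs, and both members were expressed in skin in 617 pairs. In skin, 80 Ohnologs were cyclic, which is 5.61% of 1426 expressed Ohnologs. Both members were cyclic in 6 pairs, whose 12 members made up 1.28% of all 935 cyclic genes of skin (the percentages of Supplement Table 6 are of the cyclic genes traced to singletons or Ohnologs), and 1 member was cyclic in 68 pairs. In the set of all 24 libraries 72 Ohnologs were cyclic, with both members in 4 pairs (0.884% of the cyclic genes). The peaks that follow are over the libraries of the first collection. *cry1ab*-Ohnolog1 and *cry1ab*-Ohnolog2 peaked at Zt 21.5 and 3.5, *ip6k2b* (ENSXMAG00000001747) and *ip6k2a* (ENSXMAG00000023264) at Zt 18.5 and 12.5, and *vwa1* (ENSXMAG00000004822) and ENSXMAG00000026357 at Zt 18.5 and 21.5. *nfil3-5* and ENSXMAG00000019530 peaked at Zt 9.5 and 12.5. The members shared a peak in the other pairs, *zfyve1* (ENSXMAG00000006812) and ENSXMAG00000014436 at Zt 18.5 and *nr1d2b* (ENSXMAG00000017106) and *nr1d2a* (ENSXMAG00000018709) at Zt 0.5. In the latter pair *nr1d2b* reached 182 ± 15.4 CPM (SD, n = 2) and *nr1d2a* 357 ± 38.4 CPM, against 55.9 ± 7.02 and 58.4 ± 4.66 CPM at Zt 9.5. Of these members, *ip6k2a*, ENSXMAG00000026357, ENSXMAG00000014436 and *nr1d2b* were not called over all 24 libraries. With single libraries as replicates the rank test called both members in 24 pairs.

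Single libraries decided many of these calls, and the following rank test p are those without the library named. For *zfyve1* p was 0.170 without Zt 9.5 A and 0.0149 without Zt 12.5 D, and for ENSXMAG00000014436 it was 0.0306 without Zt 9.5 A and 0.0622 without Zt 18.5 D. For *ip6k2b* it was 0.0319 without Zt 15.5 A and 0.0311 without Zt 0.5 C, and for *ip6k2a* 0.0152 without Zt 3.5 B, 0.311 without Zt 18.5 C and 0.0622 without Zt 18.5 D. *vwa1* was lost without Zt 21.5 B (0.358), Zt 3.5 A (0.134), Zt 3.5 B (0.0250), Zt 15.5 A (0.0281), Zt 6.5 D (0.470), Zt 12.5 C (0.0271), Zt 0.5 C (0.0260) and Zt 0.5 D (0.0255). ENSXMAG00000026357 was lost without Zt 9.5 B, Zt 15.5 B, Zt 6.5 D or Zt 18.5 D (0.0149 each) and without Zt 15.5 A (0.0155). *nfil3-5* was lost without Zt 9.5 B (0.167), ENSXMAG00000019530 without Zt 21.5 A (0.0299) and Zt 9.5 B (0.537), *nr1d2a* without Zt 15.5 A (0.0255) and *nr1d2b* without Zt 0.5 D (0.0292). *cry1ab*-Ohnolog2 was lost without Zt 9.5 B.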

### Functional divergence of cyclic genes in *Xiphophorus*

Although it is impossible to determine if a gene duplicate gained a new function, or lost an ancestral function after a WGD event without knowing the ancestral genetic function, it is important to know how Ohnologs differentiate in function (or not) to study how WGD and the following genome retention patterns have reshaped the cyclic rhythm regulatory circuits. Of the 964 Ohnolog pairs that showed a 2:1 relationship between the *X. maculatus* and gar, 626 of them exhibit cyclic expression patterns for at least one Ohnolog in at least one organ (Supplement Figure 7). Also, 4573 singletons exhibit cyclic based expression patterns among the various different organs (Supplement Figure 8). 

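Of the 74 Ohnolog pairs with at least 1 cyclic member in skin, 97.3% differed between their members, either in the call or in the peak time. Since only 5.61% of the expressed Ohnologs were called, independent calls would also leave most such pairs with 1 cyclic member. Shuffled partners gave 1.91 pairs with both members cyclic on average, against 6 observed. A call in only 1 member does not test a difference between the members, so the share does not measure divergence. The remaining 2 pairs, 2.70%, had the same peak time in both members. For all 24 libraries this was 1 pair, as it was with TMM library sizes or DESeq2 size factors. With single libraries as replicates it was 11 pairs. The number also rose or fell when single libraries were left out.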

A majority (i.e., 86.3–100%) of cyclic Ohnologs exhibit intra-organ functional differentiation (i.e., only one of the pair exhibit cyclic gene expression per organ, or both Ohnologs exhibit cyclic expression patterns, but show cyclic pattern different from one another), and only a small fraction (i.e. 2.6%) of these genes exhibit peak expression at the same time in the same organs (i.e., superfunctionalization; Supplement Table 7). Due to the high organ specificity of cyclic gene expression, all of the 626 Ohnolog pairs exhibited inter-organ functional differentiation (i.e., only one of the gene pairs exhibited cyclic gene expression in various organs, or both Ohnologs exhibit cyclic expression patterns, but show peak expression at different times among different organs; Supplement Table 7).

A survey conducted on zebrafish brain circadian genes (http://cgdb.biocuckoo.org/) showed similar observations, that a majority (29 of 32 Ohnolog pairs) of the genes do not share the expression pattern with their Ohnologs (Supplement Table 8). Also, 4 of the 7 genes that show a circadian expression pattern in both brain and pineal gland exhibited different peak expression Ct times (Supplement Table 9). These observations, from a teleost fish model distant from *Xiphophorus*, may suggest that circadian gene sub-functionalization following TGD is a feature shared among fish species.

#### Intra-organ functional divergence

Of the 626 Ohnolog pairs that exhibit circadian expression patterns for at least one of the duplicated genes, 340 pairs (54.3%) are also organ specific. Among these are 295 cases where one gene exhibits a cyclic expression pattern, but not the other; 21 cases where both duplicated genes exhibit cyclic expression, but have different expression patterns; and 24 cases where both duplicated genes cycled with the same expression pattern (Fig. 4a; For Ohnologs expression pattern, see Supplement Figure 4).

**Fig. 4:**
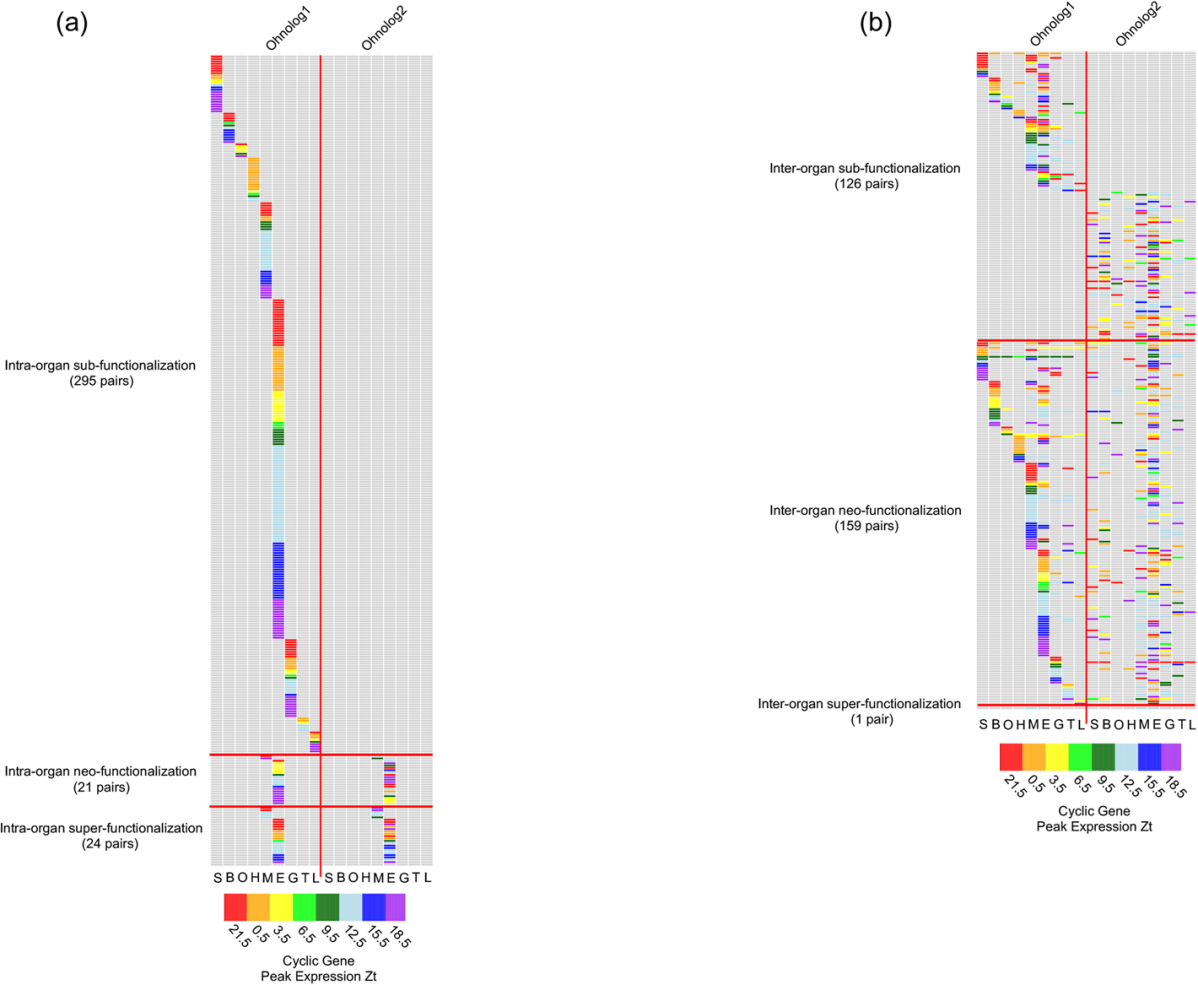
Functional divergence of Ohnologs showing cyclic expression pattern: **a** intra-organ functional divergence, and **b** inter-organ functional divergence. In each case, heatmap was used to describe the organ(s) in which gene showing circadian pattern. Colored blocks represent a particular gene that exhibits circadian expression in a particular organ, with the color of the block represented the peak expression Zt. Light gray means no circadian expression was identified. The center red line dividing each heatmap, splits the left and right half of a heatmap, each half represents Ohnolog1 and Ohnolog2, respectively. A majority of Ohnolog pairs showed Ohnolog-specific circadian expression patterns (i.e., sub- and neo-functionalization). S=Skin; B=Brain; O=Ovary; H=Heart; M = Muscle; E = Eye; G = Gills; L = Liver; T = Testis

#### Inter-organ functional divergence

286 of the 626 circadian Ohnolog pairs exhibited circadian expression patterns in multiple organs. These include 126 cases where only one Ohnolog exhibit circadian expression pattern; 159 cases where different Ohnolog exhibit cyclic expression pattern in different organs; and only one case where both Ohnolog show synchronized cyclic cycle in several organs (Fig. 4b; For Ohnologs expression pattern, see Supplement Figure 7). 1427 of the 4573 singleton cyclic genes are present in multiple organs, 423 genes exhibited different expression pattern in different organ and 1004 exhibited synchronized cyclic pattern in different organs (For Ohnologs expression pattern, see Supplement Figure 8).

Taken together, Ohnolog pairs mostly exhibited differentiated expression patterns throughout a 24-h period that contains both dark and light phases. The observed expression pattern differentiation suggested the fate of Ohnologs following WGD is predominantly sub-functionalization.

## Discussion

Gene expression is a dynamic process and under the regulation of constantly changing environmental stimuli [10, 11]. Therefore, researchers should take the complexity of basal gene expression into consideration when investigating biological effects when studying genetic functions for a few simple reasons: (a) Target gene(s) of interest need to be expressed in target organ(s) in order for functional tests, such as knock-down or knock-outs, to be interpreted; (b) Gene(s) that may functionally compensate a target of interest need to be taken into account (e.g., paralogs); (c) Since basal gene expression is often time-dependent and external stimulus related (e.g., circadian genes, light inducible genes), a proper time to apply an experimental intervention needs to be determined. In consideration of these experimental parameters, we assembled a basal gene expression browser to assist researchers in addressing the above concerns. Major genome databases, such as NCBI, ENCODE and Ensembl, carry organ specific gene expression data for a variety of species, but lack temporal expression pattern data along with it. The dataset and expression browser presented in this report therefore serves as a new and supplementary tool to those databases.

We detailed expression patterns of four circadian regulator gene families (i.e., ARNTL, CLOCK, PER and CRY), as examples and technical controls for further investigation, to demonstrate the power of our platform to detect and display gene expression patterns showing temporal shifts during the diurnal period. ARNTL and CLOCK genes form heterodimers to induce transcription of PER and CRY genes, therefore ARNTL and CLOCK expression patterns are expected to be synchronized and diurnally opposite to PER and CRY [For review, see [23]]. This is true for both of the *X. maculatus clock* genes, and two of the *arntl* genes (i.e., *arntl1*, and *anrtl2-*ohnolog1) although in some cases (e.g., heart, testis) a family member shows circadian patterns that are organ-specific. In contrast, the *arntl2-*Ohnolog 2, not only lost cyclic expression pattern in most of the assessed organs, but also shows peak expression that is shifted to the middle of dark phase, instead of at the light-dark phase transition period (Fig. 1). This observation suggests sub-functionalization following the TGD and warrants investigation into the function of the *arntl2* duplicate. In contrast, PER and CRY genes show peak expression ~ 6 h following ARNTL and CLOCK peak expression times, or at the dark-light transition. Both *per1b* and *per3*, as well as *cry1ab* Ohnolog 1, exhibit the anticipated expression patterns (Fig. 1). Both of the *per2* genes are Ohnologs. However, *per2-*Ohnolog1 lost circadian expression in all organs, while *per2-*Ohnolog2 exhibited an unequally shifted expression pattern. This indicates the *per2* genes may have lost tight transcriptional regulation in the *Xiphophorus* lineage and therefore may not serve as sound markers for circadian studies. 

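In skin, *arntl1* (ENSXMAG00000015619) rose from 4.95 ± 0.259 CPM (SD, n = 2) at Zt 21.5 to 52.9 ± 2.85 CPM at Zt 12.5, with p = 0.00714 in the exact permutation test over orders of the 8 time points and an edgeR cosinor adjusted p of 1.56e-05. *clocka* (ENSXMAG00000016928) rose from 6.15 ± 2.93 CPM at Zt 21.5 to 64.2 ± 4.16 CPM at Zt 12.5. *clockb* (ENSXMAG00000028575) rose from 17.7 ± 4.37 to 94.6 ± 13.5 CPM between the same time points. The edgeR cosinor gave adjusted p of 0.000141 for *clocka* and 3.68e-05 for *clockb*. For *clocka*, the libraries at Zt 9.5 (43.6 and 72.4 CPM) lay on both sides of those at Zt 12.5 (67.1 and 61.2 CPM), while those at Zt 6.5 (58.3 and 55.2 CPM) lay below them. *arntl2*-Ohnolog1 (ENSXMAG00000001482) was lowest at Zt 21.5, with 10.3 ± 0.655 CPM (SD, n = 2), and highest at Zt 9.5, with 71.6 ± 31.8 CPM from libraries of 49.1 and 94.1 CPM. Its exact permutation p was 0.0524 and its edgeR cosinor adjusted p 0.00328. Over all 24 libraries its mean was highest at Zt 12.5, where the libraries of the second collection had 90.5 ± 7.17 CPM (SD, n = 2) and those of the first collection 63.1 ± 2.92 CPM. At Zt 12.5 in the second collection *arntl1* had 49.6 ± 2.67 CPM, *clocka* 104 ± 4.53 CPM and *clockb* 63.4 ± 9.27 CPM, and *clockb* had 64.4 ± 0.544 CPM at Zt 6.5.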

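In skin, *arntl2*-Ohnolog2 (ENSXMAG00000008892) was lowest at Zt 6.5, with 27.5 ± 5.78 CPM (SD, n = 2), and highest at Zt 15.5, in the dark phase, with 202 ± 8.57 CPM. Its mean of 187 ± 33.2 CPM at Zt 12.5 differed from that at Zt 15.5 by less than the spread between the 2 fish. The edgeR cosinor adjusted p was 0.000120. The mean at Zt 12.5 was the highest over all 24 libraries, since the libraries of the second collection had 239 ± 16.9 CPM (SD, n = 2) at that time point and Zt 15.5 was not sampled in the second collection. The libraries of the second collection had 124 ± 6.79 CPM at Zt 0.5, 64.6 ± 2.38 CPM at Zt 6.5 and 172 ± 17.4 CPM at Zt 18.5.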

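In skin, *per1b* (ENSXMAG00000015314) rose from 9.09 ± 2.61 CPM (SD, n = 2) at Zt 12.5 to 309 ± 76.1 CPM at Zt 21.5, with an edgeR cosinor adjusted p of 3.65e-06. *per3* (ENSXMAG00000003961) rose from 19.0 ± 4.68 to 345 ± 40.2 CPM between the same time points, with an edgeR cosinor adjusted p of 4.29e-08, and still had 296 ± 20.0 CPM at Zt 0.5. *cry1ab*-Ohnolog1 (ENSXMAG00000001744) rose from 11.8 ± 3.35 CPM at Zt 12.5 to 97.2 ± 22.4 CPM at Zt 21.5, with an edgeR cosinor adjusted p of 0.000513. The exact permutation test over orders of the 8 time points gave p = 0.00397 for *per3* and *cry1ab*-Ohnolog1. In the second collection, the means at Zt 0.5 and 12.5 were 237 ± 6.39 and 6.76 ± 1.14 CPM (SD, n = 2) for *per1b*, 386 ± 7.52 and 28.8 ± 0.563 CPM for *per3*, and 78.5 ± 8.39 and 10.2 ± 1.60 CPM for *cry1ab*-Ohnolog1. Zt 21.5 was not sampled in the second collection, and *per1b* reached 320 ± 14.3 CPM at Zt 18.5.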

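In skin, *per2*-Ohnolog1 (ENSXMAG00000016174) was highest at Zt 3.5, where its 2 libraries had 88.5 and 101 CPM, and lowest at Zt 21.5, with 5.53 ± 2.38 CPM (SD, n = 2). Its exact permutation p was 0.0222 and its edgeR cosinor adjusted p 0.0476. *per2*-Ohnolog2 (ENSXMAG00000006651) was also highest at Zt 3.5, with 154 ± 16.9 CPM (SD, n = 2), and lowest at Zt 18.5, with 20.1 ± 8.06 CPM. Its exact permutation p was 0.0444 and its edgeR cosinor adjusted p 0.0589. The rank test over all 24 libraries gave 0.0879 for *per2*-Ohnolog1 and 0.127 for *per2*-Ohnolog2. At Zt 0.5 the libraries of the first collection had 83.6 ± 49.3 CPM (SD, n = 2) of *per2*-Ohnolog1 and 133 ± 9.54 CPM of *per2*-Ohnolog2, whereas those of the second collection had 3.40 ± 0.418 and 32.5 ± 4.12 CPM. In the second collection both genes were highest at Zt 12.5, with 49.3 ± 7.73 and 79.3 ± 4.13 CPM (SD, n = 2). *per2*-Ohnolog1 passed the rank test when CPM were scaled by TMM library sizes or DESeq2 size factors.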

The *cry* gene family represents the most complex basal gene expression pattern of those discussed herein. 

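In skin, *cry1ab*-Ohnolog2 (ENSXMAG00000017466) was highest at Zt 3.5, with 194 ± 9.49 CPM (SD, n = 2), and lowest at Zt 15.5, with 48.2 ± 1.15 CPM. Its exact permutation p was 0.0107 and its edgeR cosinor adjusted p 0.000321, and it was also called over all 24 libraries. *cry1ba* (ENSXMAG00000009278) had 86.3 ± 7.13 CPM (SD, n = 2) at Zt 3.5 and 92.1 ± 10.6 CPM at Zt 12.5, a difference smaller than the spread between the 2 fish, and was lowest at Zt 18.5, with 7.36 ± 0.580 CPM. Between them, at Zt 9.5, its libraries had 4.82 and 110 CPM. Its exact permutation p was 0.176 and its edgeR cosinor adjusted p 0.0593. Its highest mean over all 24 libraries was at Zt 3.5, while among the 4 time points of the second collection it was highest at Zt 12.5, with 63.2 ± 4.57 CPM (SD, n = 2). *cry2* (ENSXMAG00000006417) changed little, from 18.4 ± 2.70 CPM at Zt 6.5 to 31.0 ± 5.06 CPM at Zt 3.5, with an edgeR cosinor adjusted p of 0.582 and a highest mean of 28.7 ± 0.546 CPM (SD, n = 2) at Zt 18.5 in the second collection.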

The *cry1ab*-Ohnolog2, *cry1ba* and *cry2* all show shifted peak expression towards the light-dark transition, with the *cry1ba* expression pattern resembling that of *arntl* and *clock,* as observed in zebrafish [36]. Three fish specific *cry* genes, *cpd photolyase*, *6,4 photolyase* (*cry5*) and *cry-dash* exhibit high expression only in light phase of a 24-h period (Fig. 1; Supplement Table 1). This observation corresponds to their presumed function in repair of UV induced DNA damage [37–39]. 

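In skin, *cpd photolyase* (ENSXMAG00000004751) had its highest means in the light phase, 102 ± 14.3 CPM (SD, n = 2) at Zt 3.5 and 92.7 ± 2.01 CPM at Zt 6.5. At Zt 0.5, which the label places in the light phase while the fold changes of Supplement Table 1 were matched with it on the dark side, it had 36.0 ± 3.59 CPM, less than the 64.0 ± 7.23 CPM at Zt 15.5 and the 44.9 ± 5.90 CPM at Zt 21.5 in the dark phase. The lowest mean was 32.4 ± 1.42 CPM at Zt 18.5. The exact permutation p over orders of the 8 time points was 0.260 and the edgeR cosinor adjusted p 0.0549. In the second collection it had 103 ± 1.66 CPM (SD, n = 2) at Zt 6.5, 61.8 ± 4.14 CPM at Zt 12.5, 30.2 ± 0.440 CPM at Zt 0.5 and 26.7 ± 2.31 CPM at Zt 18.5. For *cry-dash*, the light phase mean of 9.03 ± 0.171 CPM at Zt 12.5 was below its dark phase mean of 9.24 CPM at Zt 21.5 in the first collection. Its light phase mean at Zt 9.5 was also below 9.24 CPM, but this rested on replicate A (2.68 CPM), since replicate B had 11.7 CPM. The second collection had 14.5 ± 1.59 CPM (SD, n = 2) at Zt 12.5 and 11.3 ± 0.418 CPM at Zt 18.5. For *cry5*, the means at Zt 0.5 (11.0 ± 1.00 CPM) and Zt 6.5 (10.9 ± 2.45 CPM) were below the 16.6 ± 1.07 CPM at Zt 21.5 in the first collection.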

The same observation that *cpd photolyase*, *6,4 photolyase* exhibited up-regulation following 2 h of FL light exposure was made in our previous study [40, 41]. The current study added more dynamic information to the gene expression change. The instantaneous increase of both genes’ transcripts suggests the up-regulation may due to post-transcriptional modulation (e.g., decrease of transcript degradation), rather than enhancement of new transcript synthesis. The molecular evolution of these photolyases, as well as their functional divergence from visible light-inducible DNA repair genes for UV induced damage in fishes, instead of circadian regulators as in mammals, is an interesting research topic. The complex transcriptional behavior of this family of genes supports the importance of studying basal gene expression as a first step in genetic analyses of biomedical research topics.

We found that among all the organs tested eye exhibited the highest percentage of cyclic genes. 18,377 genes are expressed in eye, and 4033 (21.9%) of them showed cyclic expression patterns (Fig. 2; Supplement Table 2 and 3). This is expected considering that eye is the major light-receiving organ, and cyclic gene expression may be light inducible. Although cycling expression patterns of opsins are not the prerequisite for cyclic rhythm, eyes did express most the *Xiphophorus* opsin genes and also exhibited the largest number of opsins exhibiting cyclic expression patterns (Supplement Figure 5). This suggests the cyclic pattern of a large portion of the ocular transcriptome is driven by opsins and their downstream signaling pathways. In contrast, ovary and testis exhibited the least amount of cyclic genes. Transcriptional rhythmicity studies performed in mammalian model systems have shown mixed results regarding gonad circadian gene expression (i.e., cyclic or non-cyclic) [42–48]. This may be due to the different types of molecules measured (i.e., RNA transcripts vs. protein) or sensitivity of the bioassays. We found known circadian regulators did show cyclic expression patterns in gonads, but the amplitudes are very small when compared to other organs, and so exhibited a relatively “muted” pattern of expression. These results support others that indicate gonads have cyclic transcriptional rhythmicity, and also expand potential circadian genes to non-master regulators within gonad, and therefore forward our understanding of transcriptional homeostasis in reproductive organs.

Genomic studies, accompanied with natural biodiversity, enable the study of molecular evolution by comparisons, and translation of discoveries from various aquatic animal models into human biomedical applications [30]. TGD provides the raw genetic material for the formation of the clade comprising the largest numbers of species and also provides a plethora of information for study of molecular evolution and genetic functional adaptation. However, the TGD genome duplication event also confounds identification of orthology between pre- and post-TGD species (e.g., teleost and tetrapods). The recent sequencing of gar genome facilitated amelioration of this confusion because gar has maintained a fish-like lifestyle but did not undergo the teleost genome duplication, and therefore serves as a direct connection between teleost fish and mammals [49, 50]. We were able to trace 12,838 *Xiphophorus* genes to 11,895 gar genes (10,952 singletons and 943 ohnolog pairs; Fig. 3; Supplement Tables 4 and 5). These numbers are similar to what were reported in comparative genomic studies performed between medaka and zebrafish [9]. Because it is impossible to assess gene expression patterns of the common ancestor between *Xiphophorus* and gar, and similar gar basal gene expression data over time is not readily available, we cannot truly access the functional divergence between *Xiphophorus* Ohnologs. However, characterizing how the gene duplicates behave differently is significant to study molecular evolution of particular gene families, and within the scope of the presented study, the fate of cyclic genes following the TGD event. Therefore, we investigated cases where only one gene of the Ohnolog pair exhibits cyclic gene expression, but not the other, or two Ohnologs exhibit different expression patterns within the same organ or among different organs (i.e., subfunctionalization), and both Ohnologs exhibit cyclic expression patterns, but show different cyclic expression peaks (neo-functionalization), under the assumption that molecular ancestors of the *Xiphophorus* cyclic genes are also cyclic. It is intriguing that Ohnologs exhibiting sub- and neo- functionalization account for a majority of the genes showing cyclic expression patterns. This observation suggests that most Ohnologs within a duplication pair have evolved new functions and therefore are not likely to be functionally and temporally redundant to their partners. This raises the question of why only one Ohnolog gene is selected to carry the cycling expression pattern (Fig. 4; Supplement Table 7), or conversely, what are the effects of Ohnolog overexpression. It was suggested that complex genes are preferentially retained as duplicates following TGD [51]. Therefore, we investigated complexity of gene structure (i.e., gene, transcript, CDS, UTR lengths) between the cyclic and non-cyclic gene copies, to test if differential complexity of Ohnologs might differentiate their expression patterns. However, we found no association between these parameters and both expression patterns. Additionally, expressivity of Ohnologs, and the relative expression levels between two Ohnologs in a pair did not correlate to cyclic expression patterns (Supplement Figure 9). Therefore, the sub-functionalization in circadian expression patterns may be rooted in more complex divergence mechanisms within select regulatory regions, or molecular interactions within the context of the whole transcriptome, epigenetic regulation, or DNA/RNA sequences throughout post-TGD evolution.

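In the 68 pairs of Ohnologs with exactly 1 cyclic member in skin, the cyclic member had the higher mean CPM in 39 pairs (57.4%, exact 95% interval 44.8 to 69.3%), and a two-sided exact binomial test against equal numbers gave p = 0.275. Where both members were expressed, the cyclic member was higher in 28 of 57 pairs (49.1%, exact binomial p = 1), with a median log2 ratio of cyclic to other member of -0.17. In the other 11 pairs the partner was not expressed and the cyclic member was always the higher one, which the filter on expression all but fixes. Over all 24 libraries the cyclic member was higher in 43 of 64 pairs (67.2%), with an exact binomial p of 0.00815, and in 35 of 56 pairs with both members expressed (62.5%, exact binomial p = 0.0814). With TMM library sizes the share was 47.1% and with DESeq2 size factors 44.6%, so that its direction changed with the scaling. Where both members were expressed these shares were 38.3% (exact binomial p = 0.0925) and 34.5% (exact binomial p = 0.0300). It also changed without Zt 9.5 replicate A, to 41.2% (28.6% with both expressed, exact binomial p = 0.0357), and without Zt 15.5 replicate A, to 43.9% (36.0%, exact binomial p = 0.0649).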

Master circadian regulator genes were found in a few fish species and their expression patterns appear to be consistent to their mammalian counterparts [52, 53]. Following the teleost genome duplication, most duplicated genes were resolved back to one copy (i.e., singleton) while only ≈5–20% of the ancestral teleost genome remained duplicated [8, 9, 54]. It is important to know whether and how the Ohnologs may differ in terms of cyclic expression pattern, in order to study the molecular evolution of these genes, and deconvolute regulatory mechanisms underlying these expression patterns. Although comparative genomics for known circadian regulators (e.g., per, cry, arntl, and clock genes) have been performed for a few fish species [26], functional comparison of such genes is not studied at transcriptome level. We extended the inter-Ohnologs expression patterns comparison to zebrafish by incorporating reported zebrafish circadian genes in brain and pineal gland, and identified Ohnolog pairs [9, 55]. It is showed that a majority Ohnolog genes do not shared cyclic expression patterns (Supplement Tables 8 and 9). These observations are in accordance to *Xiphophorus* and suggest that cyclic gene sub-functionalization following TGD is a common fate of retained gene copies. Similar observations that sub- and neo-functionalization account for a majority of the extant Ohnologs functions are not unprecedented. Pasquier et al. reported a majority of Ohnologs were found undergone major changes in organ-specific expression patterns in zebrafish and medaka, in comparison to gar [9, 56]. Taken all these evidences together, it suggests neo- and sub-functionalization between Ohnologs is the reason for retention of both gene copies following genome duplication.

## Conclusions

We conclude that despite structural duplication, functional redundancy of expression among gene duplicates is rare in most teleost organs. In addition, we provide an innovative collection of basal transcriptomic data from nine fish organs over a diurnal cycle, and provide a gene expression browser for research community to utilize.

## Methods

### Fish utilized and RNA isolation

*X. maculatus* Jp 163 A in the 116th inbred generation (i.e., sibling mating) were provided by the *Xiphophorus* Genetic Stock Center (http://www.xiphophorus.txstate.edu/). Mature (12 months old) male and female *X. maculatus* (12 months old) were maintained in separate 38-l aquaria filled with filtered aquifer water from San Marcos, TX on a 13 h light/11 h dark cycle under 10,000 K fluorescent light (Coralife T8 Lamp 10,000 K, 32 W). All fish utilized were co-adapted to the same conditions for at least 2 weeks prior to the experiment. Fish were fed with flake food precisely at 8 a.m. and brine shrimp at 3 p.m. during this adaptive synchronizing periods. A total of 24 male and 24 female *Xiphophorus* were used for this study. Two male fish were dissected for skin, brain, liver, heart, gills, muscle, eyes, and testis, two female fish were dissected for ovary at each Zt (Zt 0.5, 3.5, 6.5, 9.5, 12.5, 15.5, 18.5 and 21.5 h; Supplement Figure 1). Heart samples were pooled from 3 males and 3 females at each time point to attain RNA yields required for construction of sequencing libraries. At dissection, fish were euthanized in an ice bath and upon loss of gill movement were sacrificed by cranial resection. All organs, except hearts, were dissected into separate 2.5 ml microcentrifuge tubes filled with RNA*later* (Ambion Inc.) for RNA isolation. A total of 48 animals were utilized (8 time point, 3 fish per sex per time point). All fish were maintained and samples taken in accordance with approved protocols (IACUC# 2015107711).

Total RNA was isolated using a methodology similar to those previously detailed [57]. Briefly, RNA*later* was removed from respective microcentrifuge tubes followed by addition of 750 μL of QIAzol (Qiagen) in 2.0 mL collection tubes designed for automated tissue homogenization and RNA isolation stations. Organs were homogenized using the TisseLyser II (Qiagen) facilitated by stainless beads (Qiagen) for 10 min at 25 Hz. RNA isolation was subsequently performed using a QIAcube HT (Qiagen) automated bio-sample isolation system. The isolation system is equipped with a robotic arm with 8 pipettes. Each pipette is able to pick and eject pipette tips, self-clean, and transfers liquids between well/columns, or between reagent reservoirs and well/columns in standard 96-well plate formats. Each sample was independently maintained throughout the isolation process. Briefly, 150 μL of chloroform was added to each isolation tube and the samples were vigorously shaken for 15 s and then phases partitioned by centrifugation (12,000×g for 15 min at 4 °C). The aqueous phase containing nucleic acids was transferred to a new sample tube by a rack of automated pipettors. After extraction, nucleic acids were precipitated with 500 μL 70% ethanol. RNA was then purified using a Qiagen RNeasy mini RNA kit (96-well plate) and eluted following the manufacturer’s protocol. RNA was quantified with a Qubit 2.0 fluorometer (Life Technologies, Grand Island, NY, USA) and RNA quality was measured on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) to confirm RIN scores were above 8.0 prior to sequencing. Concentrations of RNA samples were adjusted to 100 ng/μL with RNase-free water (Qiagen) prior to RNA sequencing.

### RNA-Seq and gene expression profiling

Each RNA sample was used to construct an independent sequencing library using Illumina TruSeq library preparation kit (Illumina, Inc., San Diego, CA, USA). This library strategy led to a total of 136 dual-indexed libraries. Libraries were sequenced as 150 bp paired-end fragments using Illumina HiSeq 2000 system (Illumina, Inc., San Diego, CA, USA). Sequencing files can be accessed in NCBI GEO with accession number GSE158968(“https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158968”). Short sequencing reads were filtered using an in-house data processing pipeline [58]. Briefly, sequencing adaptors, if detected, were first removed from sequencing reads. Processed sequencing reads were subsequently trimmed and filtered based on quality scores by using a filtration algorithm that removed low-scoring sections of each read and preserved the longest remaining fragment.

Processed sequencing reads were subsequently mapped to *X. maculatus* genome version 5.0 using Tophat2 [59], and gene expression of gene models annotated by Ensembl database (Release 94) was quantified using FeatureCount [60]. *X. maculatus* genome dataset, including genome sequence, genes, gene chromosomal coordinates are available at “https://uswest.ensembl.org/Xiphophorus_maculatus/Info/Index”.

### Detecting oscillating gene expression patterns

Counts of sequencing reads were normalized to total read counts per sample to eliminate effects of different sequencing depths among the different samples. Normalized read counts were in the format of Count Per Million (cpm) and were calculated as cpm = (read counts / library size) × 10^6^. Averaged cpm values were subsequently calculated using the biological replicates per time points. Relative expression at each time point was further calculated to bring all gene expression to the same scale: Relative expression = (Average cpm of biological replicate) / (Average cpm of all time points) [12].

Expressed genes of each organ were first identified by applying expression criteria to each gene of each organ-specific expression profile. A gene is determined to be expressed if cpm values of at least two of the eight time points are larger than 1. 

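By this criterion 16963 of the 22915 genes with at least 1 count in the libraries of the first collection were expressed in skin, taking the mean CPM of the 2 fish at each time point. In all 24 libraries together 17064 genes were expressed. With 1 library of the first collection left out at a time the number ranged from 16951 to 16994. A mean over 1 CPM at all 8 time points was reached by 15549 genes.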

Subsequently, a Rhythmicity Analysis Incorporating Nonparametric algorithm was applied to identify genes exhibiting oscillating expression patterns [61]. 

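For skin, the rank test was written again from the description of the algorithm, because the published program was not used here. For each gene the 8 mean CPM values were compared with 40 rising and falling patterns, which combine 8 peak times with falling slopes of 6 to 18 h, by a sum of Mann-Whitney statistics with exact null distributions. The p of the patterns were adjusted within the gene by an adaptive Benjamini-Hochberg step and the smallest was kept. That step also counted the patterns with a slope of a single step between time points, which cannot be called. Applied to the libraries of the first collection, it called the same 935 genes as Supplement Table 3, with the same peak time for 935 and the same falling slope for 935 of them. The largest difference between its p and the paper's p was 0.000638. Since the test sees only the order of the 8 means, it takes no account of the spread between the 2 fish at a time point.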

The RAIN algorithm is a robust nonparametric method to detect rhythms. It first groups data by measurement time, then test the grouped data against oscillation model consisting of a rising and a falling slope (i.e., monatomic slopes). Slopes are independently tested by summation of Mann-Whitney-U-Tests. A *p*-value cutoff of 0.01 (*p-value <* 0.01) was used to determine genes that showed oscillating expression patterns. Heatmaps, dot plots and line plots were used to represent the expression patterns of these genes over a single diurnal cycle. All plots were created using R plot function and heatmap.2 function of R package gplots.

#### Syntenic group analyses of circadian master regulators

*Xiphophorus* and gar chromosomal coordinates, and gar orthologs of *Xiphophorus* genes were downloaded from Ensembl database (Release 94). *X. maculatus* genome dataset, including genome sequence, genes, gene chromosomal coordinates are available at “https://uswest.ensembl.org/Xiphophorus_maculatus/Info/Index”. Gar genome dataset, including genome sequence, genes, gene chromosomal coordinates, are available at “https://uswest.ensembl.org/Lepisosteus_oculatus/Info/Index”. *Xiphophorus* paralog gene IDs, paralog type, ancestry information, and gar orthologs of *Xiphophorus* genes, and transcript sequences are available at either “http://uswest.ensembl.org/biomart/martview/ae840c9e1d9e5837bec0348203e881ab”, or through R/Bioconductor Biomart at “https://www.bioconductor.org/packages/release/bioc/html/biomaRt.html”. For each *Xiphophorus* gene assigned to a location *i* (gene _*i*_), its upstream (gene_*i + 1*_ … gene_*i + n*_) and downstream neighbor genes (gene_*i-n*_ … gene_*i-1*_) within a window n were acquired. Similarly, the gar ortholog of gene *i* (ortholog _*i*_), along with its chromosome neighbors (ortholog_*i + 1*_ … ortholog_*i + n*_ and ortholog_*i-n*_ … ortholog_*i-1*_) were also retrieved using the gar annotation file. To test the “co-linearization” between the *Xiphophorus* gene and gar orthologs, each gene within the “gene _*i-n*_ *…* gene _*i+n*_” were tested to each gar gene within the “ortholog _*i-n*_ *…* ortholog _*i+n*_” to test if *Xiphophorus* – gar orthology is present for each gene pair. A score is calculated as: *Score = #* orthologs / (window size n) × 2. If a *Xiphophorus* gene appeared orthologous to several gar genes, the gene pair that results in the highest *Score* is assigned as the *Xiphophorus -* gar ortholog.

Circadian regulator gene families, which include any gene that contains “aryl hydrocarbon receptor nuclear translocator”, “cryptochrome circadian”, “period circadian”, and “clock circadian”, as well as paralogs of these genes’ were retrieved from the *Xiphophorus* genome for synteny analyses compared to the gar.

#### Identification of TGD Ohnologs in *X. maculatus* and spotted gar ortholog

We employed the Pasquier et al. methodology (Pasquier et al., 2017) to identify *X. maculatus* Ohnolog pairs. Briefly, *X. maculatus* gene IDs (“ensembl_gene_id”), paralog IDs (“xmaculatus_paralog_ensembl_gene”) and spotted gar ortholog gene IDs (“loculatus_homolog_ensembl_gene”) were first downloaded from Ensembl Release 94 using Bioconductor package “Biomart”. Paralog types and ancestry information (“xmaculatus_paralog_subtype” and “xmaculatus_paralog_orthology_type”, respectively) were also downloaded for paralogous pairs filter. To qualify as an Ohnolog pair, two *X. maculatus* paralogs are expected to be rooted from the TGD, and share one single spotted gar ortholog (i.e., 1:2 gene relationship between gar and *X. maculatus*). First, we removed any paralogous pairs that showed a duplication ancestor as “Clupeocephala”, because this is a duplication point that occurs after the divergence of *Xiphophorus* from spotted gar. Second, paralogous pairs that exhibited more than one spotted gar ortholog were removed. Third, any gene that appeared more than once in all paralogous pairs was removed from the dataset. Additionally, we removed Ohnolog pairs that are not annotated to chromosomes (i.e., un-anchored contigs, and/or mitochondria), and are less than 5 Mbp separated on the same chromosome. This process led to identification of 943 Ohnolog cases (i.e., 943 gar genes, 1886 *Xiphophorus* genes) where two *Xiphophorus* orthologs correspond to one gar gene.

#### Identification of *Xiphophorus* singletons

To identify *Xiphophorus* genes that show 1:1 gene relationship (i.e., singletons, or genes that lost one TGD Ohnolog in *Xiphophorus*) compared to the gar genes, we first retrieved ensembl gene ID of all *Xiphophorus* genes, their paralog gene IDs, paralog type and ancestry information, as well as gar orthologs of *Xiphophorus* genes from Ensembl Release 94 using Biomart. Next, paralogs that had an indication of TGD and post-TGD lineage specific duplication (i.e., “Clupeocephala”, “Euteleosteomorpha”, “Percomorphaceae”, “Ovalentaria”, “Atherinomorphae”, “Cyprinodontlformes”, “Cyprinodontoldel”, “Poecllilnae”, “Xiphophorus”) were removed from the dataset. According to Pasquier et.al [9], genes with duplication ancestor “Neopterygii” because this duplication node can root from Ensembl tree reconstructions artifacts. Third, genes with gene names that suggest gene duplications (i.e., key work “one of many” in gene name) were removed. At last, each singleton is required to have one unique gar ortholog (i.e., *L. oculatus* orthology type = “ortholog_one2one”). This analysis identified 10,952 *Xiphophorus* singletons compared the gar genome.

#### Configuration of user interface and server

The user interface (UI) depicting basal gene expression is designed using the R project Shiny platform (https://cran.r-project.org/web/packages/shiny/index.html). To accurately deliver gene expression patterns, the Ensembl gene ID is required as the input due to ambiguity in common gene names that can confuse the algorithm. The Ensembl gene ID can be found using ensemble tool biomaRt, or the built-in gene ID table [62, 63].

Both UI (“ui” in Shiny is defined as the scripts that describe the user interface) and server (“server” in Shiny is defined as the scripts that process the data in correspondence to the “ui”) were constructed using R language and were assembled as one single project. Once the user inputs a gene ID, the server collects basal expression data of 9 organs from the XGSC data server to calculate cpm and relative expression values resulting in two graphs, as well as a summarizing table: (a) A bar graph showing mean cpm values of a gene in all organs; (b) expression pattern of a gene throughout a 24-h period in all organs; (c) a table showing peak expression time of gene of interest, and if the gene(s) exhibit a circadian expression pattern (RAIN algorithm *p*-value < 0.01). For flowchart, see Supplement Figure 2.

This project can be accessed remotely through the XGSC website (https://www.xiphophorus.txstate.edu), or downloaded from GitHub and launched locally using R command line. For detailed instructions, please see. https://www.xiphophorus.txstate.edu/Gene-Expression-Browser.html.

To utilize the user interface (UI), a query gene ID is required (Supplement Figures 3 and 4). The only input from the user is “Ensembl gene ID”. This input format was selected because the gene ID (e.g., ENSXMAG00000016482) is unique to one single gene model, while the common gene name (e.g., *egfr*) in many cases has multiple gene entries in a given database. Additionally, it is estimated that 5–20% of the teleost genome remains duplicated from the Teleost Genome Duplication [9, 28, 64], rendering duplicate genes to share the same or similar gene names. Using ambiguous common gene names without an in-depth functional interpretation may lead to errors in experimental interpretation. For example, *X. maculatus* encodes two *per2* genes resulting from the TGD. The loci that surround these two genes share orthology, and show synteny with the pre-TGD gar genome. They are annotated as “period circadian clock 2”, and “period circadian regulator 2”. Therefore, it is impossible to clearly distinguish the function of these two genes by these rather arbitrary names. The conversion of common gene name to gene ID can be accomplished using Ensemble Biomart, or by a built-in tool that searches for the Ensemble gene IDs for any gene that contains the user-input key word in a common gene name (Supplement Figure 3). After the gene ID is input into the “Ensembl Gene ID” window, the browser will download gene expression profiles of 9 organs (i.e., skin, brain, ovary, heart, muscle, eye, gill, liver and testis), collected every 3 h throughout a 24-h period and extract cpm values as gene expression values. The cpm values are next used to determine the expressiveness of a gene in different organs, and these data are plotted in a bar graph for visualization (Supplement Figure 4). Relative expression values for the gene-of-interest in each organ, at each time point, is also output as a plot to show basal expression level over the 24 h period (Supplement Figure 4). These two graphs are the main output of the presented browser that can assist users for study design. Along with these graphs is a summary table listing of the gene’s expressivity in each organ, such as peak expression time, amplitude of expression changes over a day, and if it exhibits a circadian expression pattern (Supplement Figure 4).

#### Comparison of circadian genes between *Xiphophorus* and zebrafish

For a parallel comparison of the circadian genes between *Xiphophorus* and zebrafish, Ohnolog pairs, singleton genes and their gar orthologs were downloaded [9]. Known zebrafish circadian gene from brain and pineal gland, and their peak expression time were downloaded from circadian gene database [55] (http://cgdb.biocuckoo.org/). Uniprot IDs were first converted to Ensemble peptide IDs using Uniprot website user interface, and subsequently converted to Ensembl gene IDs using Biomart. Duplicated IDs due to different protein products encoded by the same gene were collapsed. If the same gene were identified to be circadian gene from several studies, only the study using RNA-Seq or microarray was kept. Circadian genes were separated to Ohnologs and singletons to assess sub-functionalization between Ohnologs in circadian expression pattern.

#### Gene expression analysis by NanoString nCounter

A panel of Nanostring nCounter capture and reporter probe set was custom designed to capture and quantify selected *Xiphophorus* transcripts [12]. This NanoString nCounter panel contained 4 *Xiphophorus* genes that exhibited cyclic expression patterns (Supplement Figure 10). Design and production of the nCounter probes, was performed by the Nanostring bioinformatics group (Nanostring, Seattle, WA). Transcript sequences corresponding to each gene target were downloaded from Ensembl database, and used as templates to design probes. Each probe is 100 nt long, with a melting temperature between 73 and 91 °C and will not form secondary structures inhibiting the assay. Probes were tested in silico to avoid cross hybridization to other loci. NanoString hybridization of RNA samples with the target panel was initiated by mixing 500 ng of RNA (100 ng/μL) with the custom designed capture and reporter probe set. Samples were incubated for 12 h at 65 °C and then processed by the NanoString Prep Station (NanoString Technologies, Seattle, WA, USA) and subsequent nCounter analysis to determine gene expression. Built-in positive control probes were used to control the binding efficiency of each sample as read counts generated by these probes are independent of the RNA samples. A scaling factor is calculated based on the mean value of positive control probe generated read counts. Samples with the scaling factor between 0.3 and 3 are qualified for further analyses. Subsequently, the scaled read counts were normalized to the geometrical mean of the housekeeping genes to normalize potentially different total RNA input. Finally, background signal noise was determined by the read counts of negative control probes and was removed from normalized read counts [65–67].

## Supplementary Information

**Additional file 1: Supplement Figure 1**. Sample collection and experimental setup: 9 organs (skin, brain, liver, gill, heart, muscle, testis, ovary and eye) were collected at 5 am, 8 am, 11 am, 2 pm, 5 pm, 8 pm, 11 pm and 2 am. Duplicate samples of total RNA from each organ of individual fish was isolated for gene expression profiling. **Supplement Figure 2**. Flowchart depicting the configuration of the gene expression browser. Establishment of the gene expression browser includes 2 main steps: 1. Sample collection and gene expression profiling, and Gene ID and Gene name conversion: Gene expression data were normalized and scaled and stored in the XGSC website; All *Xiphophorus* Ensembl gene ID and corresponding gene name, as well as other bioinformatics information were downloaded into a custom table and stored in the XGSC website; 2. Configuration of the user interface and server: user interface was designed to convert common gene name to Ensembl gene ID to precisely identify the gene of interest, and to show basal gene expression pattern. These tools are stored in both shiny.io and Github for user to launch the browser remotely or locally. **Supplement Figure 3**. Illustration of the gene ID converter. The user interface (UI) contains a gene ID conversion tool. Users can input a common gene name as a key word to search through the whole genome to identify genes that may be of study interest. An example of “per” for *period* gene family is used in the Fig. 9 lines of data were returned. Among those two are *gper1*, a GPCR gene, and three are *perp,* a TP53 apoptosis effector gene that are all not relevant to the per gene family, and 4 per gene family members: *per1b*, *per2, per3* and a *per2* paralog (ENSMAG00000006651). **Supplement Figure 4**. Illustration of the gene expression browser user interface. Once in the web tool at the *Xiphophorus* Genetic Stock Center web page, an outside user can enter a proper Ensembl gene ID as input in order to generate a bar graph representing the organ-specific average expression levels of the query gene over a 24-h period. This generates an organ-specific expression curve depicting the gene expression at each time point of a day. The example shown is *per1b*. 

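For *per1b* in skin, the ratio of the highest to the lowest mean CPM was 34.1, with an SD of 12.9 from the spread between the 2 fish at Zt 21.5 and 12.5. With 1% of its daily mean added to both values the ratio was 30.9, and the paper's reported amplitude is 30.9. Over all 24 libraries the ratio without that addition was 39.1. The peak was at Zt 21.5 and the falling slope took 15 h.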

The table underneath the bar graph and expression pattern plot shows basic statics of whether this gene exhibits a cyclic expression pattern, including gene name, description, peak time (in Zt), peak shape (i.e., hours to go from peak expression to the lowest expression level), amplitude (i.e., distance between peak expression and the bottom of a circadian expression pattern). **Supplement Figure 5**. Cyclic genes and opsin expression heatmaps representing (a) circadian genes distribution in each organ and (b) opsin expression in each organ. For each heatmap, each row represents a gene and each column represents an organ. Yellow blocks show a gene (a) exhibiting circadian expression pattern, or (b) expressed. **Supplement Figure 6**. Circadian master regulator gene orthology to gar. Three pairs of circadian master regulators in *Xiphophorus* were found to be Ohnologs. These genes include (a) *arntl2*, (b) *per2*, (c) *cry1ab*. A syntenic block plot is used to show shared synteny of each Ohnolog with a gar ortholog. Red dots (open or closed) represent upstream and downstream neighboring genes of a *Xiphophorus* gene. The larger closed red dot represents a particular circadian gene. Blue dots (open or closed) represent upstream and downstream neighboring genes of gar ortholog of the *Xiphophorus* gene, and the larger closed blue dot represents the gar ortholog. Each *Xiphophorus* gene in the chromosome window is used to scan the gene of gar ortholog neighboring genes for orthology. If orthology exists, the *Xiphophorus* gene and the corresponding gar gene are connected by a gray line, with a closed dot representing *Xiphophorus* gene. **Supplement Figure 7**. Gene expression patterns of cyclic gene Ohnologs. A total of 626 Ohnologs pairs exhibited at least one of the duplicate showing circadian expression cycle in one organ. Per Ohnolog pair, 9 plots representing 9 organs were represent basal gene expression patterns, with solid line and dashed lines represented each gene duplicate. **Supplement Figure 8**. Gene expression patterns of singletons. A total of 4573 singletons exhibited circadian expression cycle in at least one organ. Per gene, 9 plots representing 9 organs were represent basal gene expression patterns, with solid line and dashed lines represented each gene duplicate. **Supplement Figure 9**. Expression analyses of cyclic gene Ohnologs exhibiting functional divergence in expression pattern: (A) intra-organ functional divergence, and (B) inter-organ functional divergence. In each case, two heatmap panels were used to describe (left panel) the expression status (i.e., gray = not expressed, black = expressed) and (right panel) relative expression between the Ohnologs (Ohnolog1 expression / Ohnolog2 expression). For the left panel, the center red line dividing each panel, splits the left and right half that represent Ohnolog1 and Ohnolog2, respectively. Status of expression and relative expression of Ohnologs are not correlated to if one Ohnolog exhibit circadian pattern, but not the other. S=Skin; B=Brain; O=Ovary; H=Heart; M = Muscle; E = Eye; G = Gills; L = Liver; T = Testis. **Supplement Figure 10**. Validating expression patterns of 4 cyclic genes using nanostring nCounter. Expression patterns of 4 cyclic genes identified in *X. maculatus* skin using RNA-Seq (*arntl1, cry1ab, clockb, clocka*) were assessed using nCounter by direct transcript molecule counting.

**Additional file 2: Supplement Table 1**. Differential expression analyses results.

**Additional file 3: Supplement Table 2**. Number of cyclic genes in each organ.

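In skin, the largest group of cyclic genes, 244 genes or 26.1%, peaked at Zt 21.5, and 171 peaked at Zt 18.5. Peaks at Zt 15.5 were found for 116 genes, at Zt 12.5 for 127 and at Zt 9.5 for 84. The fewest peaked at Zt 3.5 (45 genes) and Zt 6.5 (47 genes), and 101 peaked at Zt 0.5. Together, 658 of the cyclic genes (70.4%) peaked between Zt 12.5 and 21.5. Zt 21.5 was again, over all 24 libraries, the most frequent peak, with 290 genes, and Zt 6.5 the least frequent, with 15. The distribution depended on the scaling of CPM. With TMM library sizes Zt 9.5 was the most frequent peak, with 211 genes against 166 at Zt 21.5, and 393 of 889 genes (44.2%) peaked between Zt 12.5 and 21.5. With DESeq2 size factors the numbers were 185 against 178 genes, and 352 of 855 (41.2%). Of the 277 expressed genes called by the edgeR cosinor, 101 (36.5%) peaked between Zt 12.5 and 21.5, and the most frequent peak was Zt 0.5, with 73. Without Zt 9.5 replicate A 142 genes peaked at Zt 12.5 and 91 at Zt 21.5, and without Zt 18.5 replicate C 227 peaked at Zt 18.5 and 152 at Zt 21.5. The lowest mean fell at Zt 6.5 for 288 genes and at Zt 9.5 for 266 genes. Without Zt 9.5 replicate A, 53 genes had their lowest mean at Zt 9.5.

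**Figure D2:**
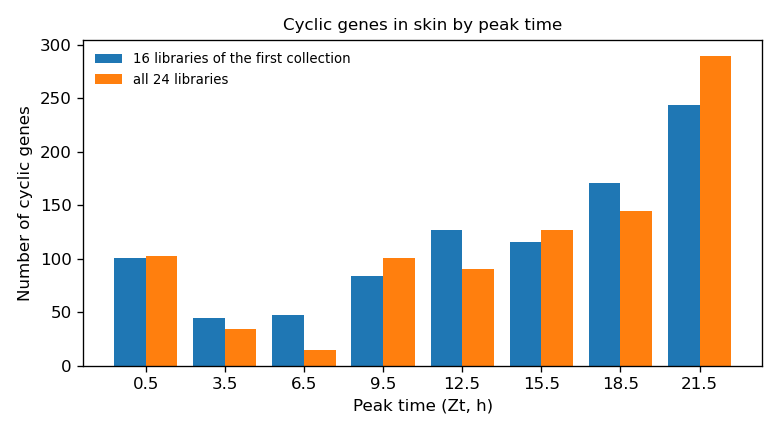
Number of genes called cyclic in skin by the zeitgeber time of their peak in hours, over the 16 libraries of the first collection (blue bars) and over all 24 libraries (orange bars). In both sets the bars are highest at Zt 21.5, with 244 and 290 genes, and low at Zt 3.5 and 6.5.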

**Additional file 4: Supplement Table 3**. Cyclic genes of all 9 organs.

**Additional file 5: Supplement Table 4**. *Xiphophorus* Ohnologs.

**Additional file 6: Supplement Table 5**. *Xiphophorus* singletons.

**Additional file 7: Supplement Table 6**. Number of cyclic Ohnologs and singletons.

**Additional file 8: Supplement Table 7**. Functional divergence of cyclic gene Ohnologs.

**Additional file 9: Supplement Table 8**. Circadian Ohnologs in zebrafish brain and pineal gland.

**Additional file 10: Supplement Table 9**. Genes showing circadian expression pattern in zebrafish brain and pineal gland.

## Data Availability

*X. maculatus* genome dataset, including genome sequence, genes, gene chromosomal coordinates are available at “https://uswest.ensembl.org/Xiphophorus_maculatus/Info/Index”. This dataset is associated to Supplement Tables 1, 3, 4, 5, and 7. Gar genome dataset, including genome sequence, genes, gene chromosomal coordinates, are available at “https://uswest.ensembl.org/Lepisosteus_oculatus/Info/Index”. The gar genome dataset is associated to Supplement Tables 4, 5, and 7. *Xiphophorus* paralog gene IDs, paralog type, ancestry information, and gar orthologs of *Xiphophorus* genes, and transcript sequences are available at either “http://uswest.ensembl.org/biomart/martview/ae840c9e1d9e5837bec0348203e881ab”, or through R/Bioconductor Biomart at “https://www.bioconductor.org/packages/release/bioc/html/biomaRt.html”. This information is related to Supplement Tables 4, 5, and 7. Sequencing files can be accessed in NCBI GEO with accession number GSE158968 (“https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158968”). Zebrafish circadian gene sets were downloaded from circadian gene database at “http://cgdb.biocuckoo.org/”, and are associated to Supplement Tables 8 and 9.

## Abbreviations

Zt: Zeitgeber Time
WGD: whole genome duplication
TGD: Teleost genome duplication
CDS: Coding sequence
UTR: Untranslated region

# Supplementary material for: Global assessment of organ specific basal gene expression over a diurnal cycle with analyses of gene copies exhibiting cyclic expression patterns
**Source:** BMC Genomics. 2020 Nov 11;21:787. doi: 10.1186/s12864-020-07202-9
**Supplement:** Supplementary file 1 — Additional file 1: Supplement Figure 1. Sample collection and experimental setup: 9 organs (skin, brain, liver, gill, heart, muscle, testis, ovary and eye) were collected at 5 am, 8 am, 11 am, 2 pm, 5 pm, 8 pm, 11 pm and 2 am. Duplicate samples of total RNA from each organ of individual fish was isolated for gene expression profiling. Supplement Figure 2. Flowchart depicting the configuration of the gene expression browser. Establishment of the gene expression browser includes 2 main steps: 1. Sample collection and gene expression profiling, and Gene ID and Gene name conversion: Gene expression data were normalized and scaled and stored in the XGSC website; All Xiphophorus Ensembl gene ID and corresponding gene name, as well as other bioinformatics information were downloaded into a custom table and stored in the XGSC website; 2. Configuration of the user interface and server: user interface was designed to convert common gene name to Ensembl gene ID to precisely identify the gene of interest, and to show basal gene expression pattern. These tools are stored in both shiny.io and Github for user to launch the browser remotely or locally. Supplement Figure 3. Illustration of the gene ID converter. The user interface (UI) contains a gene ID conversion tool. Users can input a common gene name as a key word to search through the whole genome to identify genes that may be of study interest. An example of “per” for period gene family is used in the Fig. 9 lines of data were returned. Among those two are gper1, a GPCR gene, and three are perp, a TP53 apoptosis effector gene that are all not relevant to the per gene family, and 4 per gene family members: per1b, per2, per3 and a per2 paralog (ENSMAG00000006651). Supplement Figure 4. Illustration of the gene expression browser user interface. Once in the web tool at the Xiphophorus Genetic Stock Center web page, an outside user can enter a proper Ensembl gene ID as input in order to generate a bar graph representing the organ-

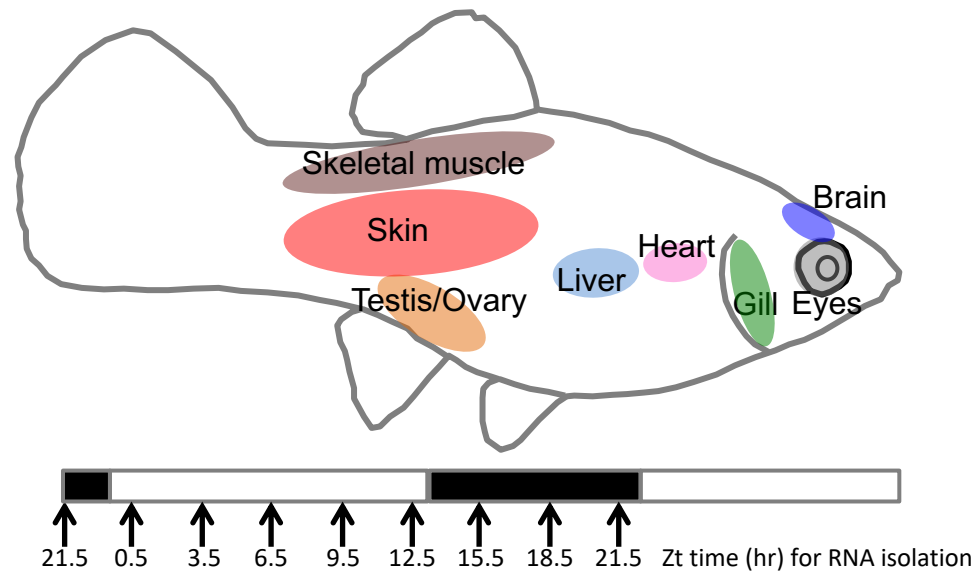

**Supplement Figure 1**

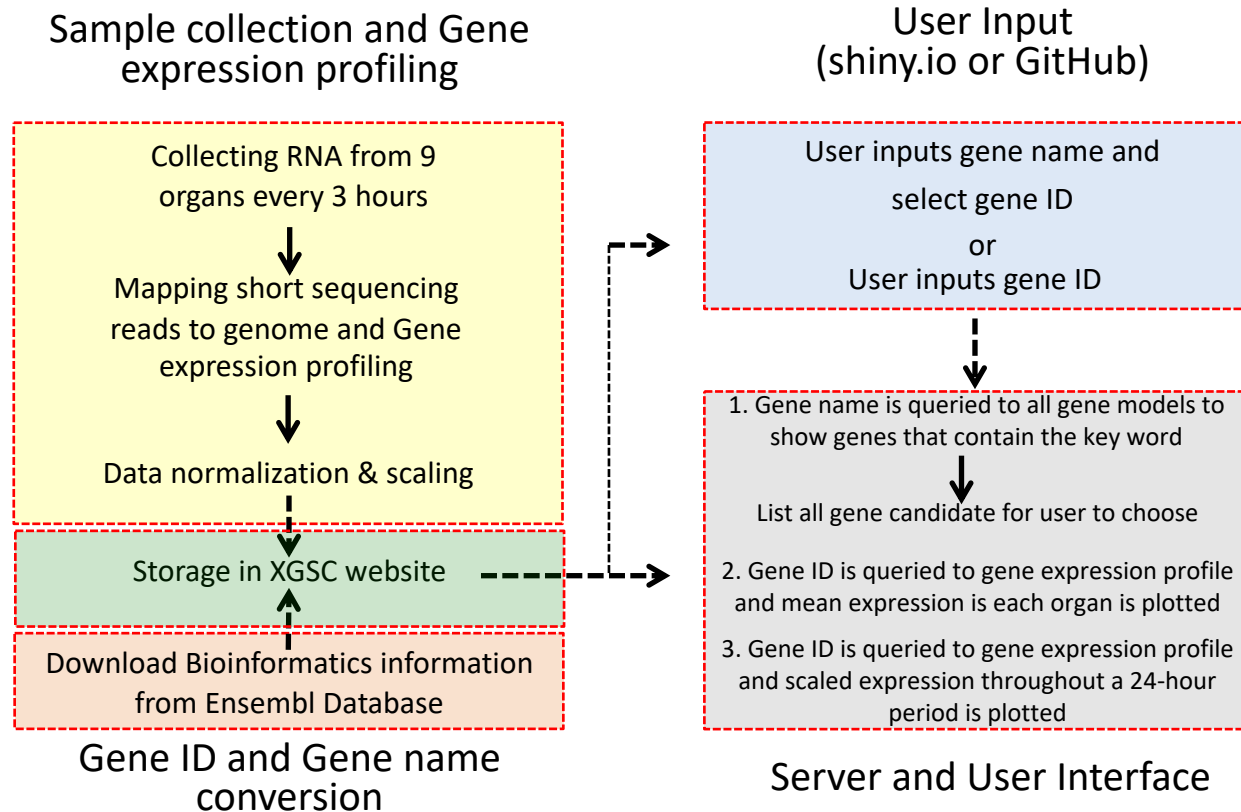

**Supplement Figure 2**

## Gene Name (e.g., per1b)

per|

| ensembl_gene_id    | external_gene_name | description                                                                       | chromosome_name | start_position | end_position | strand | xmaculatus_paralog_ensembl_gene |
|--------------------|--------------------|-----------------------------------------------------------------------------------|-----------------|----------------|--------------|--------|---------------------------------|
| ENSXMAG00000003057 | scaper             | S-phase cyclin A-associated protein in the ER [Source:ZFIN;Acc:ZDB-GENE-060303-5] | 2               | 9649696        | 9715294      | -1     |                                 |
| ENSXMAG00000003961 | per3               | period circadian clock 3 [Source:ZFIN;Acc:ZDB-GENE-000804-1]                      | 20              | 22995060       | 23015472     | 1      |                                 |
| ENSXMAG00000016174 | per2               | period circadian clock 2 [Source:ZFIN;Acc:ZDB-GENE-011220-2]                      | 6               | 14804076       | 14836161     | 1      | ENSXMAG00000006651              |
| ENSXMAG00000009518 | gper1              | G protein-coupled estrogen receptor 1 [Source:ZFIN;Acc:ZDB-GENE-090311-1]         | 16              | 8891959        | 8894920      | 1      | ENSXMAG00000019424              |
| ENSXMAG00000009518 | gper1              | G protein-coupled estrogen receptor 1 [Source:ZFIN;Acc:ZDB-GENE-090311-1]         | 16              | 8891959        | 8894920      | 1      | ENSXMAG00000019535              |
| ENSXMAG00000015314 | per1b              | period circadian clock 1b [Source:ZFIN;Acc:ZDB-GENE-040419-1]                     | 14              | 12354593       | 12377957     | 1      |                                 |
| ENSXMAG00000015728 | perp               | PERP, TP53 apoptosis effector [Source:ZFIN;Acc:ZDB-GENE-050104-1]                 | 22              | 20395989       | 20408458     | -1     | ENSXMAG00000008404              |
| ENSXMAG00000015728 | perp               | PERP, TP53 apoptosis effector [Source:ZFIN;Acc:ZDB-GENE-050104-1]                 | 22              | 20395989       | 20408458     | -1     | ENSXMAG000000023637             |
| ENSXMAG00000015728 | perp               | PERP, TP53 apoptosis effector [Source:ZFIN;Acc:ZDB-GENE-050104-1]                 | 22              | 20395989       | 20408458     | -1     | ENSXMAG000000027031             |

## Supplement Figure 3

# Ensembl Gene ID

ENSXMAG00000015314

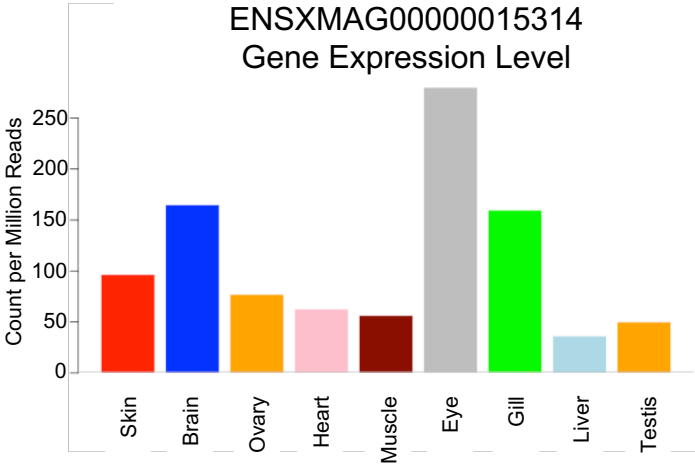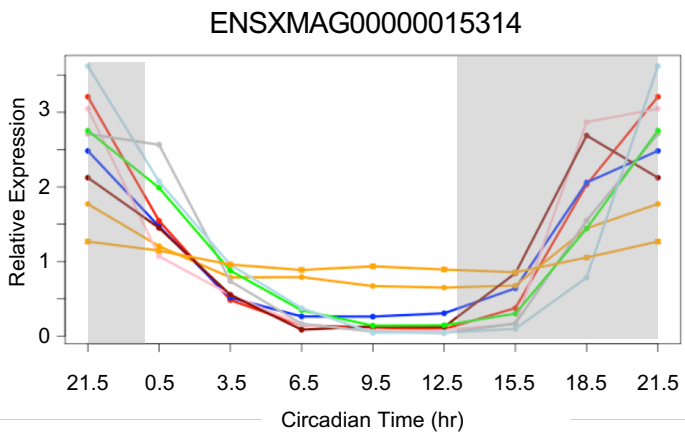

|        | Gene Name    | Peak Time | Peak Shape | Amplitude |
|--------|--------------|-----------|------------|-----------|
| Skin   | <i>per1b</i> | 21.5      | 15         | 30.9      |
| Brain  | <i>per1b</i> | 21.5      | 12         | 9.2       |
| Ovary  | <i>per1b</i> | 21.5      | n.a.       | n.a.      |
| Heart  | <i>per1b</i> | 0         | 12         | 41.9      |
| Muscle | <i>per1b</i> | 21.5      | n.a.       | n.a.      |
| Eye    | <i>per1b</i> | 21.5      | 15         | 54.5      |
| Gill   | <i>per1b</i> | 21.5      | 12         | 18.2      |
| Liver  | <i>per1b</i> | 21.5      | 12         | 66.1      |
| Testis | <i>per1b</i> | n.a.      | n.a.       | n.a.      |

Supplement Figure 4

(a)

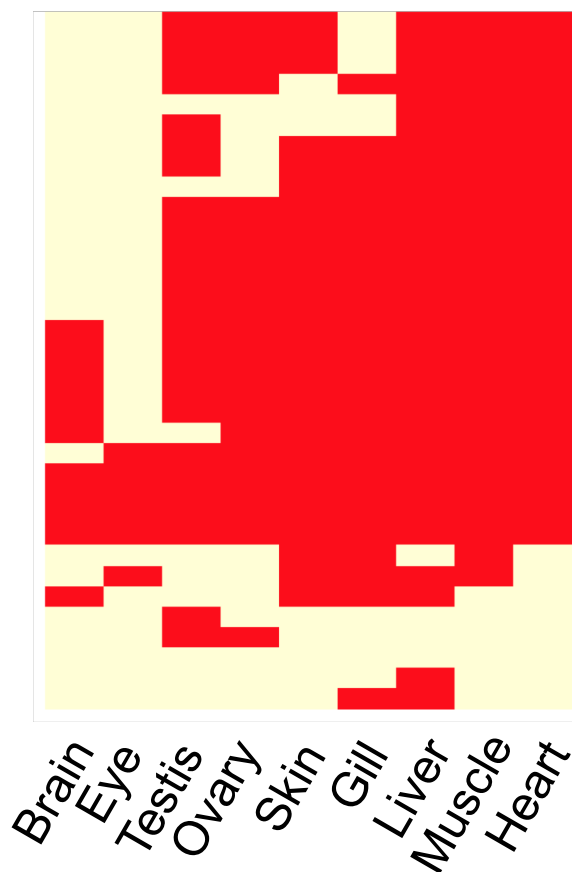

(b)

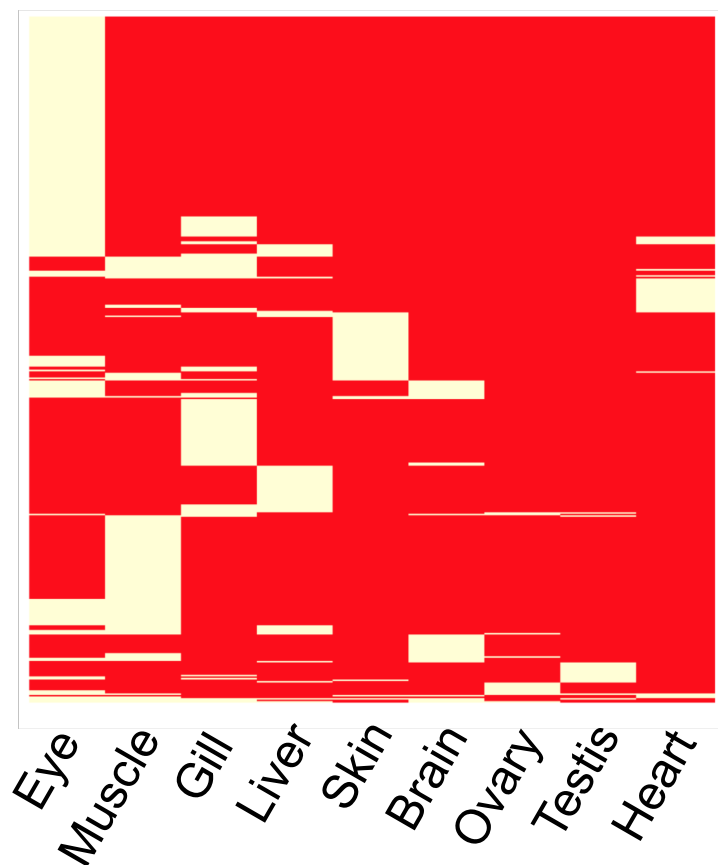

Supplement Figure 5

## Supplement Figure 6 (a-c)

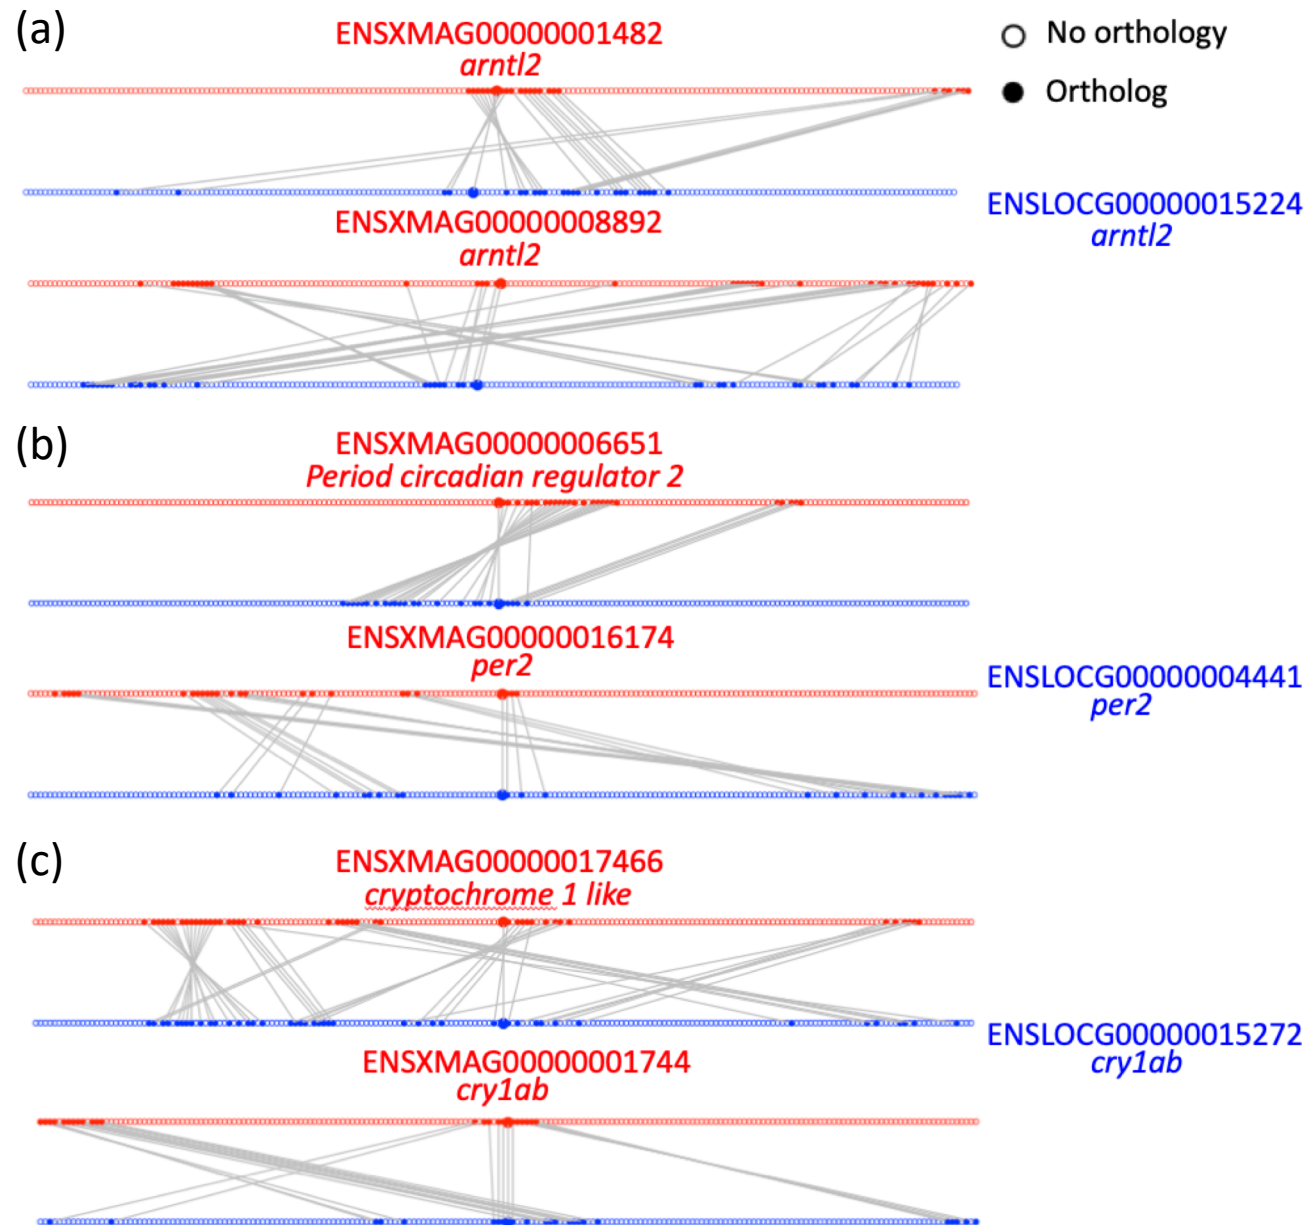

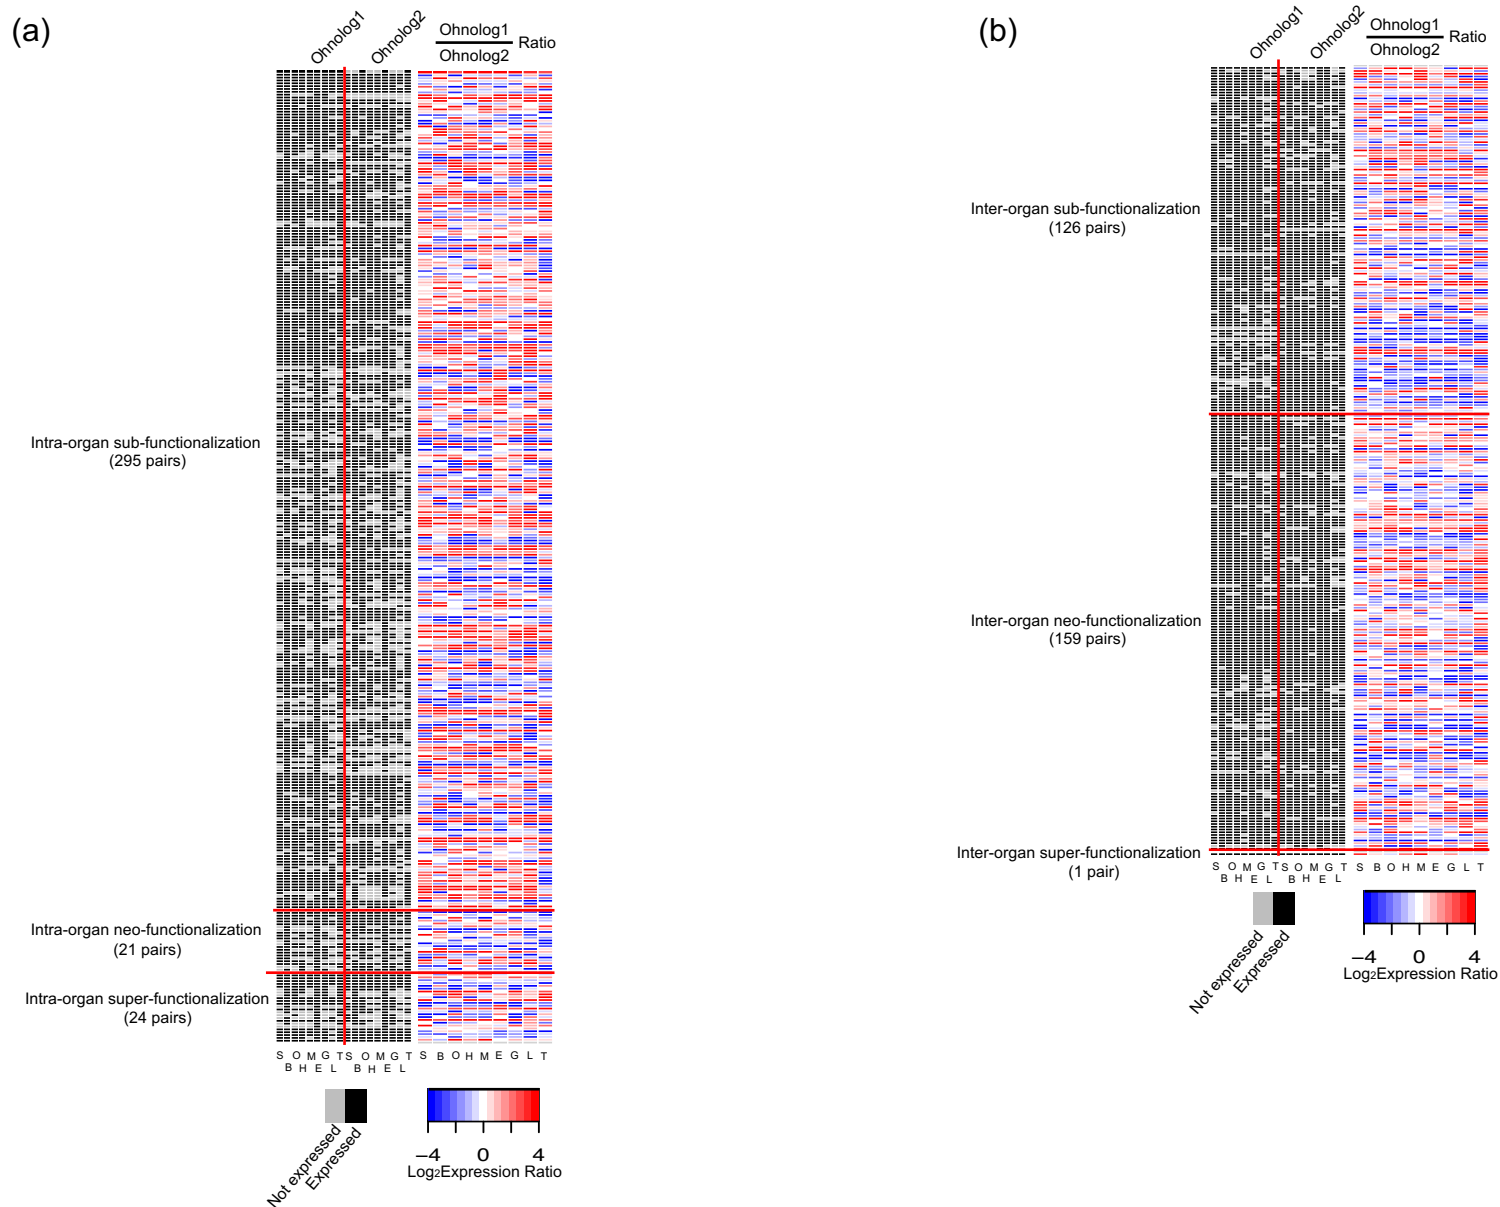

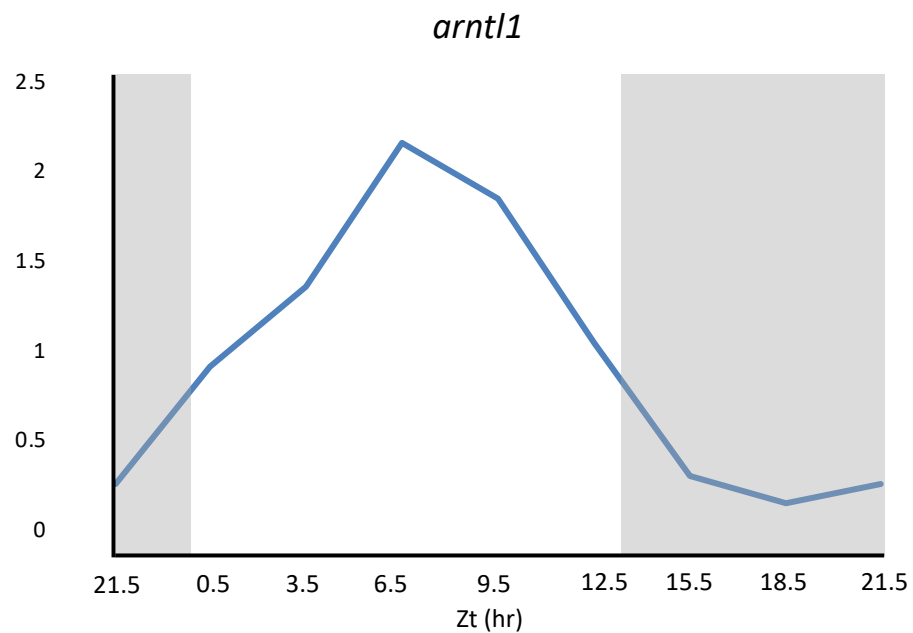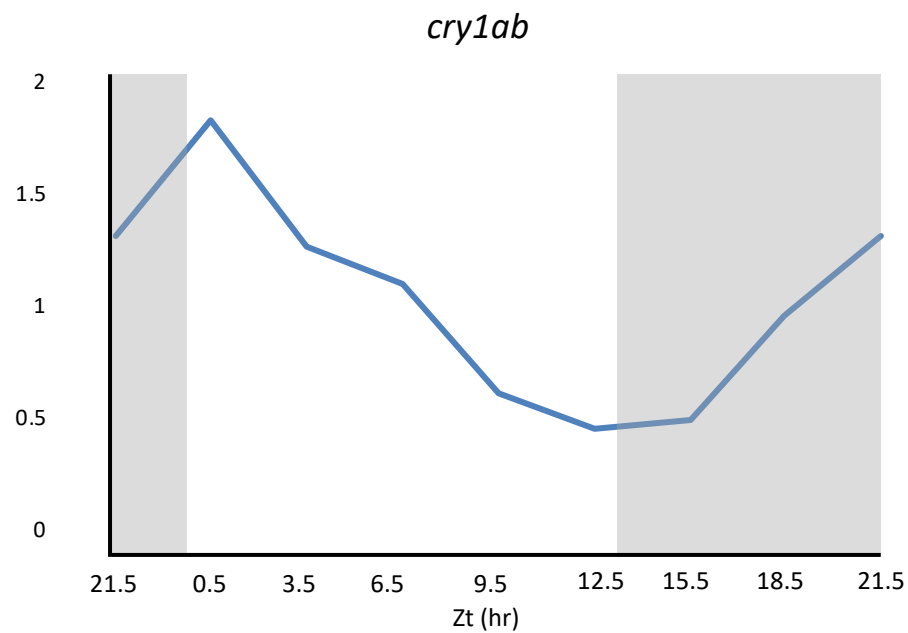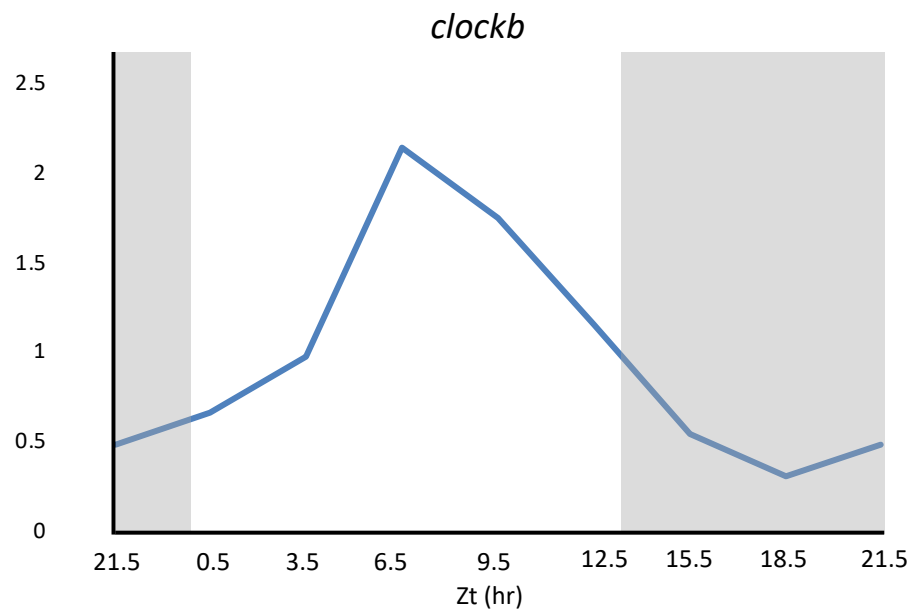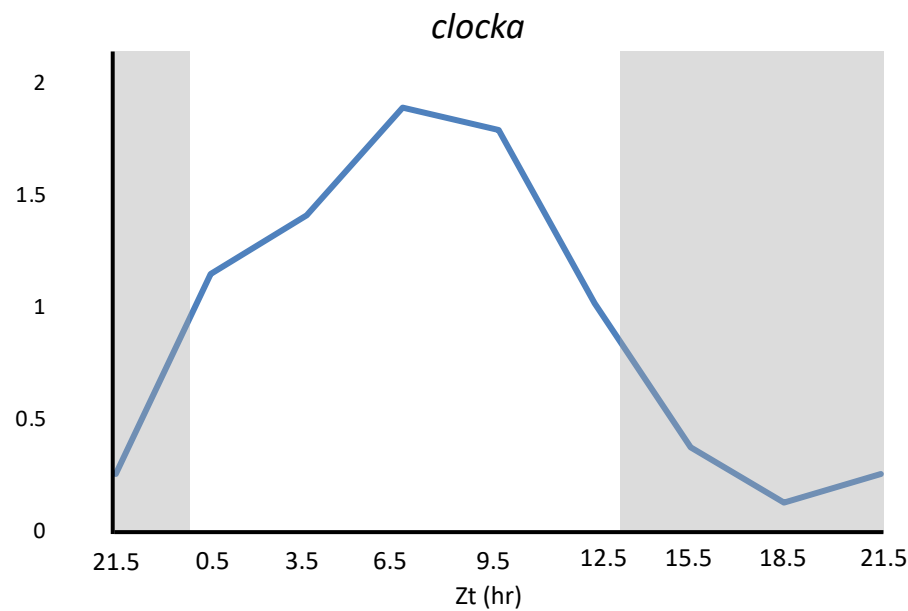

**Supplement Figure 10**

# Supplementary material for: Global assessment of organ specific basal gene expression over a diurnal cycle with analyses of gene copies exhibiting cyclic expression patterns
**Source:** BMC Genomics. 2020 Nov 11;21:787. doi: 10.1186/s12864-020-07202-9
**Supplement:** Supplementary file 2 — Additional file 2: Supplement Table 1. Differential expression analyses results.

Supplement Table 1. Light responsive genes in all 9 organs

# Supplementary material for: Global assessment of organ specific basal gene expression over a diurnal cycle with analyses of gene copies exhibiting cyclic expression patterns
**Source:** BMC Genomics. 2020 Nov 11;21:787. doi: 10.1186/s12864-020-07202-9
**Supplement:** Supplementary file 3 — Additional file 3: Supplement Table 2. Number of cyclic genes in each organ.

**Supplement Table2**

|                   | skin  | brain | ovary | heart | muscle | eye   | gill  | liver | testis |
|-------------------|-------|-------|-------|-------|--------|-------|-------|-------|--------|
| Total Gene #      | 24209 | 24209 | 24209 | 24209 | 24209  | 24209 | 24209 | 24209 | 24209  |
| Expressed Gene #  | 16963 | 17608 | 17357 | 16950 | 14780  | 18377 | 17545 | 13321 | 16799  |
| Circadian Gene #  | 935   | 731   | 224   | 659   | 2076   | 4033  | 1740  | 1039  | 294    |
| Ct0               | 244   | 111   | 31    | 17    | 336    | 518   | 206   | 61    | 52     |
| Ct3               | 101   | 107   | 15    | 272   | 81     | 517   | 129   | 55    | 72     |
| Ct6               | 45    | 135   | 45    | 49    | 77     | 297   | 143   | 33    | 31     |
| Ct9               | 47    | 46    | 24    | 44    | 34     | 135   | 39    | 27    | 23     |
| Ct12              | 84    | 106   | 31    | 65    | 164    | 283   | 89    | 103   | 9      |
| Ct15              | 127   | 91    | 36    | 147   | 757    | 895   | 781   | 573   | 24     |
| Ct18              | 116   | 65    | 15    | 37    | 273    | 742   | 172   | 111   | 26     |
| Ct21              | 171   | 70    | 27    | 28    | 354    | 646   | 181   | 76    | 57     |
| % circadian genes | 5.5%  | 4.2%  | 1.3%  | 3.9%  | 14.0%  | 21.9% | 9.9%  | 7.8%  | 1.8%   |

# Supplementary material for: Global assessment of organ specific basal gene expression over a diurnal cycle with analyses of gene copies exhibiting cyclic expression patterns
**Source:** BMC Genomics. 2020 Nov 11;21:787. doi: 10.1186/s12864-020-07202-9
**Supplement:** Supplementary file 4 — Additional file 4: Supplement Table 3. Cyclic genes of all 9 organs.

**Supplement Table 3**

|                    |        |    |    |                              |      |    |
|--------------------|--------|----|----|------------------------------|------|----|
| ENSXMAG00000028468 | 0.0026 | 21 | 9  | cux1b                        | 1.26 | 18 |
| ENSXMAG00000028471 | 0.0014 | 15 | 18 |                              | 2.38 | 12 |
| ENSXMAG00000028474 | 0.0026 | 18 | 15 | RAB31                        | 1.42 | 15 |
| ENSXMAG00000028475 | 0.0015 | 24 | 18 |                              | 4.76 | 21 |
| ENSXMAG00000028528 | 0.0014 | 15 | 18 | eapp                         | 1.40 | 12 |
| ENSXMAG00000028532 | 0.0027 | 18 | 15 | si:ch211-195e19.1            | 2.53 | 15 |
| ENSXMAG00000028554 | 0.0031 | 18 | 12 | hoxc10a                      | 1.82 | 15 |
| ENSXMAG00000028575 | 0.0025 | 18 | 9  |                              | 5.22 | 15 |
| ENSXMAG00000028576 | 0.0026 | 18 | 15 | mtx2                         | 1.85 | 15 |
| ENSXMAG00000028604 | 0.0014 | 18 | 18 | trim44                       | 1.76 | 15 |
| ENSXMAG00000028611 | 0.0031 | 24 | 12 |                              | 1.80 | 21 |
| ENSXMAG00000028868 | 0.0071 | 12 | 18 | zgc:103692                   | 1.39 | 9  |
| ENSXMAG00000028879 | 0.0015 | 15 | 18 |                              | 1.44 | 12 |
| ENSXMAG00000028889 | 0.0028 | 21 | 15 | rab5aa                       | 1.37 | 18 |
| ENSXMAG00000028940 | 0.0029 | 6  | 12 |                              | 4.11 | 3  |
| ENSXMAG00000028944 | 0.0026 | 3  | 9  | unm_hu7912                   | 4.32 | 0  |
| ENSXMAG00000028952 | 0.0026 | 24 | 15 | jmjd4                        | 1.82 | 21 |
| ENSXMAG00000029073 | 0.0031 | 21 | 12 | fbxl20                       | 1.56 | 18 |
| ENSXMAG00000029127 | 0.0014 | 15 | 18 | nudt5                        | 1.99 | 12 |
| ENSXMAG00000029131 | 0.0014 | 3  | 6  | si:ch211-15b10.6 (1 of many) | 3.03 | 0  |
| ENSXMAG00000029315 | 0.0027 | 3  | 9  | PHLPP2                       | 5.23 | 0  |
| ENSXMAG00000029342 | 0.0031 | 3  | 12 | rlim                         | 1.31 | 0  |
| ENSXMAG00000029485 | 0.0026 | 3  | 15 |                              | 2.01 | 0  |
| ENSXMAG00000029494 | 0.0027 | 21 | 15 |                              | 1.71 | 18 |
| ENSXMAG00000029561 | 0.0025 | 24 | 15 |                              | 4.89 | 21 |
| ENSXMAG00000029568 | 0.0031 | 15 | 12 |                              | 2.66 | 12 |
| ENSXMAG00000029585 | 0.0028 | 3  | 15 | CCDC137                      | 1.47 | 0  |
| ENSXMAG00000029631 | 0.0014 | 3  | 6  |                              | 1.88 | 0  |
| ENSXMAG00000029652 | 0.0031 | 21 | 12 | zgc:77486                    | 1.26 | 18 |
| ENSXMAG00000029711 | 0.0026 | 3  | 9  |                              | 2.28 | 0  |
| ENSXMAG00000029717 | 0.0071 | 3  | 6  | epsti1                       | 2.81 | 0  |
| ENSXMAG00000029794 | 0.0016 | 9  | 6  | slc52a2                      | 3.39 | 6  |
| ENSXMAG00000029811 | 0.0026 | 24 | 15 |                              | 1.56 | 21 |
| ENSXMAG00000029843 | 0.0025 | 6  | 9  |                              | 6.62 | 3  |
| ENSXMAG00000029874 | 0.0027 | 24 | 15 | tmem26a                      | 3.85 | 21 |
| ENSXMAG00000029891 | 0.0031 | 21 | 12 |                              | 1.99 | 18 |
| ENSXMAG00000029932 | 0.0031 | 24 | 12 | xk                           | 1.71 | 21 |
| ENSXMAG00000029954 | 0.0025 | 6  | 9  |                              | 4.49 | 3  |
| ENSXMAG00000029994 | 0.0025 | 15 | 15 |                              | 1.49 | 12 |
| ENSXMAG00000030038 | 0.0025 | 3  | 9  |                              | 2.41 | 0  |
| ENSXMAG00000030052 | 0.0027 | 24 | 15 |                              | 5.29 | 21 |

| Brain circadian gene: | GeneID             | pVal   | phase | peak.shape | external_gene_name | amp  | Ct.peak |
|-----------------------|--------------------|--------|-------|------------|--------------------|------|---------|
|                       | ENSXMAG00000000054 | 0.0024 | 9     | 9          | cnm2b              | 1.30 | 6       |
|                       | ENSXMAG00000000067 | 0.0031 | 15    | 12         | hccsb              | 1.31 | 12      |
|                       | ENSXMAG00000000103 | 0.0015 | 3     | 18         | dyrk4              | 1.59 | 0       |
|                       | ENSXMAG00000000124 | 0.0024 | 24    | 9          | TMEM132D           | 1.67 | 21      |
|                       | ENSXMAG00000000138 | 0.0031 | 24    | 12         | slc39a6            | 1.22 | 21      |
|                       | ENSXMAG00000000230 | 0.0031 | 21    | 12         | plcd1b             | 2.46 | 18      |
|                       | ENSXMAG00000000252 | 0.0027 | 3     | 9          | si:ch211-221f10.2  | 2.56 | 0       |
|                       | ENSXMAG00000000318 | 0.0016 | 3     | 6          | nisch              | 1.18 | 0       |
|                       | ENSXMAG00000000328 | 0.0016 | 9     | 18         |                    | 1.57 | 6       |
|                       | ENSXMAG00000000556 | 0.0025 | 3     | 15         | msrb2              | 1.65 | 0       |
|                       | ENSXMAG00000000615 | 0.0031 | 9     | 12         | atcayb             | 1.43 | 6       |
|                       | ENSXMAG00000000647 | 0.0028 | 9     | 15         | TPM4               | 1.48 | 6       |
|                       | ENSXMAG00000000707 | 0.0031 | 21    | 12         |                    | 2.06 | 18      |

|                    |        |    |    |                   |       |    |
|--------------------|--------|----|----|-------------------|-------|----|
| ENSXMAG00000027519 | 0.0026 | 15 | 9  | mmp11a            | 3.12  | 12 |
| ENSXMAG00000027554 | 0.0031 | 6  | 12 | sftpb             | 1.26  | 3  |
| ENSXMAG00000027615 | 0.0014 | 9  | 18 |                   | 3.80  | 6  |
| ENSXMAG00000027656 | 0.0025 | 18 | 9  | cdkn1d            | 5.33  | 15 |
| ENSXMAG00000027658 | 0.0031 | 6  | 12 |                   | 2.21  | 3  |
| ENSXMAG00000027691 | 0.0024 | 21 | 15 | zgc:171704        | 3.11  | 18 |
| ENSXMAG00000027721 | 0.0026 | 21 | 15 |                   | 1.31  | 18 |
| ENSXMAG00000027761 | 0.0026 | 6  | 9  |                   | 1.19  | 3  |
| ENSXMAG00000027929 | 0.0031 | 3  | 12 |                   | 1.22  | 0  |
| ENSXMAG00000027948 | 0.0028 | 12 | 15 | kpna1             | 1.23  | 9  |
| ENSXMAG00000027984 | 0.0026 | 15 | 9  | ypel3             | 1.75  | 12 |
| ENSXMAG00000027995 | 0.0025 | 18 | 9  | shc1              | 1.90  | 15 |
| ENSXMAG00000028234 | 0.0025 | 21 | 9  | xylt1 (1 of many) | 1.28  | 18 |
| ENSXMAG00000028243 | 0.0031 | 12 | 12 |                   | 1.33  | 9  |
| ENSXMAG00000028407 | 0.0024 | 18 | 15 |                   | 1.32  | 15 |
| ENSXMAG00000028443 | 0.0029 | 18 | 12 |                   | 10.99 | 15 |
| ENSXMAG00000028518 | 0.0025 | 24 | 15 | sesn1             | 1.99  | 21 |
| ENSXMAG00000028575 | 0.0029 | 15 | 12 |                   | 3.22  | 12 |
| ENSXMAG00000028727 | 0.0014 | 24 | 18 | CACNA2D3          | 1.37  | 21 |
| ENSXMAG00000028787 | 0.0031 | 24 | 12 | tgfbr3            | 1.36  | 21 |
| ENSXMAG00000028941 | 0.0026 | 6  | 9  | jun               | 1.77  | 3  |
| ENSXMAG00000029002 | 0.0016 | 21 | 6  |                   | 1.60  | 18 |
| ENSXMAG00000029049 | 0.0015 | 3  | 6  | stk11ip           | 1.33  | 0  |
| ENSXMAG00000029074 | 0.0031 | 15 | 12 | ppp2r2ca          | 1.38  | 12 |
| ENSXMAG00000029112 | 0.0024 | 9  | 9  | ncam1b            | 1.24  | 6  |
| ENSXMAG00000029128 | 0.0024 | 21 | 15 |                   | 2.18  | 18 |
| ENSXMAG00000029130 | 0.0031 | 18 | 12 | TMEM74B           | 2.58  | 15 |
| ENSXMAG00000029219 | 0.0034 | 9  | 12 |                   | 1.64  | 6  |
| ENSXMAG00000029274 | 0.0025 | 6  | 9  | COL26A1           | 1.41  | 3  |
| ENSXMAG00000029316 | 0.0014 | 9  | 18 | recql             | 1.77  | 6  |
| ENSXMAG00000029319 | 0.0026 | 6  | 15 | FGF6 (1 of many)  | 1.25  | 3  |
| ENSXMAG00000029432 | 0.0025 | 12 | 9  | RAP1GDS1          | 1.17  | 9  |
| ENSXMAG00000029501 | 0.0031 | 6  | 12 | GPATCH2L          | 2.32  | 3  |
| ENSXMAG00000029564 | 0.0024 | 18 | 15 | angpt1            | 1.33  | 15 |
| ENSXMAG00000029616 | 0.0026 | 9  | 15 |                   | 2.00  | 6  |
| ENSXMAG00000029740 | 0.0030 | 15 | 12 | marcksl1a         | 1.48  | 12 |
| ENSXMAG00000029757 | 0.0024 | 18 | 9  | scfd1             | 1.24  | 15 |
| ENSXMAG00000029758 | 0.0014 | 21 | 18 |                   | 1.26  | 18 |
| ENSXMAG00000029860 | 0.0029 | 18 | 12 | cspg5a            | 1.58  | 15 |
| ENSXMAG00000029886 | 0.0015 | 9  | 18 | nudt6             | 2.30  | 6  |
| ENSXMAG00000029905 | 0.0016 | 6  | 18 |                   | 1.22  | 3  |
| ENSXMAG00000029907 | 0.0031 | 15 | 12 | nabp1a            | 1.24  | 12 |
| ENSXMAG00000029919 | 0.0031 | 18 | 12 |                   | 1.19  | 15 |
| ENSXMAG00000029930 | 0.0030 | 24 | 12 |                   | 1.21  | 21 |
| ENSXMAG00000030048 | 0.0030 | 24 | 12 | cxadr             | 1.31  | 21 |
| ENSXMAG00000030101 | 0.0025 | 15 | 15 | raph1a            | 1.59  | 12 |

| Ovary circadian gene | GeneID             | pVal   | phase | peak.shape | external_gene_name | amp  | Ct.peak |
|----------------------|--------------------|--------|-------|------------|--------------------|------|---------|
|                      | ENSXMAG00000000055 | 0.0014 | 3     | 6          | adgrd1             | 5.12 | 0       |
|                      | ENSXMAG00000000094 | 0.0026 | 24    | 9          | mrtfbb             | 3.69 | 21      |
|                      | ENSXMAG00000000107 | 0.0031 | 3     | 12         |                    | 2.22 | 0       |
|                      | ENSXMAG00000000264 | 0.0024 | 6     | 15         | ptprt              | 1.94 | 3       |
|                      | ENSXMAG00000000410 | 0.0026 | 6     | 9          | atp5mc3b           | 1.24 | 3       |
|                      | ENSXMAG00000000676 | 0.0031 | 15    | 12         | ranbp3b            | 1.14 | 12      |
|                      | ENSXMAG00000000861 | 0.0026 | 24    | 9          | slc15a2            | 3.21 | 21      |
|                      | ENSXMAG00000001042 | 0.0031 | 12    | 12         | sh3yl1             | 1.11 | 9       |

|                    |        |    |    |                   |       |    |
|--------------------|--------|----|----|-------------------|-------|----|
| ENSXMAG00000024628 | 0.0034 | 6  | 12 | CAMKMT            | 1.34  | 3  |
| ENSXMAG00000024816 | 0.0027 | 15 | 15 |                   | 1.19  | 12 |
| ENSXMAG00000024891 | 0.0031 | 9  | 12 | ndp               | 5.39  | 6  |
| ENSXMAG00000025265 | 0.0016 | 12 | 18 | GABRR1            | 1.33  | 9  |
| ENSXMAG00000025515 | 0.0027 | 3  | 15 | bhlhe40           | 2.42  | 0  |
| ENSXMAG00000025690 | 0.0031 | 18 | 12 |                   | 1.31  | 15 |
| ENSXMAG00000025714 | 0.0029 | 9  | 12 | scn4bb            | 4.08  | 6  |
| ENSXMAG00000025803 | 0.0027 | 9  | 15 | hprt1             | 1.28  | 6  |
| ENSXMAG00000025834 | 0.0026 | 9  | 15 | ccnk              | 1.18  | 6  |
| ENSXMAG00000025839 | 0.0024 | 15 | 9  |                   | 1.25  | 12 |
| ENSXMAG00000025978 | 0.0034 | 9  | 12 |                   | 2.65  | 6  |
| ENSXMAG00000026103 | 0.0024 | 18 | 9  |                   | 1.23  | 15 |
| ENSXMAG00000026145 | 0.0026 | 21 | 15 |                   | 1.95  | 18 |
| ENSXMAG00000026215 | 0.0024 | 24 | 15 |                   | 2.09  | 21 |
| ENSXMAG00000026233 | 0.0026 | 24 | 15 |                   | 1.98  | 21 |
| ENSXMAG00000026259 | 0.0024 | 24 | 9  | TMEM229A          | 3.35  | 21 |
| ENSXMAG00000026340 | 0.0031 | 15 | 12 |                   | 1.20  | 12 |
| ENSXMAG00000026522 | 0.0024 | 9  | 15 | adprm             | 1.29  | 6  |
| ENSXMAG00000026561 | 0.0015 | 18 | 6  |                   | 7.72  | 15 |
| ENSXMAG00000026755 | 0.0027 | 12 | 9  | znf346            | 1.30  | 9  |
| ENSXMAG00000026905 | 0.0030 | 6  | 12 | CDH20             | 2.96  | 3  |
| ENSXMAG00000026940 | 0.0026 | 3  | 9  |                   | 1.76  | 0  |
| ENSXMAG00000026979 | 0.0071 | 3  | 18 |                   | 3.25  | 0  |
| ENSXMAG00000027026 | 0.0031 | 9  | 12 |                   | 2.26  | 6  |
| ENSXMAG00000027173 | 0.0024 | 9  | 9  | si:ch211-219a15.3 | 10.32 | 6  |
| ENSXMAG00000027263 | 0.0016 | 18 | 6  | zmp:0000000760    | 1.61  | 15 |
| ENSXMAG00000027288 | 0.0027 | 3  | 9  | zfhx3             | 1.35  | 0  |
| ENSXMAG00000027438 | 0.0015 | 9  | 18 |                   | 1.37  | 6  |
| ENSXMAG00000027468 | 0.0031 | 3  | 12 |                   | 11.96 | 0  |
| ENSXMAG00000027546 | 0.0026 | 21 | 9  | atp1b1b           | 1.19  | 18 |
| ENSXMAG00000027592 | 0.0030 | 12 | 12 | spag6 (1 of many) | 1.64  | 9  |
| ENSXMAG00000027656 | 0.0031 | 18 | 12 | cdkn1d            | 6.85  | 15 |
| ENSXMAG00000027669 | 0.0031 | 15 | 12 | mthfd1l           | 1.21  | 12 |
| ENSXMAG00000027757 | 0.0025 | 21 | 15 | gk5               | 1.67  | 18 |
| ENSXMAG00000028033 | 0.0025 | 3  | 9  |                   | 1.58  | 0  |
| ENSXMAG00000028406 | 0.0024 | 12 | 15 | b4galnt4a         | 1.16  | 9  |
| ENSXMAG00000028575 | 0.0024 | 18 | 9  |                   | 2.99  | 15 |
| ENSXMAG00000028590 | 0.0028 | 9  | 15 | gpt2l             | 1.22  | 6  |
| ENSXMAG00000028781 | 0.0025 | 18 | 9  | si:ch211-180a12.2 | 1.48  | 15 |
| ENSXMAG00000028827 | 0.0025 | 9  | 9  | wfdc1             | 2.92  | 6  |
| ENSXMAG00000028856 | 0.0026 | 18 | 9  |                   | 1.10  | 15 |
| ENSXMAG00000028971 | 0.0027 | 12 | 15 | castor2           | 1.21  | 9  |
| ENSXMAG00000028978 | 0.0025 | 15 | 9  |                   | 1.20  | 12 |
| ENSXMAG00000029488 | 0.0031 | 18 | 12 | susd5             | 4.55  | 15 |
| ENSXMAG00000029675 | 0.0031 | 3  | 12 |                   | 1.13  | 0  |
| ENSXMAG00000029888 | 0.0031 | 24 | 12 | PRKAB2            | 1.22  | 21 |
| ENSXMAG00000029906 | 0.0026 | 15 | 15 |                   | 1.25  | 12 |
| ENSXMAG00000029946 | 0.0025 | 9  | 9  | sirt5             | 1.24  | 6  |

| Heart circadian gene | GeneID              | pVal   | phase | peak.shape | external_gene_name | amp   | Ct.peak |
|----------------------|---------------------|--------|-------|------------|--------------------|-------|---------|
|                      | ENSXMAG00000000011  | 0.0031 | 6     | 12         | si:ch73-281f12.4   | 3.48  | 3       |
|                      | ENSXMAG000000000113 | 0.0025 | 9     | 9          | cdip1              | 1.90  | 6       |
|                      | ENSXMAG000000000148 | 0.0034 | 6     | 12         | tex2l              | 5.33  | 3       |
|                      | ENSXMAG000000000211 | 0.0026 | 6     | 15         | oxsr1a             | 38.28 | 3       |
|                      | ENSXMAG000000000216 | 0.0025 | 15    | 15         | nubp1              | 2.76  | 12      |
|                      | ENSXMAG000000000221 | 0.0031 | 18    | 12         | emp2               | 4.74  | 15      |

|                    |        |    |    |           |        |    |
|--------------------|--------|----|----|-----------|--------|----|
| ENSXMAG00000028013 | 0.0027 | 18 | 9  |           | 4.85   | 15 |
| ENSXMAG00000028142 | 0.0031 | 18 | 12 | cmtm3     | 2.90   | 15 |
| ENSXMAG00000028164 | 0.0015 | 9  | 18 | scamp1    | 2.10   | 6  |
| ENSXMAG00000028404 | 0.0027 | 9  | 9  | znf507    | 2.72   | 6  |
| ENSXMAG00000028406 | 0.0029 | 9  | 12 | b4galnt4a | 2.97   | 6  |
| ENSXMAG00000028479 | 0.0029 | 18 | 12 | zgc:64201 | 1.79   | 15 |
| ENSXMAG00000028521 | 0.0024 | 6  | 15 | npas1     | 154.40 | 3  |
| ENSXMAG00000028536 | 0.0026 | 21 | 9  |           | 6.57   | 18 |
| ENSXMAG00000028594 | 0.0030 | 18 | 12 |           | 2.02   | 15 |
| ENSXMAG00000028597 | 0.0031 | 18 | 12 | setd3     | 2.38   | 15 |
| ENSXMAG00000028629 | 0.0031 | 18 | 12 | mmd       | 2.36   | 15 |
| ENSXMAG00000028651 | 0.0026 | 6  | 9  |           | 788.07 | 3  |
| ENSXMAG00000028685 | 0.0071 | 3  | 18 |           | 2.35   | 0  |
| ENSXMAG00000028814 | 0.0031 | 18 | 12 | cryl1     | 3.73   | 15 |
| ENSXMAG00000028862 | 0.0031 | 18 | 12 | NAT8      | 3.15   | 15 |
| ENSXMAG00000028864 | 0.0025 | 6  | 15 |           | 6.79   | 3  |
| ENSXMAG00000028998 | 0.0026 | 15 | 9  |           | 1.87   | 12 |
| ENSXMAG00000029024 | 0.0031 | 18 | 12 |           | 2.96   | 15 |
| ENSXMAG00000029174 | 0.0027 | 9  | 9  | shisal1b  | 3.00   | 6  |
| ENSXMAG00000029179 | 0.0031 | 18 | 12 |           | 3.03   | 15 |
| ENSXMAG00000029335 | 0.0026 | 15 | 15 | mak16     | 2.17   | 12 |
| ENSXMAG00000029343 | 0.0026 | 12 | 9  |           | 12.75  | 9  |
| ENSXMAG00000029397 | 0.0031 | 15 | 12 |           | 2.08   | 12 |
| ENSXMAG00000029457 | 0.0016 | 6  | 6  | ero1a     | 10.53  | 3  |
| ENSXMAG00000029462 | 0.0026 | 15 | 15 | CMAS      | 2.10   | 12 |
| ENSXMAG00000029512 | 0.0014 | 24 | 6  | dia1b     | 2.18   | 21 |
| ENSXMAG00000029648 | 0.0016 | 6  | 18 | gdpd4a    | 9.31   | 3  |
| ENSXMAG00000029706 | 0.0031 | 6  | 12 | mxd1      | 6.63   | 3  |
| ENSXMAG00000029767 | 0.0029 | 6  | 12 |           | 791.37 | 3  |
| ENSXMAG00000029853 | 0.0026 | 6  | 9  |           | 4.31   | 3  |
| ENSXMAG00000029874 | 0.0025 | 21 | 9  | tmem26a   | 6.06   | 18 |
| ENSXMAG00000029882 | 0.0034 | 9  | 12 | adnp2b    | 2.01   | 6  |
| ENSXMAG00000029893 | 0.0015 | 12 | 18 | sptlc3    | 2.93   | 9  |
| ENSXMAG00000029983 | 0.0025 | 18 | 9  |           | 1.46   | 15 |
| ENSXMAG00000030042 | 0.0027 | 6  | 15 |           | 10.72  | 3  |
| ENSXMAG00000030044 | 0.0031 | 6  | 12 |           | 11.29  | 3  |
| ENSXMAG00000030045 | 0.0025 | 18 | 9  | insyn1    | 6.07   | 15 |

| Muscle circadian ger | GeneID             | pVal   | phase | peak.shape | external_gene_name | amp   | Ct.peak |
|----------------------|--------------------|--------|-------|------------|--------------------|-------|---------|
|                      | ENSXMAG00000000010 | 0.0024 | 3     | 15         | bbox1              | 5.44  | 0       |
|                      | ENSXMAG00000000014 | 0.0025 | 24    | 9          | nr1h3              | 1.28  | 21      |
|                      | ENSXMAG00000000027 | 0.0025 | 18    | 9          | slc25a44b          | 10.18 | 15      |
|                      | ENSXMAG00000000035 | 0.0027 | 3     | 15         | nptnb              | 2.13  | 0       |
|                      | ENSXMAG00000000044 | 0.0026 | 18    | 15         | hira               | 1.34  | 15      |
|                      | ENSXMAG00000000069 | 0.0026 | 24    | 9          | si:ch211-241f5.3   | 1.57  | 21      |
|                      | ENSXMAG00000000085 | 0.0029 | 18    | 12         | ints2              | 2.00  | 15      |
|                      | ENSXMAG00000000091 | 0.0016 | 3     | 18         |                    | 1.43  | 0       |
|                      | ENSXMAG00000000103 | 0.0025 | 18    | 15         | dyrk4              | 2.93  | 15      |
|                      | ENSXMAG00000000107 | 0.0024 | 24    | 15         |                    | 1.94  | 21      |
|                      | ENSXMAG00000000116 | 0.0027 | 3     | 15         | asb15b             | 2.14  | 0       |
|                      | ENSXMAG00000000138 | 0.0034 | 24    | 12         | slc39a6            | 1.96  | 21      |
|                      | ENSXMAG00000000145 | 0.0031 | 15    | 12         | IER5L              | 2.14  | 12      |
|                      | ENSXMAG00000000147 | 0.0027 | 3     | 15         | zgc:154046         | 2.85  | 0       |
|                      | ENSXMAG00000000178 | 0.0028 | 15    | 9          | hbba2              | 2.99  | 12      |
|                      | ENSXMAG00000000181 | 0.0028 | 15    | 9          |                    | 3.78  | 12      |
|                      | ENSXMAG00000000204 | 0.0031 | 21    | 12         |                    | 1.73  | 18      |

|                    |        |    |    |                   |      |    |
|--------------------|--------|----|----|-------------------|------|----|
| ENSXMAG00000029397 | 0.0014 | 21 | 6  |                   | 1.83 | 18 |
| ENSXMAG00000029412 | 0.0029 | 18 | 12 | cdab              | 2.01 | 15 |
| ENSXMAG00000029418 | 0.0024 | 3  | 15 | tspan15           | 2.32 | 0  |
| ENSXMAG00000029424 | 0.0015 | 24 | 18 | tprg1l            | 1.49 | 21 |
| ENSXMAG00000029433 | 0.0014 | 24 | 18 | pcmtd1            | 9.47 | 21 |
| ENSXMAG00000029462 | 0.0026 | 18 | 15 | CMAS              | 1.42 | 15 |
| ENSXMAG00000029515 | 0.0026 | 3  | 15 |                   | 2.49 | 0  |
| ENSXMAG00000029533 | 0.0025 | 24 | 9  | efna3b            | 2.58 | 21 |
| ENSXMAG00000029540 | 0.0026 | 24 | 9  | inka2             | 2.36 | 21 |
| ENSXMAG00000029545 | 0.0031 | 12 | 12 |                   | 2.60 | 9  |
| ENSXMAG00000029572 | 0.0031 | 18 | 12 | timmm10b          | 3.01 | 15 |
| ENSXMAG00000029578 | 0.0031 | 18 | 12 | caska             | 1.57 | 15 |
| ENSXMAG00000029592 | 0.0014 | 12 | 6  |                   | 1.74 | 9  |
| ENSXMAG00000029616 | 0.0026 | 9  | 15 |                   | 3.00 | 6  |
| ENSXMAG00000029666 | 0.0026 | 18 | 15 | ctnnbip1          | 2.36 | 15 |
| ENSXMAG00000029668 | 0.0031 | 18 | 12 | vmp1              | 4.87 | 15 |
| ENSXMAG00000029703 | 0.0026 | 18 | 15 |                   | 5.01 | 15 |
| ENSXMAG00000029706 | 0.0027 | 6  | 15 | mxd1              | 5.90 | 3  |
| ENSXMAG00000029714 | 0.0031 | 9  | 12 | myclb             | 3.38 | 6  |
| ENSXMAG00000029722 | 0.0015 | 3  | 18 |                   | 2.07 | 0  |
| ENSXMAG00000029752 | 0.0026 | 24 | 9  |                   | 4.12 | 21 |
| ENSXMAG00000029762 | 0.0014 | 21 | 6  |                   | 2.69 | 18 |
| ENSXMAG00000029818 | 0.0026 | 21 | 9  | foxd3             | 2.17 | 18 |
| ENSXMAG00000029828 | 0.0030 | 12 | 12 | TMCC1 (1 of many) | 1.43 | 9  |
| ENSXMAG00000029834 | 0.0031 | 18 | 12 | degs1             | 1.65 | 15 |
| ENSXMAG00000029859 | 0.0028 | 18 | 9  | tm4sf18           | 1.92 | 15 |
| ENSXMAG00000029877 | 0.0027 | 9  | 15 | pptc7a            | 8.20 | 6  |
| ENSXMAG00000029882 | 0.0031 | 18 | 12 | adnp2b            | 2.41 | 15 |
| ENSXMAG00000029896 | 0.0025 | 18 | 9  | nck1b             | 1.63 | 15 |
| ENSXMAG00000029905 | 0.0026 | 9  | 15 |                   | 2.14 | 6  |
| ENSXMAG00000029907 | 0.0026 | 18 | 9  | nabp1a            | 2.67 | 15 |
| ENSXMAG00000029926 | 0.0026 | 24 | 15 |                   | 1.53 | 21 |
| ENSXMAG00000029936 | 0.0031 | 18 | 12 | ca4a              | 4.10 | 15 |
| ENSXMAG00000029954 | 0.0014 | 3  | 18 |                   | 4.11 | 0  |
| ENSXMAG00000029962 | 0.0026 | 18 | 15 |                   | 1.74 | 15 |
| ENSXMAG00000029991 | 0.0027 | 18 | 9  | tuba1a            | 2.96 | 15 |
| ENSXMAG00000029999 | 0.0026 | 21 | 9  |                   | 2.88 | 18 |
| ENSXMAG00000030005 | 0.0030 | 21 | 12 |                   | 1.68 | 18 |
| ENSXMAG00000030059 | 0.0026 | 18 | 9  |                   | 1.62 | 15 |
| ENSXMAG00000030062 | 0.0031 | 18 | 12 | impad1            | 1.97 | 15 |
| ENSXMAG00000030083 | 0.0028 | 3  | 15 | fbxo33            | 3.74 | 0  |
| ENSXMAG00000030095 | 0.0029 | 18 | 12 | si:dkey-32e6.3    | 1.83 | 15 |
| ENSXMAG00000030098 | 0.0071 | 15 | 18 | ssr2              | 1.23 | 12 |

| Eye circadian genes | GeneID             | pVal   | phase | peak.shape | external_gene_name | amp  | Ct.peak |
|---------------------|--------------------|--------|-------|------------|--------------------|------|---------|
|                     | ENSXMAG00000000010 | 0.0031 | 21    | 12         | bbox1              | 2.26 | 18      |
|                     | ENSXMAG00000000011 | 0.0025 | 3     | 15         | si:ch73-281f12.4   | 5.97 | 0       |
|                     | ENSXMAG00000000014 | 0.0071 | 21    | 18         | nr1h3              | 1.24 | 18      |
|                     | ENSXMAG00000000019 | 0.0031 | 21    | 12         | cd151l             | 1.25 | 18      |
|                     | ENSXMAG00000000027 | 0.0025 | 15    | 9          | slc25a44b          | 1.64 | 12      |
|                     | ENSXMAG00000000028 | 0.0031 | 12    | 12         |                    | 1.54 | 9       |
|                     | ENSXMAG00000000031 | 0.0014 | 21    | 6          | chrnb4             | 4.08 | 18      |
|                     | ENSXMAG00000000039 | 0.0031 | 12    | 12         | pkma               | 1.23 | 9       |
|                     | ENSXMAG00000000044 | 0.0024 | 18    | 9          | hira               | 1.47 | 15      |
|                     | ENSXMAG00000000045 | 0.0027 | 21    | 9          | slc2a8             | 1.49 | 18      |
|                     | ENSXMAG00000000053 | 0.0030 | 6     | 12         | ncor2              | 2.49 | 3       |

|                    |        |    |    |                      |        |    |
|--------------------|--------|----|----|----------------------|--------|----|
| ENSXMAG00000029706 | 0.0025 | 6  | 15 | mxd1                 | 2.19   | 3  |
| ENSXMAG00000029709 | 0.0025 | 3  | 9  | tmem42b              | 3.35   | 0  |
| ENSXMAG00000029740 | 0.0025 | 18 | 9  | marcksl1a            | 3.66   | 15 |
| ENSXMAG00000029747 | 0.0026 | 15 | 15 | slc25a29 (1 of many) | 2.13   | 12 |
| ENSXMAG00000029752 | 0.0031 | 21 | 12 |                      | 1.68   | 18 |
| ENSXMAG00000029758 | 0.0031 | 3  | 12 |                      | 1.53   | 0  |
| ENSXMAG00000029766 | 0.0027 | 15 | 9  | csrn1a               | 4.58   | 12 |
| ENSXMAG00000029785 | 0.0026 | 12 | 15 |                      | 1.59   | 9  |
| ENSXMAG00000029787 | 0.0016 | 3  | 18 |                      | 2.63   | 0  |
| ENSXMAG00000029789 | 0.0024 | 24 | 15 |                      | 2.86   | 21 |
| ENSXMAG00000029793 | 0.0027 | 6  | 15 | ptn                  | 1.49   | 3  |
| ENSXMAG00000029802 | 0.0031 | 21 | 12 |                      | 1.41   | 18 |
| ENSXMAG00000029804 | 0.0034 | 6  | 12 |                      | 1.52   | 3  |
| ENSXMAG00000029821 | 0.0027 | 18 | 9  |                      | 2.68   | 15 |
| ENSXMAG00000029825 | 0.0030 | 24 | 12 |                      | 1.38   | 21 |
| ENSXMAG00000029826 | 0.0031 | 21 | 12 |                      | 1.49   | 18 |
| ENSXMAG00000029844 | 0.0031 | 6  | 12 | eif4ebp3l            | 2.75   | 3  |
| ENSXMAG00000029856 | 0.0031 | 3  | 12 | si:ch211-207e14.4    | 2.94   | 0  |
| ENSXMAG00000029858 | 0.0026 | 9  | 15 | slc32a1              | 1.46   | 6  |
| ENSXMAG00000029860 | 0.0031 | 18 | 12 | cspg5a               | 2.96   | 15 |
| ENSXMAG00000029897 | 0.0029 | 15 | 12 |                      | 2.56   | 12 |
| ENSXMAG00000029900 | 0.0031 | 3  | 12 | MCU                  | 1.49   | 0  |
| ENSXMAG00000029905 | 0.0026 | 9  | 15 |                      | 3.23   | 6  |
| ENSXMAG00000029910 | 0.0031 | 3  | 12 | cdo1                 | 1.63   | 0  |
| ENSXMAG00000029949 | 0.0025 | 24 | 9  | st3gal3b             | 1.20   | 21 |
| ENSXMAG00000029951 | 0.0030 | 24 | 12 | immp2l               | 1.41   | 21 |
| ENSXMAG00000029962 | 0.0025 | 24 | 15 |                      | 1.60   | 21 |
| ENSXMAG00000029991 | 0.0031 | 18 | 12 | tuba1a               | 1.94   | 15 |
| ENSXMAG00000029993 | 0.0026 | 6  | 15 | chrnb2b              | 1.82   | 3  |
| ENSXMAG00000030000 | 0.0015 | 24 | 18 | gfap                 | 1.40   | 21 |
| ENSXMAG00000030007 | 0.0026 | 3  | 15 |                      | 1.67   | 0  |
| ENSXMAG00000030012 | 0.0015 | 18 | 18 |                      | 19.67  | 15 |
| ENSXMAG00000030028 | 0.0025 | 18 | 9  |                      | 11.47  | 15 |
| ENSXMAG00000030035 | 0.0025 | 9  | 15 |                      | 1.44   | 6  |
| ENSXMAG00000030036 | 0.0031 | 9  | 12 |                      | 3.87   | 6  |
| ENSXMAG00000030049 | 0.0031 | 9  | 12 | KCNIP3               | 3.04   | 6  |
| ENSXMAG00000030053 | 0.0025 | 18 | 9  | spsb1                | 1.42   | 15 |
| ENSXMAG00000030054 | 0.0026 | 3  | 15 |                      | 2.27   | 0  |
| ENSXMAG00000030057 | 0.0024 | 18 | 9  |                      | 105.09 | 15 |
| ENSXMAG00000030067 | 0.0031 | 18 | 12 | pitpnb               | 1.59   | 15 |
| ENSXMAG00000030073 | 0.0027 | 24 | 15 |                      | 4.12   | 21 |
| ENSXMAG00000030083 | 0.0031 | 6  | 12 | fbxo33               | 3.26   | 3  |
| ENSXMAG00000030090 | 0.0030 | 21 | 12 | CYGB                 | 1.70   | 18 |
| ENSXMAG00000030095 | 0.0031 | 18 | 12 | si:dkey-32e6.3       | 1.46   | 15 |
| ENSXMAG00000030099 | 0.0026 | 18 | 9  | gad1b                | 1.46   | 15 |
| ENSXMAG00000030101 | 0.0025 | 18 | 9  | raph1a               | 3.79   | 15 |

| Gill circadian genes | GeneID             | pVal   | phase | peak.shape | external_gene_name | amp  | Ct.peak |
|----------------------|--------------------|--------|-------|------------|--------------------|------|---------|
|                      | ENSXMAG00000000019 | 0.0026 | 3     | 15         | cd151l             | 1.71 | 0       |
|                      | ENSXMAG00000000044 | 0.0026 | 18    | 9          | hira               | 1.77 | 15      |
|                      | ENSXMAG00000000052 | 0.0034 | 18    | 12         | mrps16             | 1.54 | 15      |
|                      | ENSXMAG00000000062 | 0.0026 | 3     | 15         | stx2b              | 3.94 | 0       |
|                      | ENSXMAG00000000067 | 0.0026 | 18    | 9          | hccsb              | 1.25 | 15      |
|                      | ENSXMAG00000000087 | 0.0024 | 3     | 15         | galnt9             | 1.57 | 0       |
|                      | ENSXMAG00000000140 | 0.0027 | 18    | 9          | ccdc88c            | 1.90 | 15      |
|                      | ENSXMAG00000000149 | 0.0024 | 9     | 9          | VMP1               | 1.90 | 6       |

|                       |                    |        |       |            |                    |       |         |
|-----------------------|--------------------|--------|-------|------------|--------------------|-------|---------|
| Liver circadian genes | GeneID             | pVal   | phase | peak.shape | external_gene_name | amp   | Ct.peak |
|                       | ENSXMAG00000000045 | 0.0026 | 9     | 15         | slc2a8             | 2.16  | 6       |
|                       | ENSXMAG00000000054 | 0.0028 | 15    | 9          | cnm2b              | 13.78 | 12      |

|                    |        |    |    |            |       |    |
|--------------------|--------|----|----|------------|-------|----|
| ENSXMAG00000029275 | 0.0025 | 18 | 9  | zgc:171489 | 5.80  | 15 |
| ENSXMAG00000029312 | 0.0031 | 18 | 12 | nt5c2b     | 4.33  | 15 |
| ENSXMAG00000029314 | 0.0029 | 18 | 12 | sc5d       | 17.08 | 15 |
| ENSXMAG00000029375 | 0.0026 | 18 | 9  | pgp        | 4.84  | 15 |
| ENSXMAG00000029408 | 0.0031 | 24 | 12 |            | 1.32  | 21 |
| ENSXMAG00000029411 | 0.0027 | 24 | 15 | c1qtnf6b   | 2.00  | 21 |
| ENSXMAG00000029444 | 0.0031 | 18 | 12 | eef1akmt1  | 2.17  | 15 |
| ENSXMAG00000029463 | 0.0029 | 15 | 12 | irak1bp1   | 9.14  | 12 |
| ENSXMAG00000029501 | 0.0014 | 6  | 18 | GPATCH2L   | 4.33  | 3  |
| ENSXMAG00000029542 | 0.0025 | 18 | 15 |            | 2.32  | 15 |
| ENSXMAG00000029555 | 0.0031 | 24 | 12 | atp5f1e    | 1.50  | 21 |
| ENSXMAG00000029562 | 0.0026 | 18 | 9  | pdr1       | 1.30  | 15 |
| ENSXMAG00000029603 | 0.0034 | 18 | 12 | mtch2      | 1.49  | 15 |
| ENSXMAG00000029666 | 0.0031 | 18 | 12 | ctnnbip1   | 2.83  | 15 |
| ENSXMAG00000029694 | 0.0014 | 18 | 6  |            | 4.98  | 15 |
| ENSXMAG00000029757 | 0.0030 | 12 | 12 | scfd1      | 2.68  | 9  |
| ENSXMAG00000029765 | 0.0029 | 18 | 12 | bola3      | 2.45  | 15 |
| ENSXMAG00000029788 | 0.0030 | 18 | 12 | srp19      | 2.03  | 15 |
| ENSXMAG00000029801 | 0.0024 | 9  | 9  | ACSS1      | 6.25  | 6  |
| ENSXMAG00000029813 | 0.0028 | 3  | 15 |            | 2.32  | 0  |
| ENSXMAG00000029834 | 0.0026 | 18 | 9  | degs1      | 3.53  | 15 |
| ENSXMAG00000029843 | 0.0027 | 3  | 15 |            | 34.88 | 0  |
| ENSXMAG00000029844 | 0.0031 | 6  | 12 | eif4ebp3l  | 8.86  | 3  |
| ENSXMAG00000029900 | 0.0026 | 18 | 15 | mcu        | 1.76  | 15 |
| ENSXMAG00000029918 | 0.0015 | 24 | 18 | trnau1apb  | 2.00  | 21 |
| ENSXMAG00000029978 | 0.0027 | 18 | 9  |            | 2.12  | 15 |
| ENSXMAG00000029979 | 0.0034 | 3  | 12 | SLC39A11   | 1.35  | 0  |
| ENSXMAG00000029983 | 0.0031 | 18 | 12 | sephs2     | 2.62  | 15 |
| ENSXMAG00000029989 | 0.0026 | 12 | 9  | nwd2       | 5.74  | 9  |

| Testis circadian gene | GeneID | pVal | phase | peak.shape | external_gene_name | amp  | Ct.peak |
|-----------------------|--------|------|-------|------------|--------------------|------|---------|
| ENSXMAG00000000336    | 0.0029 | 6    | 12    |            | magi1b             | 1.38 | 3       |
| ENSXMAG00000000389    | 0.0034 | 6    | 12    |            |                    | 1.69 | 3       |
| ENSXMAG00000000471    | 0.0026 | 18   | 9     |            | coro2bb            | 1.29 | 15      |
| ENSXMAG00000000538    | 0.0026 | 24   | 15    |            | tm4sf4             | 1.27 | 21      |
| ENSXMAG00000000631    | 0.0026 | 12   | 9     |            | snx13              | 1.08 | 9       |
| ENSXMAG00000000645    | 0.0026 | 21   | 9     |            | grk3               | 1.08 | 18      |
| ENSXMAG00000000726    | 0.0024 | 18   | 9     |            |                    | 1.17 | 15      |
| ENSXMAG00000000900    | 0.0014 | 24   | 18    |            | bmp1a              | 1.26 | 21      |
| ENSXMAG00000000903    | 0.0024 | 6    | 9     |            | mmp14b             | 1.51 | 3       |
| ENSXMAG00000001020    | 0.0025 | 24   | 15    |            | vaspb              | 1.18 | 21      |
| ENSXMAG00000001096    | 0.0025 | 24   | 15    |            | cdkn1a             | 1.84 | 21      |
| ENSXMAG00000001358    | 0.0028 | 6    | 9     |            | angptl7            | 1.36 | 3       |
| ENSXMAG00000001418    | 0.0071 | 3    | 18    |            | ripk3              | 1.76 | 0       |
| ENSXMAG00000001522    | 0.0016 | 12   | 6     |            | NR3C1 (1 of many)  | 1.05 | 9       |
| ENSXMAG00000001671    | 0.0026 | 21   | 9     |            | PCDH9              | 1.43 | 18      |
| ENSXMAG00000001744    | 0.0024 | 6    | 15    |            | cry1ab             | 1.45 | 3       |
| ENSXMAG00000001821    | 0.0031 | 24   | 12    |            | fn1a               | 1.71 | 21      |
| ENSXMAG00000001866    | 0.0031 | 6    | 12    |            |                    | 1.69 | 3       |
| ENSXMAG00000001944    | 0.0025 | 6    | 15    |            | sec24d             | 1.11 | 3       |
| ENSXMAG00000001997    | 0.0034 | 6    | 12    |            |                    | 1.67 | 3       |
| ENSXMAG00000002074    | 0.0028 | 18   | 9     |            | myl6 (1 of many)   | 1.09 | 15      |
| ENSXMAG00000002205    | 0.0025 | 21   | 9     |            | hdhd2              | 1.17 | 18      |
| ENSXMAG00000002246    | 0.0026 | 6    | 15    |            | lepr               | 2.06 | 3       |
| ENSXMAG00000002249    | 0.0031 | 24   | 12    |            | FBN1               | 2.08 | 21      |
| ENSXMAG00000002363    | 0.0026 | 24   | 15    |            | esyt2b             | 1.68 | 21      |

|                    |        |    |    |                    |      |    |
|--------------------|--------|----|----|--------------------|------|----|
| ENSXMAG00000025639 | 0.0031 | 21 | 12 | emx2               | 2.01 | 18 |
| ENSXMAG00000025902 | 0.0024 | 12 | 9  | mmp25b             | 5.17 | 9  |
| ENSXMAG00000025965 | 0.0026 | 21 | 9  | LACTB2             | 1.18 | 18 |
| ENSXMAG00000026080 | 0.0025 | 12 | 15 | ergic3 (1 of many) | 1.20 | 9  |
| ENSXMAG00000026087 | 0.0030 | 3  | 12 |                    | 1.33 | 0  |
| ENSXMAG00000026161 | 0.0031 | 12 | 12 | fam49bb            | 1.23 | 9  |
| ENSXMAG00000026202 | 0.0024 | 3  | 9  | rab3il1            | 1.57 | 0  |
| ENSXMAG00000026316 | 0.0016 | 24 | 18 | f2rl2              | 1.67 | 21 |
| ENSXMAG00000026331 | 0.0025 | 21 | 15 | smim20             | 1.46 | 18 |
| ENSXMAG00000026333 | 0.0014 | 3  | 18 | tefb               | 3.08 | 0  |
| ENSXMAG00000026342 | 0.0025 | 24 | 15 | olfml2a            | 1.60 | 21 |
| ENSXMAG00000026493 | 0.0025 | 3  | 15 | rem2               | 1.29 | 0  |
| ENSXMAG00000026646 | 0.0031 | 18 | 12 |                    | 1.55 | 15 |
| ENSXMAG00000026676 | 0.0025 | 6  | 9  | gli1               | 1.54 | 3  |
| ENSXMAG00000026740 | 0.0024 | 6  | 9  | wsb1               | 1.23 | 3  |
| ENSXMAG00000026936 | 0.0031 | 3  | 12 | tnfaip3            | 1.74 | 0  |
| ENSXMAG00000027105 | 0.0016 | 21 | 18 | kank3              | 1.27 | 18 |
| ENSXMAG00000027138 | 0.0071 | 6  | 6  |                    | 1.22 | 3  |
| ENSXMAG00000027290 | 0.0071 | 3  | 6  | vtna               | 1.59 | 0  |
| ENSXMAG00000027317 | 0.0024 | 21 | 15 | samd10b            | 1.32 | 18 |
| ENSXMAG00000027517 | 0.0030 | 3  | 12 | crbn               | 1.15 | 0  |
| ENSXMAG00000027759 | 0.0031 | 12 | 12 | znf407             | 1.31 | 9  |
| ENSXMAG00000028080 | 0.0031 | 24 | 12 | 8-Mar              | 1.55 | 21 |
| ENSXMAG00000028108 | 0.0031 | 3  | 12 | zzz3               | 1.22 | 0  |
| ENSXMAG00000028333 | 0.0014 | 3  | 18 |                    | 1.56 | 0  |
| ENSXMAG00000028352 | 0.0024 | 24 | 9  | atf7ip             | 1.11 | 21 |
| ENSXMAG00000028489 | 0.0031 | 3  | 12 | RETSAT             | 1.71 | 0  |
| ENSXMAG00000028502 | 0.0026 | 24 | 15 | prex1              | 1.38 | 21 |
| ENSXMAG00000028538 | 0.0034 | 3  | 12 |                    | 1.51 | 0  |
| ENSXMAG00000028560 | 0.0014 | 6  | 6  | mala               | 1.35 | 3  |
| ENSXMAG00000028601 | 0.0026 | 6  | 9  |                    | 1.39 | 3  |
| ENSXMAG00000028679 | 0.0027 | 18 | 9  |                    | 1.51 | 15 |
| ENSXMAG00000028760 | 0.0025 | 9  | 9  | rps18              | 1.15 | 6  |
| ENSXMAG00000028872 | 0.0028 | 6  | 9  | rps10              | 1.14 | 3  |
| ENSXMAG00000028875 | 0.0024 | 3  | 15 |                    | 1.52 | 0  |
| ENSXMAG00000028896 | 0.0026 | 3  | 9  |                    | 1.29 | 0  |
| ENSXMAG00000029265 | 0.0034 | 24 | 12 | tfap2b             | 1.19 | 21 |
| ENSXMAG00000029275 | 0.0024 | 6  | 9  | zgc:171489         | 1.35 | 3  |
| ENSXMAG00000029359 | 0.0026 | 15 | 15 |                    | 1.58 | 12 |
| ENSXMAG00000029501 | 0.0031 | 6  | 12 | GPATCH2L           | 1.76 | 3  |
| ENSXMAG00000029620 | 0.0031 | 24 | 12 | slc40a1            | 1.19 | 21 |
| ENSXMAG00000029781 | 0.0015 | 9  | 6  | rpl24              | 1.14 | 6  |
| ENSXMAG00000029796 | 0.0026 | 24 | 15 | rtf2               | 1.11 | 21 |
| ENSXMAG00000029801 | 0.0027 | 3  | 15 | ACSS1              | 1.77 | 0  |
| ENSXMAG00000029843 | 0.0030 | 9  | 12 |                    | 1.32 | 6  |

# Supplementary material for: Global assessment of organ specific basal gene expression over a diurnal cycle with analyses of gene copies exhibiting cyclic expression patterns
**Source:** BMC Genomics. 2020 Nov 11;21:787. doi: 10.1186/s12864-020-07202-9
**Supplement:** Supplementary file 5 — Additional file 5: Supplement Table 4. Xiphophorus Ohnologs.

Supplement Table 4

|                     |                     |                   |    |          |    |          |
|---------------------|---------------------|-------------------|----|----------|----|----------|
| ENSXMAG00000019909  | ENSXMAG00000028511  | ENSLOC00000018038 | 5  | 19412810 | 14 | 13173548 |
| ENSXMAG00000028511  | ENSXMAG00000019909  | ENSLOC00000018038 | 14 | 13173548 | 5  | 19412810 |
| ENSXMAG00000010891  | ENSXMAG00000019458  | ENSLOC00000018067 | 1  | 16805819 | 20 | 7748335  |
| ENSXMAG00000019458  | ENSXMAG00000010891  | ENSLOC00000018067 | 20 | 7748335  | 1  | 16805819 |
| ENSXMAG00000014093  | ENSXMAG00000019743  | ENSLOC00000018089 | 16 | 8031143  | 5  | 28600671 |
| ENSXMAG00000019743  | ENSXMAG00000014093  | ENSLOC00000018089 | 5  | 28600671 | 16 | 8031143  |
| ENSXMAG00000012731  | ENSXMAG00000014160  | ENSLOC00000018093 | 16 | 15067401 | 5  | 21996004 |
| ENSXMAG00000014160  | ENSXMAG00000012731  | ENSLOC00000018093 | 5  | 21996004 | 16 | 15067401 |
| ENSXMAG00000010941  | ENSXMAG00000018562  | ENSLOC00000018113 | 10 | 3977555  | 16 | 489520   |
| ENSXMAG00000018562  | ENSXMAG00000010941  | ENSLOC00000018113 | 16 | 489520   | 10 | 3977555  |
| ENSXMAG00000023632  | ENSXMAG00000026647  | ENSLOC00000018130 | 11 | 8904136  | 13 | 16204719 |
| ENSXMAG00000026647  | ENSXMAG00000023632  | ENSLOC00000018130 | 13 | 16204719 | 11 | 8904136  |
| ENSXMAG00000016113  | ENSXMAG00000023193  | ENSLOC00000018139 | 12 | 10816794 | 8  | 25830987 |
| ENSXMAG00000023193  | ENSXMAG00000016113  | ENSLOC00000018139 | 8  | 25830987 | 12 | 10816794 |
| ENSXMAG00000020272  | ENSXMAG00000027447  | ENSLOC00000018210 | 1  | 15071987 | 20 | 20543008 |
| ENSXMAG00000027447  | ENSXMAG00000020272  | ENSLOC00000018210 | 20 | 20543008 | 1  | 15071987 |
| ENSXMAG00000019856  | ENSXMAG00000020102  | ENSLOC00000018229 | 22 | 15013517 | 10 | 7803750  |
| ENSXMAG00000020102  | ENSXMAG00000019856  | ENSLOC00000018229 | 10 | 7803750  | 22 | 15013517 |
| ENSXMAG00000014234  | ENSXMAG00000020001  | ENSLOC00000018234 | 22 | 2477938  | 10 | 24541322 |
| ENSXMAG00000020001  | ENSXMAG00000014234  | ENSLOC00000018234 | 10 | 24541322 | 22 | 2477938  |
| ENSXMAG00000019483  | ENSXMAG00000020215  | ENSLOC00000018254 | 5  | 23733864 | 22 | 17280975 |
| ENSXMAG00000020215  | ENSXMAG00000019483  | ENSLOC00000018254 | 22 | 17280975 | 5  | 23733864 |
| ENSXMAG00000005127  | ENSXMAG00000019530  | ENSLOC00000018299 | 16 | 21736972 | 5  | 19923372 |
| ENSXMAG00000019530  | ENSXMAG00000005127  | ENSLOC00000018299 | 5  | 19923372 | 16 | 21736972 |
| ENSXMAG00000025105  | ENSXMAG00000025956  | ENSLOC00000018304 | 11 | 7929753  | 23 | 19591834 |
| ENSXMAG00000025956  | ENSXMAG00000025105  | ENSLOC00000018304 | 23 | 19591834 | 11 | 7929753  |
| ENSXMAG00000008654  | ENSXMAG00000020332  | ENSLOC00000018342 | 13 | 24389572 | 3  | 23734877 |
| ENSXMAG00000020332  | ENSXMAG00000008654  | ENSLOC00000018342 | 3  | 23734877 | 13 | 24389572 |
| ENSXMAG000000002730 | ENSXMAG00000019568  | ENSLOC00000018353 | 7  | 14000120 | 24 | 5375803  |
| ENSXMAG00000019568  | ENSXMAG000000002730 | ENSLOC00000018353 | 24 | 5375803  | 7  | 14000120 |
| ENSXMAG00000020168  | ENSXMAG00000023700  | ENSLOC00000018359 | 1  | 11809217 | 20 | 2354788  |
| ENSXMAG00000023700  | ENSXMAG00000020168  | ENSLOC00000018359 | 20 | 2354788  | 1  | 11809217 |

# Supplementary material for: Global assessment of organ specific basal gene expression over a diurnal cycle with analyses of gene copies exhibiting cyclic expression patterns
**Source:** BMC Genomics. 2020 Nov 11;21:787. doi: 10.1186/s12864-020-07202-9
**Supplement:** Supplementary file 6 — Additional file 6: Supplement Table 5. Xiphophorus singletons.

**Supplement Table 5**

2-Mar

7-Mar

7-Mar

2-Sep

2-Sep

15-Sep

|                    |                |                    |                   |
|--------------------|----------------|--------------------|-------------------|
| ENSXMAG00000025815 |                | ENSLOCG00000002506 |                   |
| ENSXMAG00000021302 | mpp7a          | ENSLOCG00000007418 | mpp7a             |
| ENSXMAG00000004649 | coro7          | ENSLOCG00000002377 | coro7             |
| ENSXMAG00000000741 | waca           | ENSLOCG00000007394 | waca              |
| ENSXMAG00000025513 | bambia         | ENSLOCG00000007374 | bambia            |
| ENSXMAG00000004642 | glis2b         | ENSLOCG00000002612 | glis2a            |
| ENSXMAG00000004520 | TRAP1          | ENSLOCG00000002737 | trap1             |
| ENSXMAG00000004507 | DNAAF5         | ENSLOCG00000001606 | DNAAF5            |
| ENSXMAG00000027445 | prkar1b        | ENSLOCG00000001572 | prkar1b           |
| ENSXMAG00000023393 |                | ENSLOCG00000002807 | CCP110            |
| ENSXMAG00000000935 |                | ENSLOCG00000002954 | GPR139            |
| ENSXMAG00000029275 | zgc:171489     | ENSLOCG00000008315 | zgc:171489        |
| ENSXMAG00000000979 | sdr42e2        | ENSLOCG00000008254 | sdr42e2           |
| ENSXMAG00000020995 | MOSMO          | ENSLOCG00000008203 | mosmob            |
| ENSXMAG00000001021 |                | ENSLOCG00000008136 | si:ch211-256e16.3 |
| ENSXMAG00000001065 | anks4b         | ENSLOCG00000008115 | anks4b            |
| ENSXMAG00000001067 |                | ENSLOCG00000008103 |                   |
| ENSXMAG00000001092 | DXO            | ENSLOCG00000008086 | DXO               |
| ENSXMAG00000001102 | STK19          | ENSLOCG00000008071 |                   |
| ENSXMAG00000001226 | cep112         | ENSLOCG00000013670 | cep112            |
| ENSXMAG00000001361 | zmp:0000000735 | ENSLOCG00000017764 | zmp:0000000735    |
| ENSXMAG00000001363 | gaa            | ENSLOCG00000013866 | gaa               |
| ENSXMAG00000001390 | tbc1d16        | ENSLOCG00000013855 | tbc1d16           |
| ENSXMAG00000023750 | cbx4           | ENSLOCG00000013850 | cbx4              |
| ENSXMAG00000001479 | slc5a11        | ENSLOCG00000005342 | slc5a11           |
| ENSXMAG00000015082 | e4f1           | ENSLOCG00000005261 | e4f1              |
| ENSXMAG00000015043 | narfl          | ENSLOCG00000005181 | narfl             |
| ENSXMAG00000015029 | HAGHL          | ENSLOCG00000005131 | HAGHL             |
| ENSXMAG00000014995 | hagh           | ENSLOCG00000005110 | hagh              |
| ENSXMAG00000019849 | fahd1          | ENSLOCG00000005085 | fahd1             |
| ENSXMAG00000022110 | RPL3L          | ENSLOCG00000008905 | RPL3L             |
| ENSXMAG00000014932 | ndufb10        | ENSLOCG00000008898 | ndufb10           |
| ENSXMAG00000014912 | rps2           | ENSLOCG00000008889 | rps2              |
| ENSXMAG00000024160 |                | ENSLOCG00000008879 | rnf151            |

# Supplementary material for: Global assessment of organ specific basal gene expression over a diurnal cycle with analyses of gene copies exhibiting cyclic expression patterns
**Source:** BMC Genomics. 2020 Nov 11;21:787. doi: 10.1186/s12864-020-07202-9
**Supplement:** Supplementary file 7 — Additional file 7: Supplement Table 6. Number of cyclic Ohnologs and singletons.

**Suppliment Table 6**

|                      | skin  | brain | ovary | heart | muscle | eye   | gill  | liver | testis |
|----------------------|-------|-------|-------|-------|--------|-------|-------|-------|--------|
| Circadian.genes      | 935   | 731   | 224   | 659   | 2076   | 4033  | 1740  | 1039  | 294    |
| tractable.cir.gene   | 609   | 470   | 144   | 432   | 1385   | 2517  | 1197  | 720   | 178    |
| Singletons           | 529   | 373   | 117   | 376   | 1179   | 2030  | 1072  | 649   | 151    |
| Ohnologs             | 80    | 97    | 27    | 56    | 206    | 487   | 125   | 71    | 27     |
| Paired Ohnologs      | 12    | 8     | 0     | 0     | 36     | 174   | 12    | 4     | 0      |
| Ohnolog pairs        | 6     | 4     | 0     | 0     | 18     | 87    | 6     | 2     | 0      |
| rate.of.orthology    | 65.1% | 64.3% | 64.3% | 65.6% | 66.7%  | 62.4% | 68.8% | 69.3% | 60.5%  |
| rate.of.both.Ohnolog | 2.0%  | 1.7%  | 0.0%  | 0.0%  | 2.6%   | 6.9%  | 1.0%  | 0.6%  | 0.0%   |

How the deposited data were processed for this re-analysis (not part of the article)

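RNA-Seq of skin from male *X. maculatus* Jp 163 A was analysed from the deposited count table. The authors mapped quality-filtered paired-end reads to the reference genome with Tophat2, counted them on Ensembl gene models with FeatureCount and deposited the raw count of each of 24209 genes in 24 libraries, without normalization and without pooling. Versions and options of these programs, including the treatment of multi-mapping reads and strand, are not given in the sources used here. Every column of the table was assigned to a sample by its label. The other organs of the study were not analysed here, and the lists of cyclic genes of other organs are the paper's.

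The libraries belong to 2 collections, which differ in library year and in the age given by the labels. The 3 candidate sets of libraries were compared with the amplitudes of the 935 skin genes in Supplement Table 3. The plain ratio of highest to lowest mean CPM matched to within 0.01 for 247 genes over the first collection, for 48 over the libraries with replicate letters A and B and for 71 over all 24. The rule set beforehand asked for a match of at least 50% of the genes by this plain ratio, or 90% for some choice among the 1296 ways to take 2 libraries at each time point, and otherwise for the use of all 24 libraries. The best of the 1296 choices, the first collection, reached 247. With 1% of a gene's mean added to both values, a definition found after the values were seen, the first collection matched 933 genes (99.8%), the second best choice 711, the libraries lettered A and B 115 and all 24 libraries 185. The first collection also gave the number of expressed genes in Supplement Table 2 and the paper's 935 cyclic genes. It was therefore taken as the paper's set, against the letter of that rule, and values over all 24 libraries are given beside it.

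CPM were computed from the counts with the total count of each library as library size, and averaged over the 2 libraries of a time point (over 4 where both collections were used). A gene was expressed if its mean CPM was over 1 at 2 or more of the 8 time points. Cyclic expression was called at p under 0.01 by a rewritten form of the rank test that the paper used, on the 8 means. In simulated counts with the means and library sizes of the first collection, a 24-h cosine that reached 1.5 log2 units above and below the mean was added to 200 genes, and 16813 genes were tested. The rank test on means recovered 184 of them (92%), 162 with the right peak time, and called 191 other genes (1.15%). On single libraries it recovered all 200, 173 with the right peak time, and called 637 other genes (3.83%). The edgeR cosinor recovered all 200 among 18966 genes, with 10 other genes called. Every gene in these counts had the same dispersion of 0.05, no library deviated, and only well expressed genes were changed. The recovered shares thus may not hold for the real libraries.

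Group comparisons used edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment at 0.05. Tested on simulated data for Zt 0.5 and 3.5 against Zt 18.5 and 21.5, it recovered 200 of 200 genes changed by 1.5 log2 units among 18332 with 8 others called, and for Zt 3.5 and 6.5 against Zt 21.5 and 0.5 it recovered 200 of 200 among 18374 with 9 others called. These counts had the same dispersion of 0.05 and no difference between the 2 time points of a side. The recovery thus does not give the power in the real libraries, where few calls do not mean few changes. DESeq2 1.42.0 was the alternative tool. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Log2 CPM were taken with 0.5 CPM added. Intervals are exact binomial intervals at 95%.

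The 2 libraries of each time point differed by more than sampling noise. The chi-square of their counts per degree of freedom was between 14.5 and 18.1 in the second collection and between 37.4 and 424 in the first, so none was treated as a repeated deposit. Total counts ranged from 25736825 to 36066368 over the 24 libraries, with a median of 31421046. The difference between 2 fish of a time point thus exceeded counting error. Among the cyclic genes 157 had a mean under 5 CPM.

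The sample mapping, the rule for named genes and most tests and alternatives were fixed before the data were examined, after values in Supplement Tables 1 and 3 had been seen. The exceptions are the tests and alternatives stated to have been chosen after the result was seen. The rule named the 16 regulators and photolyases of Fig. 1 and the opsins that the text names where a table pairs the name with an identifier. It also named both members of Ohnolog pairs with both members cyclic, the 5 cyclic genes with the largest amplitude among those with a lowest mean of at least 1 CPM and an edgeR cosinor call, and the 3 light-responsive genes with the largest rise and the 3 with the largest fall. Only 2 light-responsive genes were called, so only these are named. Gene symbols come from Supplement Tables 3, 4 and 5, from Fig. 1 and from a gene table keyed by Ensembl identifier, and genes without a symbol are given by identifier. The alternatives covered the set of libraries, the scaling of CPM, the filter on low values, the input and threshold of the rank test, other rhythm tests, the time points, the design and the tool of the light comparison, and the omission of each library. Numbers of cyclic singletons are not given, because 10949 of the paper's 10952 singletons were at hand. Gene structure and gene length were not analysed as results, since no genome annotation of the build used was at hand.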

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

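Of the tests in this part, the comparison of Zt 0.5 between the collections by its correlation with Zt 21.5 and 0.5 was chosen only after the result was seen.

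The time course of many genes differed between the 2 collections. At the 4 time points that both collections cover, edgeR's quasi-likelihood test of an interaction between collection and time point called 2302 of 19550 genes (11.8%), among them 169 of the 935 genes called cyclic (18.1%). Of the 16 genes of Fig. 1 it called 6, namely *per2*-Ohnolog1 (adjusted p = 0.00336), *per2*-Ohnolog2 (0.00829), *arntl2*-Ohnolog1 (0.0104), *clocka* (0.0237), *clockb* (0.0419) and *arntl2*-Ohnolog2 (0.0444), and adjusted over the list alone 12. The level itself, tested as a term for the collection, differed for 8402 of 18256 genes. When the libraries of a time point were regrouped between the collections, 2 of 31 regroupings, the real one included, called as many genes (6.45%), which by itself does not exclude chance. The other of the 2 called 10364 genes and exchanged the collections completely at 2 time points, as did 2 further regroupings, which called 581 and 0 genes. The 19 other regroupings without a complete exchange at any time point called 0 genes. A regrouping that mixes the collections at a time point puts their difference in level into the spread between fish, and a complete exchange puts it into the interaction, so this count decides little. The next largest called 727 genes, and the median of the others was 0. The collection is confounded with library year and with the age that the labels give (24 against 12 months), so an effect of the batch and an effect of age cannot be told apart, and the latter stays open as an untested biological difference. The second collection also had the smaller total counts, for which the test normalized by TMM.

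The genes of *per2* carried the largest such difference among the regulators. At Zt 0.5, *per2*-Ohnolog1 had 118 and 48.7 CPM in the 2 libraries of the first collection and 3.40 ± 0.418 CPM (SD, n = 2) in the second, close to the 1.86 ± 0.395 CPM of the second collection at Zt 18.5. One hypothesis was that the fish of the second collection at Zt 0.5 stand for an earlier time of day, before the response to light. Over the cyclic genes, the profile of the second collection at Zt 0.5 correlated with that of the first at Zt 0.5 (r = 0.706, across genes) slightly more than with that at Zt 21.5 (r = 0.691), a difference of -0.0144. With single libraries in place of the means this difference ranged from -0.141 to 0.122 and was above 0 in 2 of 8 choices, so the 2 times of day cannot be told apart here. Of the other time points of the second collection, Zt 6.5 and 18.5 were closest to the same time point of the first, while Zt 12.5 was closer to Zt 6.5 (r = 0.585) than to Zt 12.5 (r = 0.516). An earlier time of day thus stays open. A difference in light exposure shortly before sampling was not tested.

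The second collection, which by the matched amplitudes does not seem to enter the paper's skin values, held differences between time points of its own. The edgeR quasi-likelihood test of any difference among its 4 time points called 8208 of 18995 genes, against 237 of 18848 genes for the same time points in the first collection. Its total counts were lower (median 27193974 against 32714728), which argues against depth as the reason for the larger number. The replicates of the second collection lay closer together, with a chi-square of counts per degree of freedom of 14.5 to 18.1, against 42.0 to 186 at the same time points of the first. Whether its fish were more alike or were handled more alike was not tested.

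The cyclic genes of the first collection mostly kept the direction of their time course in the second. Of the 935 genes called cyclic in the first collection, 822 (87.9%, exact 95% interval 85.7 to 89.9%) had a positive Pearson correlation between the collections over the 4 shared time points, against 10745 of 16028 expressed genes that were not called (67.0%). Among the 24 orders of the 4 time points, only 1, the real order, gave as large a share, and the median over the orders was 47.1%. The largest other share, 87.0%, came close, so the order as such is not settled. The higher share among called genes argues against calls that rest on chance orders of the time points alone. Genes are not independent replicates, so the interval covers counting of genes only.

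The CPM of *cry2* at Zt 18.5 was set apart by 1 library. Replicate D of the first collection had 17.3 CPM, while the other library of that collection and both of the second lay between 27.7 and 29.0 CPM, and the gap made up 0.889 of the range of the 4 libraries. Of 84 such groups of 4 libraries tested this was the only one with so large a gap, and 4.2 were expected by chance. The library had 31071542 counted reads, within the range of the others, which argues against a low depth. No biological explanation was tested.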

How the results depend on the processing

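Of the alternatives in this part, the rank test on single libraries with its exact null distribution and the comparison of Zt 3.5 and 6.5 with Zt 21.5 and 0.5 were chosen only after the result was seen. Where no cause is given for a change, the cause was not tested.

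The number of expressed genes changed by less than 1.5 times under every alternative run, up to the 22915 genes with a count when no filter was used. With the libraries lettered A and B, which mix the collections, 371 genes were cyclic (77 shared with the first collection), 122 peaked at Zt 21.5, 43 Ohnologs were cyclic with both members in 3 pairs, and 52.6% of the cyclic genes were shared with other organs. With single libraries as replicates the rank test called 2563 genes, 466 of them at Zt 21.5 and 572 at the most frequent peak, Zt 12.5, and 206 Ohnologs with both members in 24 pairs, and with its exact null 3639 genes. Its input has 16 values in place of 8 means, which allows smaller p. In the simulated counts the rank test on single libraries also called more unchanged genes, 3.83% against 1.15% on means. Benjamini-Hochberg adjustment of the rank test called 0 cyclic genes, and therefore 0 peaks, 0 regulators, 0 Ohnologs and 0 pairs, while 2930 genes had an unadjusted p under 0.05. Sharing with other organs and the share of higher Ohnologs then had no value. The edgeR cosinor called 277 expressed genes, 46 at Zt 21.5 and 73 at the most frequent peak, Zt 0.5, and 31 Ohnologs, with 75.1% shared with other organs. The DESeq2 likelihood ratio test of the cosinor called 1692 genes, against 289 of all tested genes by the edgeR cosinor, and the edgeR test of any difference among time points called 270. Scaling by TMM left 889 cyclic genes (452 shared) and by DESeq2 size factors 855 (435 shared), with 51.0% and 51.9% shared with other organs. Under both scalings Zt 9.5 replaced Zt 21.5 as the most frequent peak, and the share of cyclic genes with a peak between Zt 12.5 and 21.5 fell from 70.4% to 44.2% with TMM and 41.2% with DESeq2 size factors. Without the filter on low values 1011 genes were cyclic and with CPM over 1 at all 8 time points 878.

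The share of pairs in which the cyclic Ohnolog was the higher one went from 57.4% to 67.2% over all 24 libraries (exact binomial p = 0.00815) and to 60.8% with single libraries (exact binomial p = 0.00845). These shares include pairs whose partner was not expressed, where the cyclic member was always the higher one. With both members expressed they were 49.1%, 62.5% (exact binomial p = 0.0814) and 53.7% (exact binomial p = 0.437). The share over all such pairs fell below 50% with TMM (47.1%), with DESeq2 size factors (44.6%), without Zt 9.5 replicate A (41.2%) and without Zt 15.5 replicate A (43.9%). With both members expressed these were 38.3%, 34.5% (exact binomial p = 0.0300), 28.6% (exact binomial p = 0.0357) and 36.0%. Agreement with the second collection was 82.0% by Spearman correlation (59.6% for genes not called) and 87.6% with CPM over 1 at all 8 time points.

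With each library left out in turn, expressed genes ranged from 16951 to 16994, cyclic genes from 553 to 989, genes with a peak at Zt 21.5 from 91 to 282, regulators from 4 to 10, cyclic Ohnologs from 44 to 95, pairs with both members cyclic from 3 to 7, the share of higher cyclic Ohnologs from 41.2% to 63.3% and sharing with other organs from 45.3% to 51.3%. The lowest number of cyclic genes came without Zt 9.5 replicate A. Without Zt 18.5 replicate C 684 genes and without Zt 15.5 replicate A 710 genes were cyclic. The most frequent peak was no longer Zt 21.5 without Zt 9.5 A (Zt 12.5), Zt 15.5 B (Zt 15.5), Zt 18.5 C (Zt 18.5) or Zt 18.5 D (Zt 18.5).

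For Zt 0.5 and 3.5 against Zt 18.5 and 21.5, where edgeR called 2 genes, DESeq2 called 86 (58 higher, 28 lower in light), and a fit of all 8 time points 19. Zt 3.5 against 21.5, Zt 0.5 against 21.5 and Zt 3.5 against 18.5 gave 0, 0 and 0 genes by edgeR, with 4499, 1969 and 3354 at an unadjusted p under 0.05. Both collections gave 32 genes with the collection as a term and 4 without it. Zt 3.5 and 6.5 against Zt 21.5 and 0.5 gave 2910 genes by edgeR, 4297 by DESeq2 and 3345 by edgeR's exact test, and 1607 (without Zt 6.5 replicate D) to 2518 with a library left out. With a library left out of the first comparison 0 to 8 genes were called, where the lone library of a time point is assumed to vary like the others. The omissions that gave 0 were those of Zt 21.5 A or B, Zt 3.5 A or B, Zt 18.5 C and Zt 0.5 C, with 845 to 1846 genes at an unadjusted p under 0.05, while that of Zt 18.5 D gave 8 and that of Zt 0.5 D gave 1. With the replicate letter as a block 3 genes were called, 1 of them among the 2 above, and *per2*-Ohnolog1 was not called (adjusted p = 0.161). The letters were not taken as pairs, since deviations of libraries with the same letter correlated between -0.24 and 0.30 over 12 pairs of time points. The 4 over 0.1 were all among the letters C and D, for Zt 0.5 with 18.5 (0.30), 12.5 with 18.5 (0.28), 6.5 with 18.5 (0.14) and 0.5 with 6.5 (0.12).

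Of the named genes, *cry5* (-0.49) and *cpd photolyase* (-0.21) had the opposite sign of log2 change for Zt 0.5 against 21.5. Of the other log2 changes of 8 genes under the alternatives, 117 kept sign and side of the threshold, 23 lost a call (2 genes) and 10 gained one (5 genes). In the rank test of 29 named genes, 632 values kept their side, 80 lost a call (21 genes) and 12 gained one (4 genes). A count of 0 allows at most 0.117 CPM, so that depth limits statements about genes below that level.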

Differences from the paper's values

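None of the tests in this part was chosen only after the result was seen, apart from the comparison of Zt 3.5 and 6.5 with Zt 21.5 and 0.5 and the rank test on single libraries with its exact null distribution.

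The log2 change of *cry-dash* from late dark to early light was 1.08 (standard error 0.23) in skin, and the paper's value in Supplement Table 1 is 0.83. These values come from unlike groups, since the test took Zt 0.5 as light while the grouping that gave the paper's value, chosen after seeing the values, took it as dark. Of 18 alternatives set before the data were examined, 10 gave a value within the error of the paper's. These were total counts without TMM, the fit of all 8 time points, both collections with and without the collection as a term, the replicate block and the omission of Zt 21.5 A, Zt 21.5 B, Zt 3.5 A, Zt 3.5 B or Zt 18.5 D. DESeq2, no filter on low counts, the 3 comparisons of single time points and the omission of Zt 18.5 C, Zt 0.5 C or Zt 0.5 D did not.

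For *cpd photolyase*, listed there as zgc:66475, the log2 change was 0.90 (standard error 0.37) and the paper's value is 1.30, and the groups are unlike in the same way, here and for *arntl2*. DESeq2, Zt 3.5 against Zt 21.5 and the omission of Zt 21.5 A, Zt 21.5 B, Zt 0.5 C or Zt 0.5 D gave values within the error of the paper's, and the other 12 alternatives did not. For *arntl2*-Ohnolog1 the log2 change was 1.28 (standard error 0.46) and the paper's value for *arntl2* is 1.81. The replicate block and the omission of Zt 18.5 C, Zt 18.5 D, Zt 0.5 C or Zt 0.5 D gave values within the error of the paper's, and the other 13 did not.

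The comparison of Zt 3.5 and 6.5 with Zt 21.5 and 0.5, chosen after seeing the values, gave 0.83 for *cry-dash*, 1.30 for *cpd photolyase* and 1.81 for *arntl2*-Ohnolog1, and did not call 111 of the paper's genes that could be matched. Of the paper's 2017 skin genes in Supplement Table 1, 1193 were matched by symbol. Of these, 1172 (98.2%) had a log2 change within 0.01 of the paper's in this comparison, 1082 were called and 4 had the other sign. In the comparison of Zt 0.5 and 3.5 with Zt 18.5 and 21.5, 2 genes (0.168%) were within 0.01 and 53 had the other sign. Among 420 groupings of 2 against 2 time points, with a tolerance of 0.1, the best matched 98.9% of the genes, the second best 56.0%, and Zt 0.5 and 3.5 against Zt 18.5 and 21.5 3.44%.

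The paper states a statistical difference of *cry-dash* between early light and late dark phase in skin. The adjusted p over all genes was 0.525 by edgeR. It was 0.00657 by DESeq2, 0.00500 by edgeR adjusted over the list alone and 0.0295 in the comparison chosen after seeing the values. For *cry5* in skin the paper states none, and none was called.

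The paper states that the circadian master regulators other than *cry-dash* and *cry5* are cyclic, and elsewhere that *per2*-Ohnolog1 lost circadian expression in all organs and that *per2*-Ohnolog2 was shifted. In skin, 8 of the 16 genes passed the rank test, and these are the same as in the paper's own list of skin genes in Supplement Table 3. The genes other than *cry-dash* and *cry5* that did not pass were *arntl2*-Ohnolog1, both *per2* genes, *cry1ba*, *cry2* and *cpd photolyase*. *arntl2*-Ohnolog1 passed over the libraries lettered A and B, with single libraries as replicates and in the edgeR cosinor. *per2*-Ohnolog1 passed with TMM or DESeq2 scaling, with single libraries, in the edgeR cosinor and without Zt 9.5 replicate A. *per2*-Ohnolog2 passed with single libraries, and *cpd photolyase* with single libraries under the exact null, which was chosen after seeing the data. *cry1ba* and *cry2* passed under none of them.

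The paper states that the peaks of *cry1ab*-Ohnolog2, *cry1ba* and *cry2* are shifted towards the light-dark transition, which gives a direction and no time point. In skin the peak of *cry1ab*-Ohnolog2 at Zt 3.5, against Zt 21.5 for *cry1ab*-Ohnolog1, does not contradict such a shift. In skin *cry1ba* had 92.1 CPM at Zt 12.5 and 86.3 CPM at Zt 3.5, a difference within the spread between fish, and was highest at Zt 3.5 over all 24 libraries, while *cry1ab*-Ohnolog2 and *cry2* were highest at Zt 3.5. The paper states that the photolyases are high only in light phase. In skin *cpd photolyase* had 64.0 CPM at Zt 15.5 in the dark phase, more than the 36.0 CPM at Zt 0.5, which the label places in the light phase but the grouping matched to Supplement Table 1 in the dark, while its highest means, at Zt 3.5 and 6.5, and those of *cry-dash* and *cry5* at Zt 3.5 were in the light phase.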

Other observations

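Of the tests in this part, those of the library of Zt 9.5, the splits of the light comparison and the shuffling of Ohnolog partners for pairs with both members cyclic were chosen only after the result was seen.

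Zt 9.5 replicate A stood apart from the other libraries of the first collection. Of 11091 genes with a median of at least 10 CPM, 3981 were below 0.5 times their median over the libraries, against 35 to 447 in the others, and 399 were above 2 times, against at most 392. The median log2 ratio was -0.66. It also had the fewest counted reads, 25736825. Thinned to that total, no other library had more than 454 genes below 0.5 times the median, which argues against depth. After the library was divided by its median ratio 2130 genes stayed below 0.5 times and 1576 above 2 times, which argues against a few genes taking most of its counts as the whole cause. Its closest library had a Spearman correlation of 0.857, while every other library had one of at least 0.960, which argues against a swapped label among these libraries. The ratio fell with gene length over the genes with a length at hand (Spearman -0.54, across genes, median log2 ratio 0.28 in the shortest and -1.16 in the longest of 5 groups), but only 3918 of 11091 genes (35.3%) had one, so this test is void and a loss of long transcripts stays open. No biological explanation was tested, and the other fish of Zt 9.5 did not share the pattern.

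This library bears on the cyclic genes. Without it 553 genes were cyclic, with 389 of the 935 kept, 546 lost and 164 gained. The number of cyclic genes with their lowest mean at Zt 9.5 went from 266 to 53. Genes with a trough at Zt 9.5 may therefore owe it to this fish in part.

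The number of cyclic genes exceeded that of random orders. When the 16 libraries of the first collection were put in random order over the time points, 1 of 100 orders, the real one, gave as many cyclic calls, with a median of 207 and a range of 40 to 917 over the others. This count argues against chance for the libraries and scaling used, although single random orders came near, because all genes share the same libraries. With TMM library sizes 889 and with DESeq2 size factors 855 genes were cyclic, both under the highest random order of 917. Random orders were not drawn for these settings or for omitted libraries, so chance is not settled there.

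For Zt 0.5 and 3.5 against Zt 18.5 and 21.5, 1 of the 35 splits of the 8 libraries, the real one, called as many as 2 genes, and the largest number in another split was 1. By the number of genes with an unadjusted p under 0.05, 7 of 35 splits were as large, up to 3115 in another split. For Zt 3.5 and 6.5 against Zt 21.5 and 0.5, 1 of 35 splits, the real one, called as many as 2910 genes, and the largest number in another split was 1. Most of the other splits separate fish of the same time point, which puts time of day into the spread within a side. For Zt 3.5 and 6.5 against Zt 21.5 and 0.5, the other splits that keep time points whole called 1 and 0 genes. They are too few to exclude chance, and this grouping was chosen after the values were seen. For Zt 0.5 and 3.5 against Zt 18.5 and 21.5 the count rests on 2 genes against 1. By the number at an unadjusted p under 0.05 chance is not excluded there.

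A shared regulation of Ohnologs was tested as a hypothesis. Both members were cyclic in 6 of 617 expressed pairs, while shuffling the partners gave 1.91 on average and 8 at most in 10000 shuffles (one-sided permutation p = 0.0101). The calls may thus not fall on the 2 members independently. The number of such pairs was 4 over all 24 libraries and with TMM library sizes, 5 with DESeq2 size factors and 24 with single libraries as replicates. It also changed when single libraries were left out. The shuffling was not repeated for these counts, so its p holds for the 6 pairs only. In the 57 pairs with 1 cyclic member and both expressed, the profiles of the members had a median correlation of 0.380 over the 8 time points, 48 of them above 0, against a median of 0.284 after shuffling (permutation p = 0.0726). The second test did not exclude that partners which were not called have no rhythm of the cyclic member's kind. Reads shared between near-identical Ohnologs could raise both values, and this was not tested.

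Neighbouring time points of the first collection carry different replicate letters, A and B at Zt 3.5, 9.5, 15.5 and 21.5 and C and D at the others. If these were 2 rounds of fish, levels would alternate between neighbouring time points. The alternating part made up 14.9% of the variance of a gene over the 8 time points on average, against 14.3% for random values, and the 24-h part 39.5% against 28.6%. The 12-h and 8-h parts made up 23.9% and 21.7%, which is 12.0% and 10.9% per component, less than the alternating part. An effect of 2 rounds may thus be present, and its size was not estimated.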
